# Niacin ameliorates Charcot-Marie-Tooth 4B1 neuropathy without interfering with nerve regeneration

**DOI:** 10.1093/braincomms/fcaf039

**Published:** 2025-01-31

**Authors:** Silvia Cipriani, Emanuela Porrello, Matteo Cerea, Andrea Gazzaniga, Roberta Di Guardo, Amanda Heslegrave, Serena Valenzano, Ubaldo Del Carro, Phu Duong, John Svaren, Stefano Carlo Previtali, Alessandra Bolino

**Keywords:** Charcot-Marie-Tooth, neuropathy, myelin, nicotinic acid, nerve regeneration

## Abstract

Charcot-Marie-Tooth (CMT) neuropathies represent a broad and very heterogeneous group of disorders for which no therapies are yet available. Due to the huge genetic heterogeneity, therapeutical approaches that can benefit several forms independently of the unique pathogenetic mechanism have been sought. Niacin, nicotinic acid, is a vitamin used for many decades as anti-dyslipidaemic and anti-cholesterol drug product under the commercial name of Niaspan^®^, the extended-release formulation of niacin. Of note, niacin can have other effects depending on the dose, formulation and physiology and it has been used to reduce inflammation, to promote angiogenesis and to protect neurons, muscle and axons by boosting nicotinamide adenine dinucleotide (NAD^+^) levels. Niacin also activates TNF-alpha convertase enzyme (TACE) secretase, which negatively regulates Neuregulin type I-mediated signalling in the peripheral nervous system and myelination. We previously postulated that niacin-mediated TACE activation can be effective in reducing aberrant excessive myelin associated with different CMT forms. Here, we explored efficacy of this strategy by performing a long-term preclinical trial and we provided evidence that a novel niacin-based long-lasting formulation ameliorates neurophysiology and reduces fibre degeneration in a model of Charcot-Marie-Tooth type 4B1 (CMT4B1) neuropathy, characterized by aberrant myelin. We also sought to determine whether this strategy might interfere with nerve regeneration, which is dependent on Neuregulin type I signalling. Surprisingly, we found that the *Mtmr2* knockout mice, a model of CMT4B1, have a defect in nerve regeneration and that niacin-based treatment is not detrimental to nerve regeneration.

## Introduction

Charcot-Marie-Tooth (CMT) neuropathies represent a broad and heterogeneous group of disorders generally characterized by progressive muscular atrophy and weakness mainly occurring at distal extremities of the lower and upper limbs.^1-3^ On the basis of clinical and neurophysiological criteria, CMTs are distinguished in demyelinating, axonal and intermediate types.^4^ Among the demyelinating group, Charcot-Marie-Tooth type 4B1 (CMT4B1) represents an autosomal recessive neuropathy characterized by childhood onset and myelin outfoldings, a form of redundant and aberrant myelin.^5,6^ In patients with CMT4B1, the neuropathy rapidly progresses with loss of myelinated fibres, thus impacting nerve and muscle function and leading to severe clinical disability.

We first demonstrated that CMT4B1 is caused by loss-of-function mutations in the *MTMR2* gene (Myotubularin-related 2), which encodes a ubiquitously expressed phospholipid phosphatase acting on PtdIns3P and PtdIns(3,5)*P*_2_ phosphoinositides.^7^ We previously reported that loss of MTMR2 in Schwann cells is both sufficient and necessary to cause myelin outfoldings and aberrant myelin.^8,9^ However, due to the early onset of the neuropathy with fast progression, a cell autonomous role of MTMR2 in neurons/axons cannot be excluded.

The Myotubularin-related protein (MTMR) family consists of 14 members, including eight catalytically active and six catalytically inactive proteins.^10,11^ Heterodimers of active and inactive members possess higher enzymatic activity and are thought to be specifically recruited at sub-cellular membranes. MTMR2 interacts with either MTMR5 or MTMR13, both catalytically inactive members. Consistent with this, mutations in *MTMR13*, also known as SBF2, cause CMT4B2, a very similar phenotype as compared with CMT4B1, with myelin outfoldings and demyelination, although relatively less severe.^12,13^ Finally, mutations in *MTMR5*, also known as SBF1, cause CMT4B3, which can be associated with a complex central nervous system phenotype and, more rarely, with demyelination and myelin outfoldings.^5^

Axonal Neuregulin 1 (NRG1) type III is one of the main factors influencing Schwann cell development in the peripheral nervous system (PNS).^14-16^ At the onset of myelination, NRG1 dictates the fate of Schwann cells to become myelinating or non-myelinating and the amount of myelin that has to be produced, which is a function of axonal diameter. In the axon, NRG1 activity is modulated by secretase cleavage, namely BACE (Beta-secretase 1) and TNF-alpha convertase enzyme (TACE), which activates and inactivates the molecule, respectively.^17^ Interestingly, niacin, nicotinic acid or vitamin B3, have been found to be a TACE activator and thus a putative negative regulator of NRG1 type III in the PNS.^18^ The extended-release formulation of niacin, Niaspan^®^ (Rebel Distributors Corp.), is a FDA (Food and Drug Administration)-approved medicinal product used for many years to treat dyslipidaemia and atherosclerosis.^19^

We recently suggested that niacin treatment, by enhancing TACE and likely by reducing NRG1 type III-mediated signalling in Schwann cells, ameliorates CMT neuropathies associated with excessive aberrant myelin.^18^ NRG1 type III is crucial for all steps of nerve development and, importantly, it is also required for remyelination after injury, similarly to NRG1 type I, another NRG1 isoform mainly expressed by repair Schwann cells.^20-22^ Thus, in a perspective of a clinical translation of this strategy, we explored whether downregulation of NRG1 signalling via niacin-mediated TACE activation might be detrimental to nerve regeneration, which is dependent on NRG1. Then, we performed a long-term preclinical trial in the *Mtmr2* KO mouse, a model of CMT4B1, using an extended-release formulation of niacin administered *per os*, thus mimicking Niaspan, the FDA-approved niacin-based drug. Our data suggest that niacin treatment partially ameliorates the CMT4B1 neuropathy without interfering with nerve regeneration, which we found to be altered in *Mtmr2* KO mice.

## Materials and methods

### Ethics statement

Mice used in this study were maintained in a pathogen-free facility in the San Raffaele Hospital (Milan, Italy) according to the National Health Institute guidelines. All experiments were carried out following Italian national regulations and protocols previously accepted by local Institutional Animal Care and Use Committees.

### Mouse model and genotyping

*Mtmr2* KO mice were generated on a 129/SvPas background as previously described.^8^ DNA was isolated from mouse tails using Direct PCR lysis reagent (cat#102-T, Viagen, Biotech) and Proteinase K from Tritirachium album (P2308-100 mg, SIGMA, Merck Group, USA). PCR analysis was then performed using GoTaq G2 Flexi DNA Polymerase kit (M7806, PROMEGA, USA). Animals were randomly included into experimental groups according to genotyping, age and sex. No animals had to be excluded because of illness. Animal experiments (morphological analyses) were performed in a blinded fashion towards the investigator.

### Sciatic nerve crush

To perform nerve crush experiments, males were always used for both wild type (WT) and *Mtmr2* KO groups to minimize variability. 2-2-2-tribromoethanol (T48402, SIGMA, Merck Group, USA) was used as anaesthetic (0.02 mL/g of body weight) and administered by intraperitoneal (i.p.) injection prior to surgical intervention.

Mice were finely incised between the ‘gluteus’ and the ‘biceps femoris’ muscles to expose the sciatic nerve. The mechanical and thermic injury were obtained by stapling the nerve at proximal sites using pre-cooled forceps. To facilitate the identification of the injured area, the crush site was marked with carbon powder (SIGMA, Merck Group, USA). Finally, Monofilament Nylon Dermalon 4.0 (COVIDIEN) was used to suture the incision and mice monitored until their complete recovery from anaesthesia.

### Niacin *in vivo* treatment

Pure niacin (nicotinic acid, cell culture grade, SIGMA, Merck Group, USA) was dissolved in NaCl 0.9% (SALF) and a 120 mg/kg dose was daily administered to mice by intraperitoneal injection. Animal’s body weight and clinical signs were closely monitored every day.

Good-practice dose-volumes guidelines (International Consortium for Innovation and Quality in Pharmaceutical Development-IQ 3Rs Leadership Group) were applied for all treatments.

### Niacin-SR formulation

Niacin was encapsulated in prolonged release granules by applying an ethylcellulose-based film coating. Uncoated granules were prepared by high-shear mixer (Rotolab, Zanchetta, Italy) operating at 600 rpm using 150 g of PVP (polyvinylpyrrolidone) 5% w/w solution (water:ethanol 1:1) on 500 g of niacin (Ph.Eur grade, Acros Organics, Thermo Fisher, USA). Granules were dried in static oven (VT6060P, Heraeus, DE) at 40°C for 12 h. Coating procedure was performed on 125–355 µm granules in a fluid bed apparatus (GDPC 1.1, Glatt, DE) applying ethylcellulose aqueous dispersion (Surelease^®^, Colorcon, UK) supplemented with 5% w/w (based on solids) low-viscosity hypromellose (Methocel E5 premium LV, Colorcon, UK) at the following conditions: batch size 300 g, product temperature 39–40°C, inlet air temperature 49–54°C, fluidizing air volume 50–64 m^3^/h, nebulization pressure 2.0 bar, spray rate 4.5 g/min. A final curing phase at 60°C for 24 h in static oven was applied to stabilize the control release performance. Coated granules were sieved for removing those having size bigger than 500 µm. Stability of the new compound (Niacin-SR) was examined and confirmed at 25°C and 65% relative humidity for 6 months. *In vitro* release kinetics of Niacin-SR and of Niaspan^®^ 750 mg tablets were evaluated applying conditions of reported in the USP pharmacopoeia monograph for Niacin Extended-Release Tablets, Test 4. 900 mL water at 37°C were used as the medium in a paddle dissolution apparatus rotating at 100 rpm (USP type 2 apparatus, mod. AT7 Smart, Sotax, CH) and collecting samples at 1, 3, 6, 9 and 24 h. Niacin content was assayed on coated granules by crushing 5 g sample in a mortar grinder (RM 200, Retsch, DE) operating for 5 min and dissolving 100 mg of resulting powder in 100 mL methanol and water (82:18). After 5 min sonication (mod. 2800, Branson Ultrasonics, USA) solution was filtered on 0.45 µm filter and transferred in 1 mL glass vials for HPLC (High-performance liquid chromatography) analysis. High-performance liquid chromatographic method was applied for quantification of niacin in drug release studies and in coated granules using HPLC (Binary pump 1525, Waters, USA) equipped with an autosampler set a 4°C (Autosampler 717plus, Waters, USA) injecting a volume of 10 µL and using an UV-detector (Dual Lambda Absorbance Detector 2487, Waters, USA) set at 260 nm and using a column 4.6 mm × 15 mm; 5 μm packing L8 (Supelcosil, Supelco, USA). Mobile phase was methanol and water (82:18), adjusted to pH 3.15 ± 0.05 with acetic acid, delivered at 1.3 ml/min. Data were collected and processed using Breeze Software for HPLC (Waters, USA).

### Pharmacokinetics studies

Pure niacin or Niacin-SR was administered by intraperitoneal injection or gavage at different doses to WT 129sv/Pas mice every day from P30 to P37. On the last day, sciatic nerves were collected at fixed time-points after last administration, promptly snap-frozen in liquid nitrogen and pools of nerves from three animals per time-point were prepared to have enough material for further analyses. Pharmacokinetics studies were then performed in collaboration with Eurofins, ADME BIOANALYSES (France).

Acetonitrile and water were used to prepare a calibration standard curve ranging from 100 to 200.000 ng/g. Sciatic nerve samples were processed using acetonitrile/water v/v 50/50 and left to shake for 1 h. Supernatant was then moved to a 96-well plate, centrifuged at 2000 rpm at 4°C for 5 min and finally injected in LC-MS/MS (Liquid chromatography-mass spectrometry/mass spectrometry).

### Niacin-SR *in vivo* treatment

Niacin-SR coated granules were resuspended prior to each administration in high viscosity methylcellulose at 0.75% (4000cP, MC, Methocel A4M, Colorcon, UK) used as vehicle and freshly prepared twice a week. Aqueous vehicle was made as following: ∼90% of the total volume of sterile deionized (DI) water was heated to ∼80°C. When temperature was reached, MC was added and then the mixture left to cool to room temperature (RT) to ensure complete MC dissolution. The final volume was ultimately reached using DI water and the solution maintained at 2–8°C protected from light.

Niacin-SR (960 mg/kg dose, once a day, gavage) was administered to mice *per os* using feeding tubes (FTPU 16-38-50, Instech Laboratories Inc., USA) from P21 until the established time-point according to the outcome. Dose of Niacin-SR coated granules was adjusted according to niacin content measured experimentally.

Animals body weight and clinical signs were closely monitored every day.

Good-practice dose-volumes guidelines (International Consortium for Innovation and Quality in Pharmaceutical Development-IQ 3Rs Leadership Group) were applied for all treatments.

### TACE activity assay

TACE activity was determined using the SensoLyte 520 TACE (α-Secretase) Activity Assay Kit *Fluorimetric* (ANASPEC, EGT Group, USA, Cat. AS-72085). After pure niacin or Niacin-SR daily treatment from P30 to P37, sciatic nerves were collected, snap-frozen in liquid nitrogen and manually pulverized with a pestle. Nerves were then homogenized using the kit assay buffer (Component c) supplemented with 0.1% Triton X-100 (SIGMA, Merck Group, USA), sonicated for 1 min, left at 4°C for 30 min on a rotating wheel and finally spin at 13.200 rpm for 15 min to collect the supernatant. Approximately 12 µg of total protein extract was loaded for each sample on a black microplate (96-well) together with TACE substrate (1:100, dilution made in assay buffer). A blank and a positive control (rh TACE, recombinant human TACE, R&D System, USA) were also included as internal controls to assess experimental reliability. The plate was then left to gently shake for 1 h at RT while preventing it from light exposure. To determine protein concentration, BCA (Bicinchoninic acid) analysis (Pierce, Thermo Fisher Scientific, USA) was performed.

Fluorescence (Excitation 490 nm, Emission 520 nm) was recorded after 1 h using a microplate reader (Victor3, PerkinElmer, UK) and then normalized for protein concentration for each sample.

### Morphological and morphometrical analysis

After collection, sciatic, quadriceps and plantar nerves were promptly fixed with 2.5% glutaraldehyde in 0.12 M phosphate buffer and left at 4°C. On the day of use, samples were first incubated with 1% osmium tetroxide (SIGMA, Merck Group, USA) for 2 h at RT to fix lipids and later embedded in epoxy resin (SIGMA, Merck Group, USA). Nerve cross sections of 1 µm were cut using Leica Ultracut UCT, stained with toluidine blue and finally displayed at a light microscope (Leica DFC300F, DE).

Images were acquired with a 100× objective and then combined to rebuild the whole section. The number of total, aberrant or degenerating fibres on total area (square millimetre) was scored using Adobe Photoshop CS4 (version 11.0) and Image J (version 1.49) software. G-ratio [axon internal diameter/fibre diameter (axon + myelin)] was instead calculated starting from five random images for each sciatic nerve at the highest magnification, 100×, using LeicaQWin software (Leica Microsystem, DE). At least 150–300 fibres per animal/nerve were counted and a total of 750–1500 fibres per group, including *n* = 5 different animals.

### Neurophysiology

2-2-2-Tribromoethanol (T48402, SIGMA, Merck Group, USA) was used as anaesthetic as previously described. Since anaesthesia induces hypothermia, mice were kept under a heating lamp during all procedures. Steel monopolar needle electrodes were placed subcutaneously near the sciatic nerve, at both proximal (at the ankle) and distal (sciatic notch) sites to obtain proximal and distal stimulation and to record motor nerve conduction velocity (NCV).

### Histology

Animals were anaesthetised with tribromoethanol (SIGMA, Merck Group, USA) as already described and then perfused with 4% paraformaldehyde. After collection, tissues were incubated O/N at RT in formalin.

The following day, samples were sectioned, placed into ethanol 70% for a minimum period of 24 h and then processed using Leica TP1020 instrument. Here, tissues undergo a scale of increasing alcoholic solutions concentration (from 70 to 100%), followed by Bioclear (BioOptica, Italy) and paraffin embedding (Bio Plast Plus, BioOptica, Italy). Samples were finally included with Leica EG1150H, cut with a rotary microtome (Leica RM2235, DE) and stained with Haematoxylin–Eosin using Leica ST5020 machine. Slides were maintained at RT until acquisition at light microscope (Leica DFC300F, DE).

### Plasma and serum collection

Approximately 500 µL of blood for each animal were collected by submandibular sampling using a hypodermic needle (Gauge G27, PIC solution) directly into tubes with Lithium Heparin (Microvette^®^, 500LH, SARSTEDT, Italy) to obtain plasma, or into 1.5 mL Eppendorf to extract serum. In both cases, samples were left at RT for 30 min and then centrifuged at 4000 rpm for 15 min. Supernatant was then collected and kept at −80°C until use.

### Bioclinical analyses

Serum analyses were performed following an International Federation of Clinical Chemistry and Laboratory Medicine optimized kinetic ultraviolet (UV) method in an ILab650 chemical analyser (Instrumentation Laboratory, USA). Urea (#0018255440), Creatinine, Crea (#0018255540), AST (#0018257540), ALT (#0018257440), Albumin (#18250040), HDL (#ch2652), LDL (#0018256040) and Cholesterol (#0018250540) were used for the quantitative determination of the serum level, and then the results expressed as milligrams per decilitre. SeraChem Control Level 1 and Level 2 (#0018162412 and #0018162512) were used as quality control.

### Plasma neurofilament light chain levels analysis

Single molecule array (SIMOA) run on an HD-X analyser (Quanterix, USA) was used to measure plasmatic levels of neurofilament light chain (NF-L) in accordance with instructions. First, samples were thawed at 21°C, vortexed, and centrifuged at 13.000 RCF (Relative centrifugal force) for 5 min at 21°C. On-board the instrument, samples were diluted 1:40 with sample diluent and bound to paramagnetic beads coated with a capture antibody specific for NF-L. NF-L bound beads were then incubated with a biotinylated NF-L detection antibody in turn conjugated to streptavidin-β-galactosidase complex that acts as a fluorescent tag. Subsequent hydrolysis reaction with a resorufin β-D-galactopyranoside substrate produces a fluorescent signal proportional to the concentration of NF-L present. Duplicate measurements were taken of each sample. Sample concentrations were extrapolated from a standard curve, fitted using a 4-parameter logistic algorithm.

### Transcriptome analysis

RNA-seq was performed for three groups of (i) control mice, (ii) *Mtmr2* KO mice and (iii) *Mtmr2* KO mice treated with Niacin-SR (*n* = 4 per genotype/condition). One sciatic nerve per mouse was collected and promptly snap-frozen with 500 μL of TRIZOL (Ambion by Life Technologies). Almost a total of 1000 ng of RNA was purified from sciatic nerve and sent to Genewiz (South Plainfield, USA) for library preparation, after PolyA selection and Illumina sequencing (Illumina HiSeq 2 × 150 bp). Illumina sequencing data were mapped to the GRCm38/mm10 genome using STAR alignment.^23^ Read counts for 10-mm transcripts were normalized and examined using DESeq2 to identify differentially regulated genes.^24,25^ The cut-off for determining significantly differentially expressed genes was an FDR (False discovery rate)-adjusted *P*-value <0.05. Gene ontology analysis was performed using Enrichr with all up-/down-regulated genes, and the Wiki Pathway Human 2023 gene sets.^26,27^ RNA-seq data and differentially expressed genes have been deposited in NCBI Gene Expression Omnibus (GSE233289). We also employed Gene Set Enrichment Analysis to analyse deregulated genes.^28,29^ Genes chosen for further analysis were cross-matched to gene expression profiling of purified Schwann cells to ensure that the reported transcripts are expressed in Schwann cells.^30^

### Immunofluorescence on frozen tissues

Tribromoethanol (SIGMA, Merck Group, USA) was used to anaesthetized animals as already described and then perfused with freshly prepared 4% paraformaldehyde (SIGMA, Merck Group, USA). Sciatic nerves were collected and immediately embedded in OCT (Compound embedding medium) (Killik, Bio-Optica, Italy) using liquid nitrogen. Both transversal and longitudinal sciatic nerve sections were cut at a cryostat with a 8 µm-thickness (Leica, DE) and left to air dry for 2 h at RT. Permeabilization was done by submerging the slides for 5 mins in ice-cold methanol or acetone (Carlo Erba, Italy). Blocking solution 1% BSA (Bovin serum albumine), 0.05% TRITON and 10% NGS (Normal goat serum) was applied for 1 h at RT before incubation with primary antibodies (2 h at RT or O/N at 4°C depending on the antigen). Sections were rinsed with PBS (Phosphate-buffered saline) 1× and then incubated for 1 h at RT with TRITC or FITC secondary antibodies (1:100). DAPI (4,6-diamidino-2-phenylindole) mounting medium (Vectashield, Vector Lab, USA) was finally used to mount slides and images acquired at Confocal Microscope SP5 (Leica, DE). Quantification of myelin basic protein (MBP) and NF fluorescence on total area (square millimetre) was performed using Image J software.

### Western blot

Sciatic nerve lysates were prepared using RIPA (Radioimmunoprecipitation assay) buffer [0.1% SDS, 0.1% Triton X-100, 100 mM NaCl, 8.4 mM Sodium phosphate dibasic (Na_2_HPO_4_), 1.6 mM Sodium phosphate monobasic (NaH_2_PO_4_) and sodium deoxycholate] to reveal LC3 and NBR1 in nerves (autophagy markers).

Standard BCA assay (Pierce, Thermo Fisher Scientific, USA) was used to determine protein concentration and 35–40 µg of proteins were loaded for each sample. Samples were run on SDS-page gels and then transferred to a pre-activated PVDF (Polyvinylidene difluoride) membrane (Millipore). Membranes were blocked overnight at 4°C with 5% Milk in PBS 0.1% Tween20 (SIGMA, Merck Group, USA) whereas both primary (anti-NBR1 and anti-LC3) and secondary antibodies [HRP (Horseradish peroxidase)-conjugated (DAKO, Agilent, USA)] were incubated in 3% milk. Immunoblots were finally developed with ECL (Enhanced luminol based detection)/ECL-prime reagents (Amersham, Merck Group, USA) using UVITEC imaging system (Cambridge, UK) and densitometry data were generated with Image J software.

### Antibodies

The following primary antibodies were used: rabbit anti-LC3 1:5000 (Sigma, #L7543); mouse anti-NBR1 1:250 (Abcam, #AB55474); mouse anti tubulin 1:2000 (Sigma, # T4026); chicken neurofilament-M 1:2000 (BioLegend, #822701); rat anti MBP 1:50 (Millipore, #MAB386); rat anti F4/80 1:200 (Biorad, #MCA497). The following secondary antibodies were used: goat anti-rabbit immunoglobulins HRP conjugated 1:10 000 (DAKO, #P0448); rabbit anti-mouse immunoglobulins HRP conjugated 1:5000 (DAKO, # P0260); donkey anti-chicken FITC conjugated 1:100 (Starfish, #703-095-155); donkey anti-rat TRITC conjugated 1:100 (Starfish, #712-025-150); donkey anti-rat FITC conjugated 1:100 (Starfish, #712-095-153).

### Statistical analysis

GPower software, v. 3.1 was used to perform power analyses as already reported.^18^

GraphPad Prism version 8 was used to perform all statistical analyses.

For each analysis, we evaluated whether the assumption required for correct application of standard parametric tests was met. In presence of two groups with *n* = 20, parametric *t*-test was used followed by Welch correction. To compare two groups with sample size smaller than *n* = 20, non-parametric Mann–Whitney *t*-test was applied.

Data from pairs of WT and mutant nerves processed in independent experiments (immunohistochemistry) were analysed using the one-sample *t*-test (non-parametric Wilcoxon test). The ratio between the mean (mean fluorescence signal of six different fields/images per nerve section) of KO values over the mean of WT (wild-type) values was calculated for each experiment and represented as a fold change in relation to WT (WT = 1). Data from pairs of WT and mutant nerves processed in independent experiments (western blot analyses) were analysed using the one-sample *t*-test (non-parametric Wilcoxon test). The ratio between the signal intensity of KO over WT was calculated for each experiment and represented as a fold change in relation to WT (WT = 1).

In presence of more than two groups, Kruskal–Wallis test, the non-parametric one-way ANOVA counterpart, was applied followed by Dunn’s *post hoc* correction.

Pearson correlation coefficient (*r*) was calculated to assess NCV and NF-L values correlation. Data are displayed as mean ± SEM and the exact *P*-value is reported in each figure legend. Results with a statistical significance have been reported in the graphs and marked as follows: *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

## Results

### Niacin treatment does not interfere with nerve regeneration in *Mtmr2* KO mice

NRG1 type III is required for remyelination after injury, similarly to NRG1 type I, another NRG1 isoform released by Schwann cells and necessary for nerve regeneration.^20-22^ Thus, we explored whether downregulation of NRG1 signalling via niacin-mediated TACE activation might be detrimental to nerve regeneration. To this aim, we performed nerve crush injury experiments in *Mtmr2* KO mice at P60, which are characterized by aberrant myelin in the nerve and reduced NCV, thus reproducing features of CMT4B1.^8,9^ Starting from the day after nerve crush, we treated both WT and mutants with niacin administered daily by i.p. injection at 120 mg/Kg as already reported.^18^ After 45 dpi (days post-injury) of consecutive treatment, we performed morphological and morphometric analyses of distal stumps of sciatic nerves (Fig. 1A–D). We first observed that the number of regenerating fibres (total number of fibres) in *Mtmr2* KO nerves was significantly decreased as compared with WT (Fig. 1A and C) and that the number of fibres carrying aberrant myelin was increased in mutant nerves as compared with WT after crush injury (Fig. 1A and B). The *g*-ratio, the ratio between axon diameter and fibre diameter (myelin plus axon) was similar between WT and *Mtmr2* KO injured nerves, as already reported in intact nerves (Fig. 1D). Neurophysiological analysis showed reduction of NCV values in injured *Mtmr2* KO nerves as compared with controls, thus further suggesting a regeneration defect in this model (Fig. 1E). Importantly, niacin treatment had no effect in either WT or *Mtmr2* KO nerves, suggesting that, despite reducing indispensable signals mediated by NRG1 type III in the axon and/or NRG1 type I in Schwann cells, niacin is not detrimental to nerve regeneration (Fig. 1A–E). To confirm niacin-mediated TACE activation, we measured TACE activity from both intact and crushed nerves of control mice treated for seven days with niacin. As expected we found that TACE activity was increased in intact nerves but not in crushed nerves at 7 dpi, when axons which express NRG1 type III rapidly degenerate (Supplementary Fig. 1A and B in Supplementary_material_1). Altogether, these results indicate that the loss of MTMR2 alters nerve regeneration and that niacin treatment is not detrimental to nerve regeneration.

**Figure 1:**
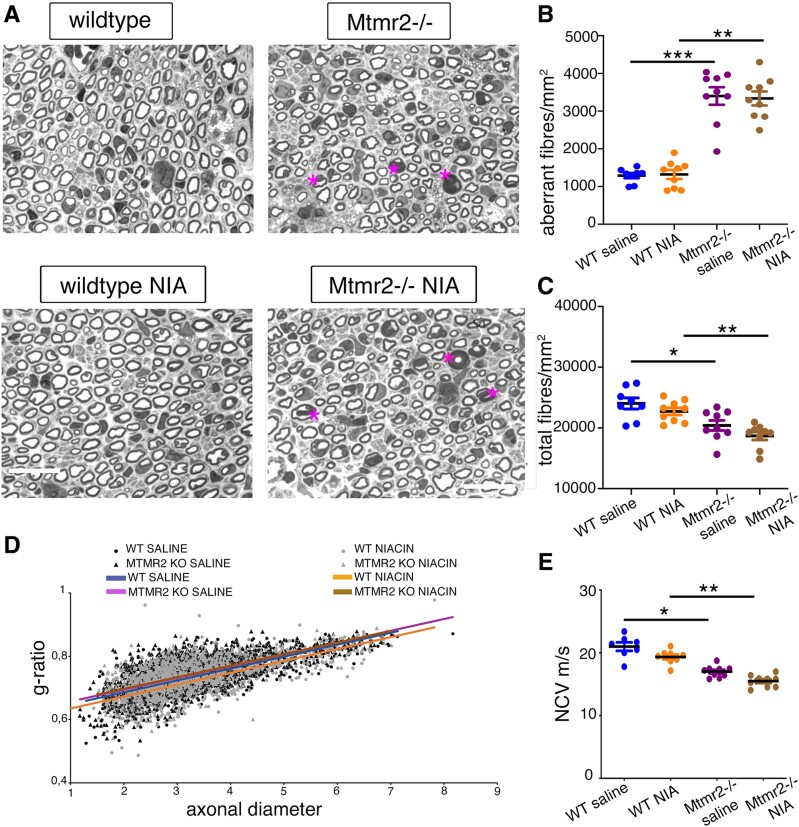
**Loss of MTMR2 impairs nerve regeneration.** (**A**) Semi-thin section analysis of the distal stump of *Mtmr2* KO sciatic nerves at 45 days post-injury (dpi) following nerve crush injury performed at P60 and daily treatment using pure niacin at 120 mg/Kg administered by intraperitoneal (i.p.) injection. Asterisks indicate aberrant fibres. (**B**) Quantification of the number of fibres per area carrying aberrant myelin in sciatic nerves at 45 dpi, non-parametric one-way ANOVA, Kruskal–Wallis test, *P* < 0.0001; Dunn’s multiple comparison test, WT saline (*n* = 8) as compared to *Mtmr2* KO saline (*n* = 9), *P* = 0.0006; WT niacin (*n* = 9) as compared to *Mtmr2* KO niacin (*n* = 9), *P* = 0.0031; WT saline (*n* = 8) as compared to WT niacin (*n* = 9), *P* > 0.9999; *Mtmr2* KO saline (*n* = 9) as compared to *Mtmr2* KO niacin (*n* = 9), *P* > 0.9999. (**C**) Quantification of the number of fibres per area in sciatic nerves at 45 dpi, non-parametric one-way ANOVA, Kruskal–Wallis test, *P* = 0.0003; Dunn’s multiple comparison test, WT saline (*n* = 8) as compared with *Mtmr2* KO saline (*n* = 9), *P* = 0.0411; WT niacin (*n* = 9) as compared with *Mtmr2* KO niacin (*n* = 9), *P* = 0.0051; WT saline (*n* = 8) as compared to WT niacin (*n* = 9), *P* > 0.9999; *Mtmr2* KO saline (*n* = 9) as compared to *Mtmr2* KO niacin (*n* = 9), *P* = 0.8233. (**D**) Morphometric analysis of sciatic nerves at 45 dpi. Distribution of *g*-ratio values, the ratio between axonal diameter (in micrometre) and fibre diameter is shown for all groups, non-parametric one-way ANOVA, Kruskal–Wallis test, *P* = 0.2219, *n* = 5 animals per group. *G*-ratio values correspond to the average of medians calculated for each group: WT saline 0.7444 ± 0.0078; *Mtmr2* KO saline 0.7401 ± 0.0066; WT niacin 0.7310 ± 0.0038; *Mtmr2* KO niacin 0.739 ± 0.0027. WT saline (*n* = 5) as compared with *Mtmr2* KO saline (*n* = 5), *P* > 0.9999; WT niacin (*n* = 5) as compared with *Mtmr2* KO niacin (*n* = 5), *P* > 0.9999; WT saline (*n* = 5) as compared to WT niacin (*n* = 5), *P* = 0.1918; *Mtmr2* KO saline (*n* = 5) as compared to *Mtmr2* KO niacin (*n* = 5), *P* > 0.9999. (**E**) NCV analysis at 45 dpi, non-parametric one-way ANOVA, Kruskal–Wallis test, *P* < 0.0001; Dunn’s multiple comparison test, WT saline (*n* = 7) as compared with *Mtmr2* KO saline (*n* = 9), *P* = 0.0103; WT niacin (*n* = 8) as compared with *Mtmr2* KO niacin (*n* = 9), *P* = 0.0012; WT saline (*n* = 7) as compared to WT niacin (*n* = 8), *P* > 0.9999; *Mtmr2* KO saline (*n* = 9) as compared to *Mtmr2* KO niacin (*n* = 9), *P* = 0.3164. Data are mean ± SEM. WT NIA and Mtmr2^−/−^ NIA refer to animals treated with pure niacin. Bar in **A** is 17.55 μm.

To better characterize the regeneration defect observed in *Mtmr2* KO nerves, we performed nerve crush injury experiments in WT and *Mtmr2* KO mice at P60 and analysed the distal stump at 7 dpi. By performing immunohistochemistry on both transverse (Fig. 2A) and longitudinal (Fig. 2B) sections of distal sciatic nerve stumps, we found that MBP expression per area was increased in *Mtmr2* KO nerves as compared with WT (Fig. 2C). This finding suggests a delay in myelin clearance which, in the first 2–5 days post-injury, is dependent on both Schwann cell-mediated autophagy and macrophage-mediated phagocytosis.^31^ Of note, MTMR2 preferentially dephosphorylates the PtdIns(3,5)*P*_2_ phosphoinositide, which regulates late endosomal–lysosomal associated functions, and particularly autophagic progression.^32,33^ We thus investigated autophagy in *Mtmr2* KO sciatic nerves at both 3 and 7 dpi post-crush injury. Expression of LC3II/I, which is a maker of autophagy induction, and of NBR1, a marker of autophagy progression, were similar in WT and *Mtmr2* KO crushed nerves at both time-points analysed (Supplementary Figs. 2A, B′, 7 and 8 in Supplementary_material_1). We then explored macrophage number in *Mtmr2* KO crushed sciatic nerves. To this aim, we performed immunohistochemistry on distal stumps of WT and *Mtmr2* KO nerves at 7 dpi using F4/80, a macrophage marker. The number of macrophages per area was similar in the two genotypes (Fig. 3A and Ai). This finding was further confirmed by semi-thin section analyses of sciatic nerves at 7 dpi (Fig. 3B and Bi). On the contrary, the number of ‘active macrophages’ defined as cells carrying extensive cytoplasm filled by vacuoles and myelin debris were significantly decreased in *Mtmr2* KO crushed nerves, suggesting altered macrophage-mediated clearance (Fig. 3B and Bii).

**Figure 2:**
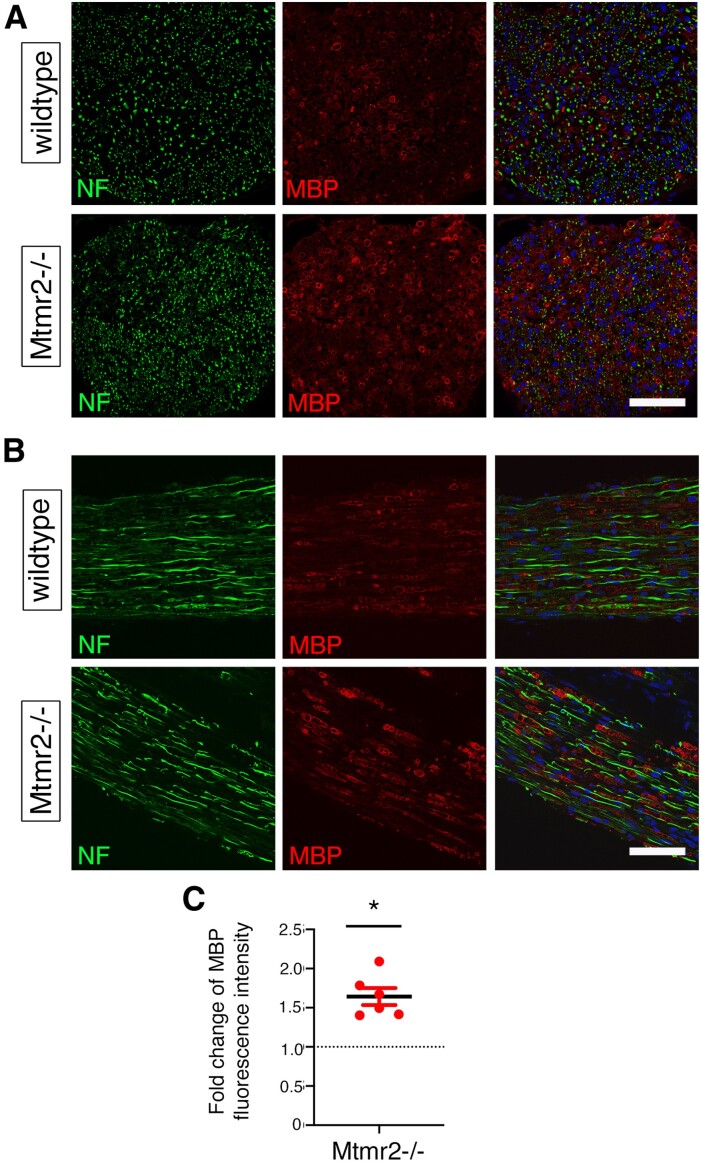
**Loss of MTMR2 delays myelin clearance.** (**A**) Immunohistochemistry at 7 days post-injury (dpi) of distal stump of sciatic nerves following nerve crush injury performed at P60 in transverse (**A**) and longitudinal sections (**B**). (**C**) Quantification of the MBP signal intensity per area in transverse and in longitudinal nerve sections expressed as fold change to WT set to 1, two-tailed, Wilcoxon one-sample *t*-test, *n* = 6 animals analysed per genotype in six independent experiments (*n* = 3 transverse and *n* = 3 longitudinal sections analysed per genotype, as described in Statistical methods), *P* = 0.0312. Data are mean ± SEM. Bar in **A** is 114 μm and in **B** is 110 μm. MBP, myelin basic protein; NF, neurofilament.

**Figure 3:**
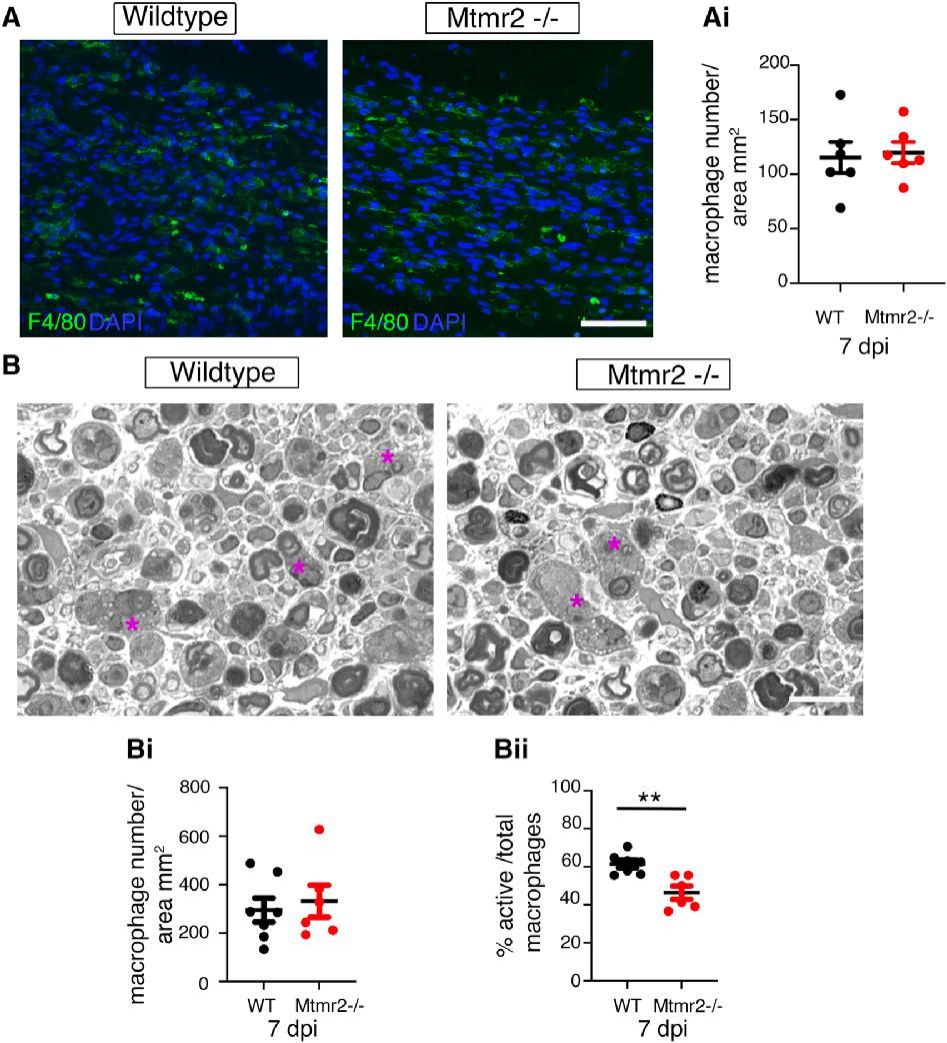
**Macrophage analysis in *Mtmr2* KO crushed nerves.** (**A**) Immunohistochemistry using the F4/80 marker to detect macrophages in *Mtmr2* KO crushed nerves and controls at 7 days post-injury (dpi). (**Ai**) *Mtmr2* KO and controls nerves show a similar number of macrophages, two-tailed, Mann–Whitney *t*-test, *n* = 6 animals analysed per genotype in six different experiments, *P* = 0.4848. Each value, which is the number of F4/80 positive cells per area, represents the mean of values obtained by counting 10–20 images per nerve section/animal. (**B**) Semi-thin section analysis of distal stumps of sciatic nerves at 7 dpi, with asterisks marking ‘active’ foamy macrophages. Mutant and control nerves show a similar number of macrophages quantified in **Bi**, whereas active macrophages were significantly decreased in *Mtmr2* KO nerves. (**Bi**) *n* = 7 WT and *n* = 6 *Mtmr2* KO animals, two-tailed Mann–Whitney *t*-test, *P* = 0.731. (**Bii**) *n* = 7 WT and *n* = 6 *Mtmr2* KO animals, two-tailed Mann–Whitney *t*-test, *P* = 0.0023. Data are mean ± SEM. Bar in **A** is 46 μm, in **B** is 13.28 μm.

### Extended-release formulation of niacin

We already provided evidence that niacin-mediated modulation of TACE activity can be effective to ameliorate CMT neuropathies associated with excessive aberrant myelin.^18^ We obtained proof-of-principle of this strategy in different models of hypermyelination and aberrant myelin including *Mtmr2* KO mice. We previously treated these mouse models using 120 mg/Kg of niacin by i.p. injection daily for 45 days starting at P15 and morphological analysis of sciatic nerves was performed at the end-point. In *Mtmr2* KO mice, decreased NCV can be measured starting at 5–6 months of age. Thus, to assess whether niacin can ameliorate nerve physiology, long-term preclinical trials must be performed using this model. To this aim, we treated *Mtmr2* KO mice for five consecutive months using an extended-release formulation of niacin administered by oral gavage, thus mimicking Niaspan^®^ in human. A prolonged release of niacin was preferred compared to an immediate delivery of the drug to avoid peaks of concentration, which might exert toxicological effects, and to induce a prolonged duration of the effective concentration. Niaspan^®^, the FDA-approved medicinal product, is based on tablet compositions containing 500, 750 or 1000 mg of niacin along with excipients able to control the release of the drug for ∼24 h. Since oral administration of extended-release tablets to mice was not feasible, reservoir systems for sustained release of niacin were prepared by coating granules with a controlling membrane based on ethylcellulose as the main insoluble polymer and hypromellose as the pore former. Size of the coated beads were limited to 500 µm for avoiding clogging of oral gavage tubes selected for the oral administration to mice having internal diameter 0.8 mm. *In vitro* drug release from coated granules was customized by controlling the coating formulation and amount to match that of Niaspan^®^. For a more accurate dosing, coated granules were suspended in a relatively viscous aqueous solution (0.75% methylcellulose), which prevented sedimentation and allowed for complete transfer of granules from the dosing syringe. Dose of Niacin-SR beads was adjusted according to niacin content.

To evaluate the dosage of Niacin-SR to be administered daily *per os*, we initially treated WT mice starting at P30 for seven consecutive days by daily i.p or oral gavage in parallel using both 120 and 240 mg/Kg of pure niacin. Then, we measured niacin concentration from plasma and nerves at different time-points such as 0, 4, 6, 8 and 12 h after the last administration. As shown in Fig. 4A, the concentration of niacin in the nerve was similar between 120 mg/Kg i.p. and 120 mg/Kg *per os*, whereas it was significantly increased using 240 mg/Kg of niacin *per os*, which, however, was rapidly metabolized after 4 h. On the contrary, we found that 960 mg/Kg of Niacin-SR administered daily by oral gavage for seven consecutive days recapitulated the kinetic profile of 240 mg/Kg pure niacin but lasting for 6–8 h in the tissue.

**Figure 4:**
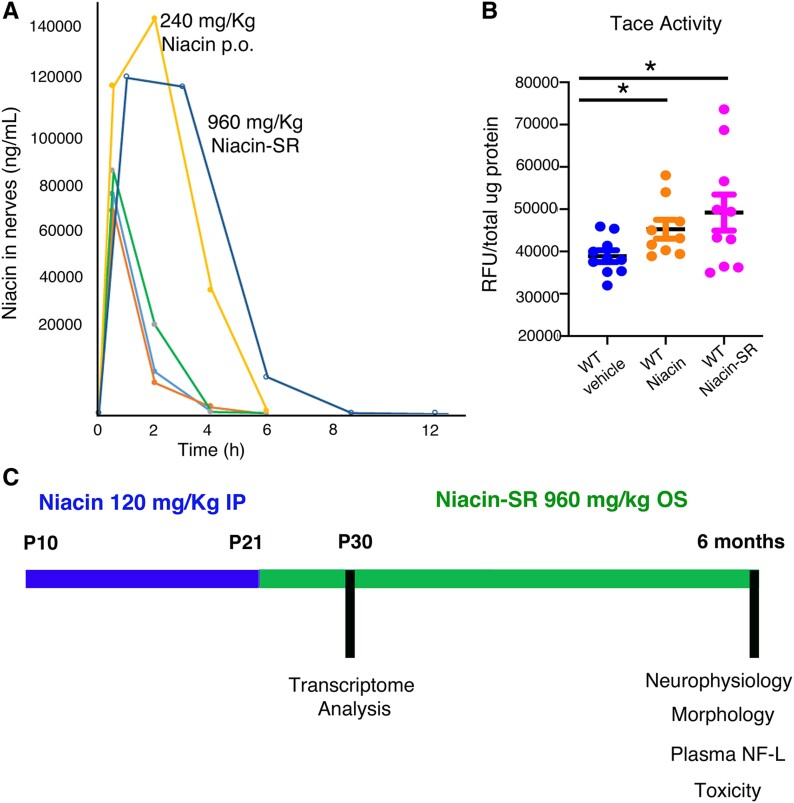
**Preclinical trial in *Mtmr2* KO mice using Niacin-SR.** (**A**) Pharmacokinetic profile of niacin concentration in nerves from control mice treated daily for 1 week using Niacin-SR 960 mg/Kg *per os* (blue line), pure niacin *per os* at 240 mg/Kg (yellow line), Niacin-SR 720 mg/Kg *per os* (green line), pure niacin administered by i.p. injection and *per os* at 120 mg/Kg (orange and light blue lines). (**B**) TACE activity measured from sciatic nerve lysates of control mice treated for 1 week daily with vehicle, pure niacin administered by i.p. injection at 120 mg/Kg and Niacin-SR administered by gavage *per os* at 960 mg/Kg, non-parametric one-way ANOVA, Kruskal–Wallis test, *P* = 0.065; Dunn’s multiple comparison test WT vehicle (*n* = 10) as compared with either WT niacin (*n* = 9) *P* = 0.0471 or WT Niacin-SR (*n* = 10), *P* = 0.0405, whereas WT niacin (*n* = 9) as compared with WT Niacin-SR (*n* = 10) did not show statistical differences, *P* = 0.9932. Data are mean ± SEM. (**C**) Schematic view of the preclinical trial performed in *Mtmr2* KO mutants, IP, intraperitoneal injection; OS, oral gavage administration; Niacin-SR, slow release; NF-L, neurofilament light chain; TACE, TFN-α convertase enzyme; RFU, relative fluorescence unit.

To confirm that this formulation and dosage were effective in increasing TACE activity, we measured TACE activity from sciatic nerves of WT animals treated from P30 for seven consecutive days using either 960 mg/Kg of Niacin-SR administered daily by oral gavage or with 120 mg/Kg pure niacin administered by i.p., as a positive control. We observed that Niacin-SR significantly increased TACE activity in the nerve even more efficiently than pure niacin solution (Fig. 4B).

### Niacin-SR ameliorates CMT4B1 neuropathy in *Mtmr2* KO mice

We thus treated *Mtmr2* KO mice and controls using 960 mg/Kg of Niacin-SR daily by oral gavage starting at P21 until P180 (*n* = 14 WT vehicle; *n* = 10 WT Niacin-SR; *n* = 24 *Mtmr2* KO vehicle, and *n* = 24 *Mtmr2* KO Niacin-SR treated enrolled). Given the size of the cellulose beads and the diameter and size of the tip used, oral gavage was performed starting from P21 (Fig. 4C). However, since myelin outfoldings and aberrant myelin are already present in mutant nerves from the first week of postnatal development, we also treated *Mtmr2* KO mice by performing daily i.p. injection from P10 to P21 using pure niacin at 120 mg/Kg (Fig. 4C).

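RNA of sciatic nerves was sequenced from 3 groups of 4 mice at postnatal day 30, with 1 library per mouse. The groups were WT control mice, *Mtmr2* KO mice and *Mtmr2* KO mice treated with niacin. The treated mice received pure niacin at 120 mg/kg by intraperitoneal injection from day 10 to day 21, then Niacin-SR, coated granules that release niacin slowly, at 960 mg/kg by oral gavage from day 21 to day 30. The sample labels give the treatment of the *Mtmr2* KO mice as none, and the paper calls the group vehicle treated where it compares niacin with it. Libraries were made from RNA selected for polyA tails and read on an Illumina HiSeq instrument. The authors mapped the reads to the mouse genome GRCm38 with STAR and deposited the number of reads counted on each gene, without normalization. The counting program, the annotation release and whether the strand was used are not given in the sources used here, so overlapping genes and near-identical copies could share reads.

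Between 26653828 and 28390961 reads per library were counted on genes in WT control mice (median 27850151), between 20763951 and 33191106 in *Mtmr2* KO mice (median 26951182), and between 20983641 and 22935378 in niacin-treated *Mtmr2* KO mice (median 21114318). Of the 43432 genes in the table, 33882 had at least 1 count in the 12 libraries together and 17257 passed edgeR's filter on low counts. These were fitted in 1 model over all 12 libraries, so that the 3 groups shared 1 estimate of the spread of each gene. Counts were normalized by edgeR's TMM method, tested two-sided with edgeR's quasi-likelihood test, and called at a Benjamini-Hochberg adjusted p under 0.05. Levels are given as CPM, each count scaled by the library total, after the same normalization. The paper normalized and tested the counts with DESeq2, which was run here as an alternative. Single genes were also compared by a two-sided exact permutation test over the 70 ways to draw 4 of 8 libraries, where the smallest possible p is 0.0286. Each library is from 1 mouse and counted as 1 replicate. The median gene had an SD of its log2 level of 0.16 in WT control, 0.40 in *Mtmr2* KO and 0.22 in niacin-treated mice, so the spread was widest among the *Mtmr2* KO libraries.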

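*Mtmr2* (ENSMUSG00000031918), the gene inactivated in these mice, encodes a phospholipid phosphatase and lies on the + strand of chromosome 9 of GRCm38 from 13748410 to 13806481. Its level was 161, 130, 128 and 137 CPM in WT control replicates 4497, 4498, 4499 and 4500. In the libraries labelled *Mtmr2* KO replicates 4501, 4502, 4503 and 4504 it was 71.6, 84.7, 143 and 69.5 CPM, and in the niacin-treated replicates 4505, 4506, 4507 and 4508 it was 66.8, 68.5, 68.3 and 73.5 CPM. The library labelled *Mtmr2* KO replicate 4503 therefore lay within the range of the WT control libraries, while the other 7 libraries labelled *Mtmr2* KO lay below all 4 of them. With all libraries, *Mtmr2* was 139 ± 15.1 CPM (SD, n = 4) in WT control and 92.3 ± 34.6 CPM (SD, n = 4) in *Mtmr2* KO, a log2 fold change of −0.59 (SE 0.20, adjusted p = 0.166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, exact permutation p = 0.114). Without replicate 4503 the log2 fold change was −0.89, with an adjusted p of 0.0326 from the same test, and over all 12 libraries limma-voom with sample quality weights also called it (adjusted p = 0.0279). Niacin-treated mice had 69.3 ± 2.94 CPM (SD, n = 4), a log2 fold change of −1.01 against WT control (SE 0.20, adjusted p = 0.0833 from the same test), and all 4 libraries lay below the WT control libraries. Against *Mtmr2* KO it was −0.41 (adjusted p = 0.261 from the same test, exact permutation p = 0.143). The authors' deposited table gives −0.62 for *Mtmr2* KO versus WT control, with an adjusted p of 0.173, and −1.02 for niacin versus WT control, with an adjusted p of 4.05e-19. Niacin versus WT control was also called by DESeq2 over all 12 libraries (adjusted p = 0.000681), limma-voom with sample quality weights (0.000254) and edgeR on only the 2 groups compared (0.00151). The counts cover the whole gene, and which part of it was deleted is not given in the sources used here. Replicate 4503 was kept under its label in every comparison.

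**Figure D1:**
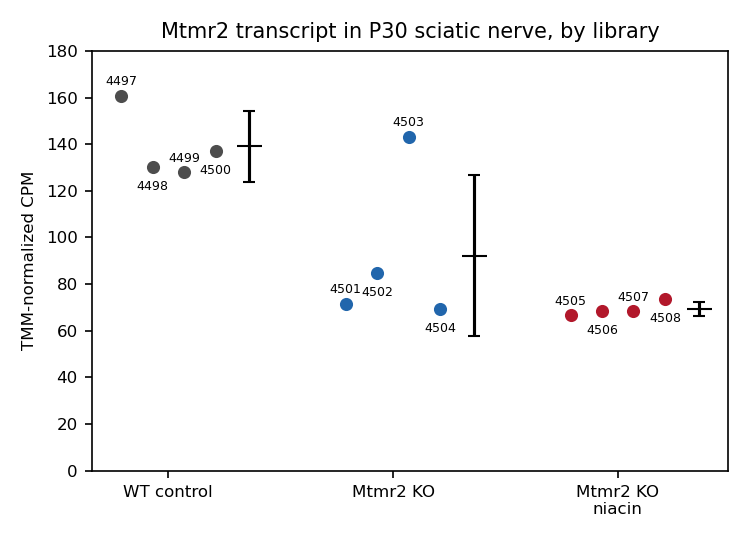
*Mtmr2* level in each sciatic nerve library, in TMM-normalized CPM (vertical axis), for WT control, *Mtmr2* KO and niacin-treated *Mtmr2* KO mice. Points are single libraries marked with their replicate numbers, and the black bar beside each group is its mean ± SD (n = 4). Replicate 4503, at 143 CPM, sits among the WT control libraries.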

To assess whether the treatment was effectively reaching the nerve, we determined the gene expression changes in the *Mtmr2* KO mice as compared to control and *Mtmr2* KO Niacin-SR treated by performing RNA-seq analysis from sciatic nerves at P30 (Fig. 4C). First, comparison of the *Mtmr2* KO mice to WT controls (*n* = 4) revealed a significant number of changes as shown in the volcano plot (Fig. 5A). 

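Between the libraries labelled *Mtmr2* KO and WT control, 2976 of the tested genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.0364 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For 1608 genes, 9.32% of those tested, all 4 *Mtmr2* KO libraries lay on one side of all 4 WT control libraries. Groups of equal level and spread would give 2.86% by chance. The *Mtmr2* KO libraries had a wider spread, which can raise this share, so 2.86% is not its chance level here. The 6 genes that follow had the smallest p, 3 in each direction, among the called genes whose groups did not overlap. *Tnfaip8l1* (ENSMUSG00000044469, chromosome 17 of GRCm38 from 56162477 to 56173955) rose from 42.6 ± 1.36 CPM (SD, n = 4) in WT control to 77.4 ± 16.0 CPM (SD, n = 4) in *Mtmr2* KO, a log2 fold change of 0.86 (SE 0.14). *Tecrl* (chromosome 5) rose from 1.67 ± 0.50 to 7.48 ± 4.25 CPM, by 2.16 on the log2 scale (SE 0.38). *Ifit1bl1* (chromosome 19), one of a family of similar genes between which the counting could have split reads, rose by 1.03 on the log2 scale (SE 0.18). *Cmklr1* (ENSMUSG00000042190, chromosome 5 from 113612354 to 113650426) fell from 33.0 ± 1.50 to 16.2 ± 2.62 CPM, a log2 fold change of −1.03 (SE 0.14). *Lep* (ENSMUSG00000059201, chromosome 6 from 29060220 to 29073877), a gene of fat cells, fell from 52.8 ± 17.9 to 12.9 ± 2.95 CPM, a log2 fold change of −2.03 (SE 0.29). *Ccdc80* (ENSMUSG00000022665, chromosome 16 from 45093402 to 45128077) fell from 246 ± 30.8 to 96.9 ± 26.6 CPM, a log2 fold change of −1.34 (SE 0.19). *Ifit1bl1* and *Tecrl* had an adjusted p of 0.0448 and the other 4 genes that of the smallest value above, from the same test.

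The direction of these 6 genes held with each of the 8 libraries of the comparison left out in turn, with log2 fold changes from 0.76 to 0.96 for *Tnfaip8l1* and from −1.12 to −0.93 for *Cmklr1*. The calls did not. Without any 1 of the 4 WT control libraries none of the 6 was called, with adjusted p from 0.0877 to 0.153 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the library labelled *Mtmr2* KO replicate 4503, *Lep*, *Tnfaip8l1* and *Tecrl* were not called either, at adjusted p of 0.0633, 0.0726 and 0.0824 from the same test. In the edgeR fit on only the 2 groups compared none was called (adjusted p from 0.0769 to 0.113). With the level of *Xist*, a gene read from the inactive X chromosome of females, as a covariate, the 3 higher genes had an adjusted p of 0.056 each and the 3 lower genes were still called.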

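With edgeR's quasi-likelihood test over all 12 libraries, 8 genes were called higher and 38 lower in the libraries labelled *Mtmr2* KO than in WT control. For 45 of these 46 genes the 2 groups did not overlap. The authors' deposited table holds 135 genes higher and 297 lower. Of those genes, 427 were tested here and all 427 had the same sign, and all 46 genes called here were among them.

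The number of calls depended on the tool and on which libraries entered the fit. DESeq2 called 272 genes higher and 411 lower over all 12 libraries, and 133 higher and 294 lower over only the 2 groups, with all 46 genes among them each time. Limma-voom with sample quality weights called 9 higher and 99 lower. The edgeR test with only the 2 groups called 0 higher and 0 lower, with 2349 genes at an unadjusted p under 0.05. With each *Mtmr2* KO library left out in turn, 202 genes were higher and 255 lower without replicate 4501, 8 and 71 without replicate 4502, 1 and 5 without replicate 4503, and 128 and 146 without replicate 4504. Without any 1 of the 4 WT control libraries edgeR called 0 genes, with between 2094 and 2668 at an unadjusted p under 0.05. The niacin-treated libraries enter this comparison through the shared spread, filter and scaling, and leaving out replicate 4507 or 4508 also gave 0 calls (2754 and 2979 genes at an unadjusted p under 0.05), while 11 genes were called without replicate 4506 and 52 without replicate 4505.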

One hundred and thirty-five genes were increased in *Mtmr2* KO and 297 genes were decreased compared to control (adj *P* < 0.05). Gene ontology analysis was employed to analyse up- and down-regulated genes that reached statistical significance (*P* < 0.05). One of the notable aspects of the analysis was several enriched gene categories among downregulated genes (Fig. 5B and Supplementary_material_3). These included categories related to lipid synthesis, AKT, PPAR and mTOR pathways, which have been implicated in NRG1 signalling.^14,34-40^ 

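The supplement of the enrichment analysis gives the genes behind each term. For the 6 terms with the smallest p in that table, and the 2 further ones on mTOR and PPAR signalling that the paper names, these are 43 different genes. The authors chose them as genes lower in *Mtmr2* KO in these same libraries, so their direction here is not independent evidence. All 43 passed the filter on low counts, and all 43 had a lower mean in the libraries labelled *Mtmr2* KO than in WT control, with a median log2 fold change of −1.19. Among all genes tested, 4 of the 43 were called by edgeR's quasi-likelihood test, and adjusted over the list alone all 43 were. The 4 were *Gdf10*, *Lep*, *Plin1* and *Col6a6*, which apart from *Lep* are named because the count is small, after their values were seen. Whether the terms are over-represented was not tested here.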

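The 5 genes that the supplement lists under triacylglyceride synthesis (*Lipe*, *Dgat2*, *Gpd1*, *Lpl* and *Agpat2*) had a median log2 fold change of −1.08 between the libraries labelled *Mtmr2* KO and WT control. None of the 5 was called among all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 18 genes under PI3K and Akt signalling had a median of −1.09, with 1 gene called (*Col6a6*). The 14 genes under focal adhesion with PI3K, Akt and mTOR signalling are largely the same genes and none of them was called. The 6 genes under PPAR signalling had a median of −1.42, with 1 called (*Plin1*). Every gene of these terms was lower in *Mtmr2* KO. Several of them, such as *Plin1*, are also markers of fat cells. The median of 15 adipocyte genes that are on neither lipid list of the supplement was −0.48. Their median deviation from the WT control mean was −0.70, 0.20, −1.25 and −2.13 in replicates 4501, 4502, 4503 and 4504.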

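The text of the supplement gives the members of 2 lipid gene lists used in the gene set enrichment analysis, with human symbols. Set to mouse case, 42 of the 46 symbols of the neutral lipid biosynthesis list matched a gene and 41 were tested. Of the 38 symbols of the triglyceride biosynthesis list 34 matched and were tested, all of them also on the first list. Between the libraries labelled *Mtmr2* KO and WT control, 29 of the 41 neutral lipid genes and 25 of the 34 triglyceride genes had a lower mean, with median log2 fold changes of −0.28 and −0.29. A two-sided camera test with a preset correlation of 0.01 between genes, adjusted over 18 lists by the Benjamini-Hochberg method in limma, gave an adjusted p of 2.99e-05 for the neutral lipid list and 1.86e-05 for the triglyceride list. With the rotation test fry in place of camera the adjusted p was 0.0711 and 0.0831 from limma, and with the correlation estimated from the data it was 0.234 for each, so neither call holds under these. The mean z-score of the list per library separated the groups for neutral lipid genes at the smallest p the design allows and gave an exact permutation p of 0.0571 for triglyceride genes. No member was called among all genes tested by edgeR's quasi-likelihood test, and adjusted over the list alone 9 and 8 were. DESeq2 over all 12 libraries and limma-voom with sample quality weights each called *Dgat2* and *Lpl*, which are on both lists. The authors chose both lists on these libraries, so this is not independent evidence.

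The list members moved in both directions. Apart from *Lpl*, the most abundant were *C3*, at 433 ± 86.3 CPM (SD, n = 4) in WT control and 296 ± 144 CPM (SD, n = 4) in *Mtmr2* KO, and *Slc27a1*, at 352 ± 87.9 and 424 ± 255 CPM. Their log2 fold changes were −0.55 (adjusted p = 0.346) and 0.27 (adjusted p = 0.725), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn, the adjusted p from camera stayed between 1.89e-06 and 0.000419 for the neutral lipid list and between 2.59e-07 and 0.000419 for the triglyceride list.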

Gene set enrichment analysis also identified lipid biosynthetic gene categories among downregulated genes in the *Mtmr2* KO (Supplementary_material_2).^28,29^

**Figure 5:**
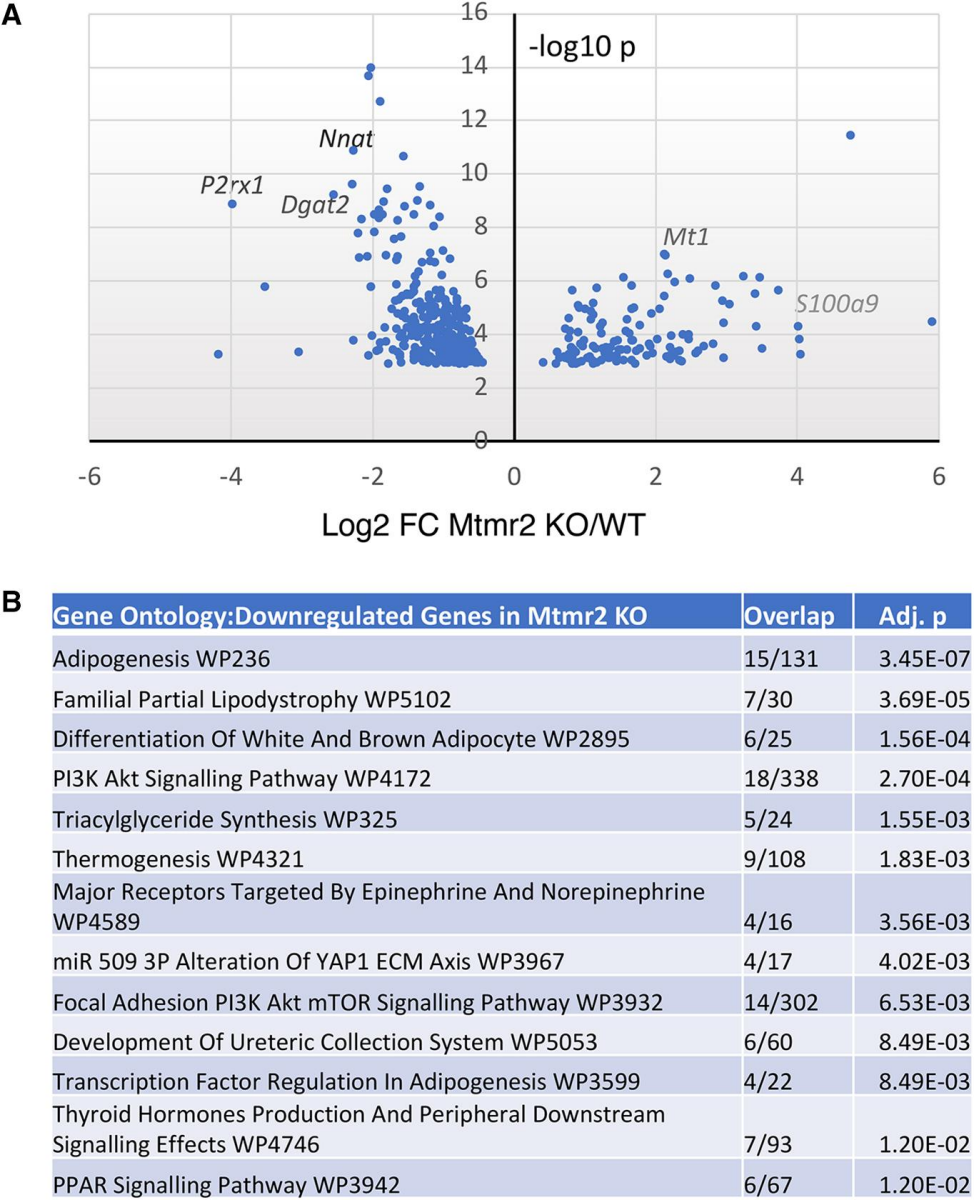
**RNA-Seq analysis of *Mtmr2* KO mouse sciatic nerves.** (**A**) Gene expression profiles are shown as a volcano plot of log2-fold change versus −log10 *P*-value. Significantly deregulated genes include elevated genes such as *S100a9* and *Mt1*, and downregulated genes (*Nnat*, *Dgat2* and *P2rx1*). (**B**) Gene ontology analysis of downregulated genes indicate enrichment of several categories, including some related to PI3K–AKT and PPAR signalling. The top enriched pathways (Wiki Pathways Human 2023) are shown. AKT, V-Akt murine thymoma viral oncogene-like protein; PI3K, phosphatidyl inositol 3 kinase; mTOR, mechanistic target of rapamycin kinase, PPAR, peroxisome proliferator activated.

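*S100a9* (ENSMUSG00000056071) lies on chromosome 3 of GRCm38 from 90692632 to 90695721 and had 0.237 ± 0.186 CPM (SD, n = 4) in WT control and 3.97 ± 3.47 CPM (SD, n = 4) in the libraries labelled *Mtmr2* KO. Its log2 fold change was 4.03 (SE 1.19, adjusted p = 0.127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped (exact permutation p = 0.0857). *Mt1* (ENSMUSG00000031765, chromosome 8 from 94179082 to 94180327) rose from 240 ± 59.4 to 1074 ± 696 CPM, a log2 fold change of 2.16 (SE 0.42, adjusted p = 0.0502 from the same test). The 4 *Mtmr2* KO libraries had 675, 1891, 1385 and 345 CPM of *Mt1*, all above the highest WT control library at 330 CPM. *Nnat* (ENSMUSG00000067786, chromosome 2 from 157560078 to 157562522) fell from 57.2 ± 27.3 to 12.2 ± 4.84 CPM, a log2 fold change of −2.24 (SE 0.41). *Dgat2* (ENSMUSG00000030747, chromosome 7 from 99153658 to 99182719), which encodes an enzyme of triglyceride synthesis, fell from 251 ± 74.7 to 55.4 ± 39.7 CPM, a log2 fold change of −2.18 (SE 0.43, adjusted p = 0.0519 from the same test). *P2rx1* (ENSMUSG00000020787, chromosome 11 from 72999103 to 73015200) fell from 3.68 ± 2.85 to 0.241 ± 0.167 CPM, a log2 fold change of −3.97 (SE 0.74, adjusted p = 0.0488 from the same test). *Nnat* was called at the adjusted p of *Tecrl*, *P2rx1* was called, and *S100a9*, *Mt1* and *Dgat2* were not.

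In the authors' deposited table the log2 fold changes are 4.03 for *S100a9* (adjusted p = 0.0121), 2.12 for *Mt1* (adjusted p = 5.41e-05), −2.27 for *Nnat* (adjusted p = 4.31e-08), −2.20 for *Dgat2* (adjusted p = 1.03e-05) and −3.99 for *P2rx1* (adjusted p = 1.7e-06). With each of the 8 libraries of this comparison left out in turn, the log2 fold change from edgeR stayed between 3.52 and 4.73 for *S100a9*, 1.73 and 2.45 for *Mt1*, −2.52 and −1.86 for *Nnat*, −2.82 and −1.97 for *Dgat2*, and −4.50 and −3.51 for *P2rx1*. Of these 8 fits, *Nnat* was called in those without replicate 4501, 4502 or 4504 and *P2rx1* in those without replicate 4501 or 4504. *Mt1* was called without replicate 4501 (adjusted p = 0.0267) or 4504 (0.00824), and *Dgat2* without replicate 4501 (0.0129), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *S100a9* was called in none of these fits.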

We also assessed if the niacin treatment group reversed any of the changes in the *Mtmr2* KO, which yielded 245 genes increased by niacin treatment of the *Mtmr2* KO mice and 198 genes decreased by niacin treatment (adj *P* < 0.05, Supplementary Fig. 3 in Supplementary_material_1). 

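Between niacin-treated *Mtmr2* KO mice and the libraries labelled *Mtmr2* KO, edgeR called 120 genes higher and 126 lower with niacin. The groups did not overlap for 214 of these 246 genes. Among the higher genes were 9 of the 12 skeletal muscle genes tested, a list whose rise lay mainly in replicates 4506 and 4507. The smallest adjusted p was 0.0254 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3472 genes had an unadjusted p under 0.05. Over all tested genes, 1209 (7.01%) had separate groups. In the authors' deposited table, 245 genes are higher and 199 lower. Of those genes, 423 were tested here and had the same sign here, and 231 of the 246 genes called here were among them.

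DESeq2 on only these 2 groups called 245 genes higher and 199 lower, DESeq2 on all 12 libraries 501 and 577, and limma-voom with sample quality weights 808 and 1199. With only these 2 groups edgeR called 0 genes, with 2249 at an unadjusted p under 0.05. Single libraries moved the number of calls further. Without the library labelled *Mtmr2* KO replicate 4502, edgeR called 1745 genes higher and 2435 lower, all 246 genes among them, and without replicate 4503 it called 6 and 7. There were 29 and 19 calls without replicate 4501, 214 and 298 without replicate 4504, 119 and 20 without replicate 4505, and 65 and 12 without replicate 4508. Leaving out replicate 4506 or 4507 left 0 calls, with 3377 and 2458 genes at an unadjusted p under 0.05. Of the WT control libraries, which enter through the shared spread, filter and scaling, replicate 4498 left 2 calls when left out and the other 3 left 0, with between 3076 and 3245 genes at an unadjusted p under 0.05 over the 4.

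Of the genes with the smallest p in each direction and groups that did not overlap, *Slc38a4* (ENSMUSG00000022464, chromosome 15 of GRCm38 from 96994820 to 97055956) rose from 7.94 ± 0.541 CPM (SD, n = 4) in *Mtmr2* KO to 16.6 ± 2.34 CPM (SD, n = 4) with niacin, a log2 fold change of 1.06 (SE 0.13), with the smallest adjusted p of the comparison. *Enpep* (chromosome 3) rose by 1.38 on the log2 scale (SE 0.22) and *Lep* by 1.84 (SE 0.29), to 46.2 ± 17.7 CPM. *Osbp2* (ENSMUSG00000020435, chromosome 11 from 3703731 to 3863903) fell from 9.82 ± 2.11 to 3.76 ± 0.231 CPM, a log2 fold change of −1.39 (SE 0.19). *Mt3* (chromosome 8), whose reads could be shared with other metallothionein genes, fell by 1.49 on the log2 scale (SE 0.23) from 786 ± 293 to 280 ± 39.5 CPM, and *Ccng2* (chromosome 5) fell by 0.79 (SE 0.13) from 101 ± 10.1 to 58.4 ± 8.50 CPM. Apart from *Slc38a4* these genes had an adjusted p of 0.0383 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 6 was called with only the 2 groups in the edgeR fit (adjusted p = 0.174 for each), without replicate 4506 (0.0595 for each) or without replicate 4507 (0.153 for each), from the same test. Without replicate 4503 *Lep*, *Mt1* and *Ccng2* were not called, at 0.0686 each. All 6 genes with the smallest p were called by DESeq2 on only the 2 groups (adjusted p from 2.92e-06 to 0.006). EdgeR without the filter on low counts called all 6 too (0.000825 to 0.0107). Single genes were looked up under these 2 settings only after the result was seen. Of the genes drawn in Fig. 5A, *Mt1* was called lower with niacin, with a log2 fold change of −2.60 (SE 0.42).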

We first filtered the gene expression changes using a recently published analysis of sorted Schwann cells.^30^ 

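The 38 genes called lower in the libraries labelled *Mtmr2* KO had a median log2 fold change of −1.38 against WT control. In the same genes, niacin-treated *Mtmr2* KO mice differed from *Mtmr2* KO mice by a median of 0.80 and from WT control by a median of −0.43. All 38 had the opposite sign between niacin and *Mtmr2* KO, which the *Mtmr2* KO libraries shared by both comparisons by themselves favour. By edgeR's quasi-likelihood test 12 of them were called in that direction. The 8 genes called higher had medians of 1.68 between *Mtmr2* KO and WT control, −0.88 between niacin and *Mtmr2* KO, and 0.45 between niacin and WT control, and 3 of the 8 were called in the opposite direction under niacin. These genes were not matched here with an expression profile of sorted Schwann cells, so they come from the whole nerve.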

Fig. 6A shows a heat map of the genes downregulated in the *Mtmr2* KO, and the response of these genes to treatment. 

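Among the genes called in the libraries labelled *Mtmr2* KO against WT control, the largest changes, up to 25 in each direction, were 8 higher and 25 lower genes. All 33 had the opposite sign between niacin-treated *Mtmr2* KO and *Mtmr2* KO mice. Without the library labelled *Mtmr2* KO replicate 4503, with only 6 genes called, 83.3% had the opposite sign. The gene that did not was *Mtmr2* itself, the gene inactivated in these mice. Its log2 fold change between niacin and *Mtmr2* KO stayed between −0.52 and −0.12 with each library left out.

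*Srebf1* (ENSMUSG00000020538, chromosome 11 of GRCm38 from 60199089 to 60222581), which encodes a transcription factor of lipid synthesis, had 183 ± 29.8 CPM (SD, n = 4) in WT control, 107 ± 23.4 CPM (SD, n = 4) in *Mtmr2* KO and 121 ± 21.4 CPM (SD, n = 4) with niacin. Its log2 fold change was −0.78 in *Mtmr2* KO (SE 0.19, adjusted p = 0.0844 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.18 with niacin (SE 0.19, adjusted p = 0.611 from the same test). The difference with niacin was smaller than the spread between replicates (exact permutation p = 0.429). *Scd1* (ENSMUSG00000037071, chromosome 19 from 44394455 to 44407879), a fatty acid desaturase, had 4571 ± 1833, 1388 ± 894 and 3786 ± 1585 CPM in the 3 groups. Its log2 fold changes were −1.72 (SE 0.43, adjusted p = 0.0959) and 1.45 (SE 0.43, adjusted p = 0.098), from the same test. *Lpl* (ENSMUSG00000015568, chromosome 8 from 68880491 to 68907448), a lipoprotein lipase, had 680 ± 60.0, 322 ± 156 and 720 ± 168 CPM. It changed by −1.08 (SE 0.30, adjusted p = 0.114) and 1.16 (SE 0.30, adjusted p = 0.0742) on the log2 scale, from the same test. *Pparg* (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399), a nuclear receptor of fat cell differentiation, had 41.1 ± 4.43, 17.6 ± 12.0 and 48.8 ± 14.2 CPM, with log2 fold changes of −1.22 (SE 0.35, adjusted p = 0.12) and 1.47 (SE 0.36, adjusted p = 0.0555) from the same test. For each of these genes the 4 *Mtmr2* KO libraries lay below the 4 WT control libraries. With niacin the exact permutation p of *Scd1*, *Lpl* and *Pparg* equalled that of the triglyceride z-score.

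None of these 8 comparisons passed the threshold in edgeR over all 12 libraries. DESeq2 over all 12 libraries called all 4 genes in *Mtmr2* KO, and *Lpl* and *Pparg* with niacin. Limma-voom with sample quality weights called *Lpl* and *Pparg* in both comparisons. The authors' deposited table gives adjusted p of 0.0186, 0.0018, 0.0171 and 0.0228 for *Srebf1*, *Scd1*, *Lpl* and *Pparg* in *Mtmr2* KO versus WT control, and 0.758, 0.0228, 0.0202 and 0.00882 in niacin versus *Mtmr2* KO. With each library left out in turn the log2 fold change with niacin ranged from 0.03 to 0.31 for *Srebf1*, 1.16 to 1.98 for *Scd1*, 0.92 to 1.47 for *Lpl* and 1.24 to 2.02 for *Pparg*. Without the library labelled *Mtmr2* KO replicate 4502, *Lpl* (adjusted p = 0.0455 in *Mtmr2* KO and 0.00565 with niacin) and *Pparg* (0.00994 and 0.00287) were called in both comparisons by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 4501, *Srebf1* (0.0435) and *Scd1* (0.0266) were called in *Mtmr2* KO by the same test.

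**Figure D2:**
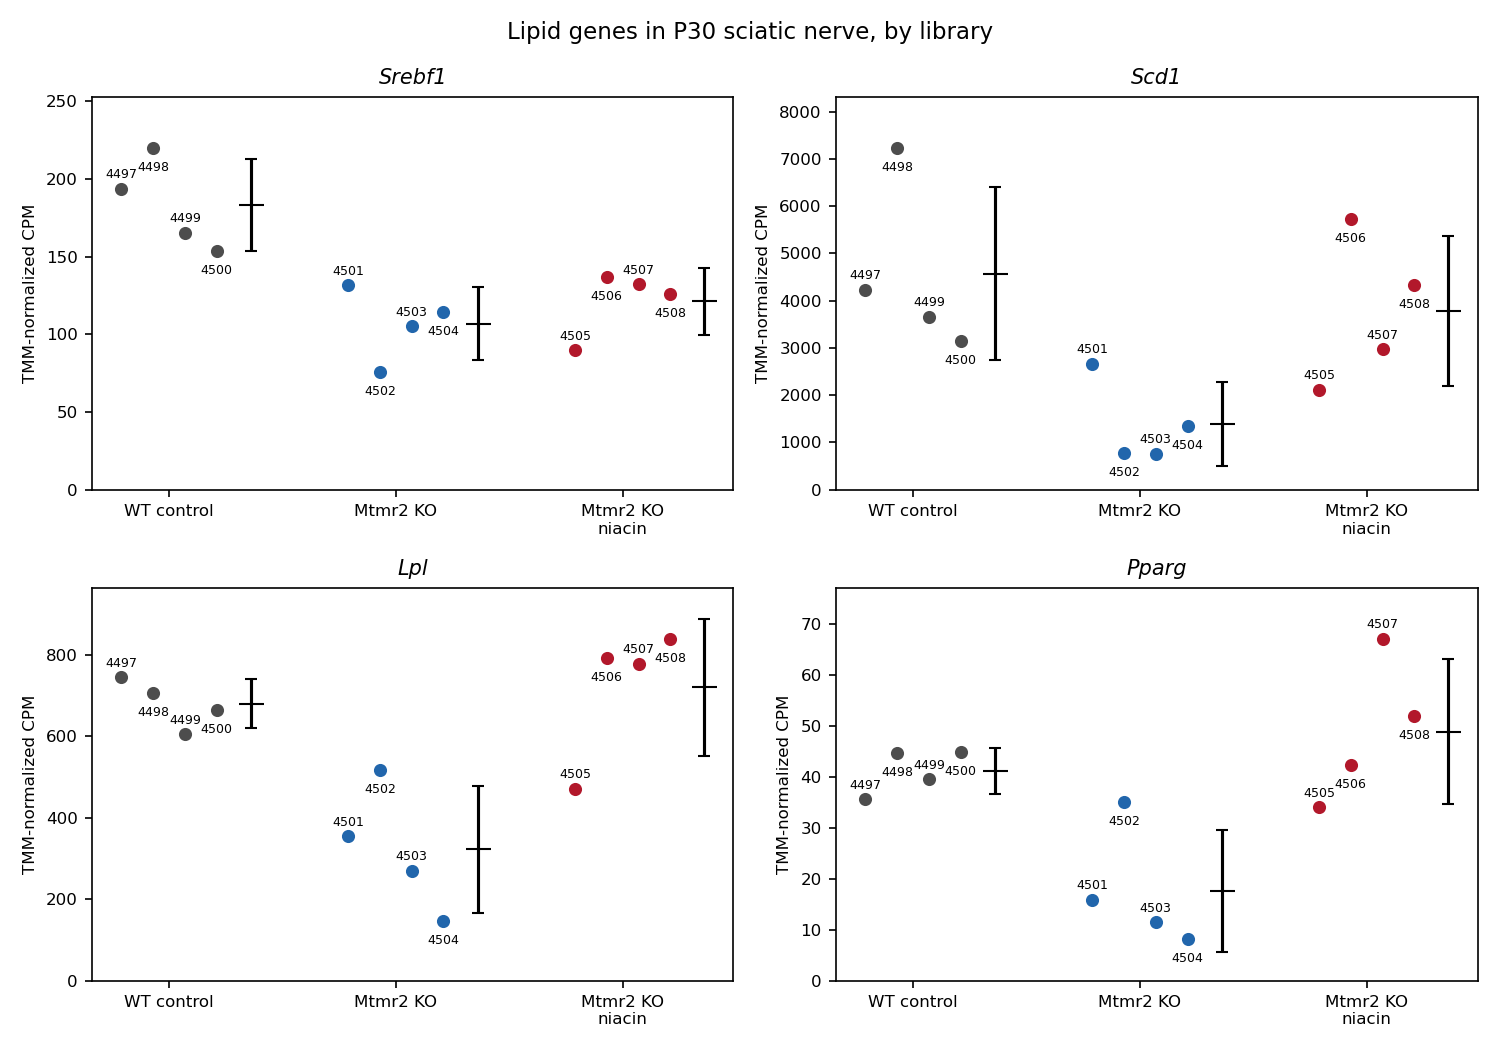
Levels of *Srebf1*, *Scd1*, *Lpl* and *Pparg* in each sciatic nerve library, in TMM-normalized CPM (vertical axes), for WT control, *Mtmr2* KO and niacin-treated *Mtmr2* KO mice. Points are single libraries marked with their replicate numbers, and the black bar beside each group is its mean ± SD (n = 4). The niacin-treated mean of *Srebf1*, at 121 CPM, stays nearer to *Mtmr2* KO than to WT control, while that of *Lpl*, at 720 CPM, lies at the WT control level.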

In Fig. 6B, virtually all of the top 25 upregulated/downregulated genes (adj *P* < 0.05) in the *Mtmr2* KO mice compared to control were reversed in the niacin treatment group (niacin treatment *Mtmr2* KO compared with *Mtmr2* KO vehicle treated), including several genes involved in lipid synthesis, such as *Srebf1*, *Scd1*, *Lpl* and *Pparg*. These results are strongly suggestive of a treatment response in *Mtmr2* KO sciatic nerves.

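All 46 genes called between the libraries labelled *Mtmr2* KO and WT control had the opposite sign between niacin-treated and *Mtmr2* KO mice (100%), and 15 of them were called in that opposite direction by edgeR's quasi-likelihood test. With single *Mtmr2* KO libraries left out, 31 genes were called in opposite directions without replicate 4501, 53 without replicate 4502, 1 without replicate 4503 and 141 without replicate 4504, and DESeq2 over all 12 libraries gave 236. The edgeR fits that called no gene in *Mtmr2* KO, such as those without 1 WT control library, can give none. Across all tested genes the log2 fold changes of the 2 comparisons had a Pearson correlation of −0.53, where genes are not independent replicates. The *Mtmr2* KO libraries shared by both comparisons push this correlation below 0 by themselves. Its value without any change is not known here, so it cannot tell whether genes returned under niacin.

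The same *Mtmr2* KO libraries enter both comparisons with opposite signs, which by itself gives opposite signs. In 20 simulations in which no group differed, a median of 96.7% (from 91.3% to 100%) of the 46 genes with the smallest p had the opposite sign in the other comparison. In a simulation in which 200 genes changed in *Mtmr2* KO and niacin had no effect, 52.4% of the called genes had the opposite sign, and 99.0% had it when niacin returned them fully. When the 8 *Mtmr2* KO libraries, treated and untreated, were assigned to the 2 arms in all 70 possible ways, 17 assignments gave any called gene, and 11 of the 17 gave a share of opposite signs as large as the real one. In all 17 the share lay between 98.2% and 100%. As many genes called in opposite directions were found in 2 of these 17, the real one included.

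The calls and the niacin effect were also taken from different libraries. Genes were called with 2 of the 4 *Mtmr2* KO libraries against WT control, and the niacin effect was computed against the other 2. Over the 6 ways to do so, a median of 91.5% of the called genes had the opposite sign under niacin, against 49.5% in the simulation without a niacin effect and 97.6% with a full return. The share was 100% of 13 genes with replicates 4501 and 4502 in the calls, 92.2% of 281 with 4501 and 4503, 90.9% of 33 with 4501 and 4504, and 93.6% of 47 with 4503 and 4504. With 4502 and 4503 it was 50.5% of 929 genes, and with 4502 and 4504 it was 26.0% of 741 genes. From the opposite direction of the changes under niacin, the paper proposes a treatment response in the nerves.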

**Figure 6:**
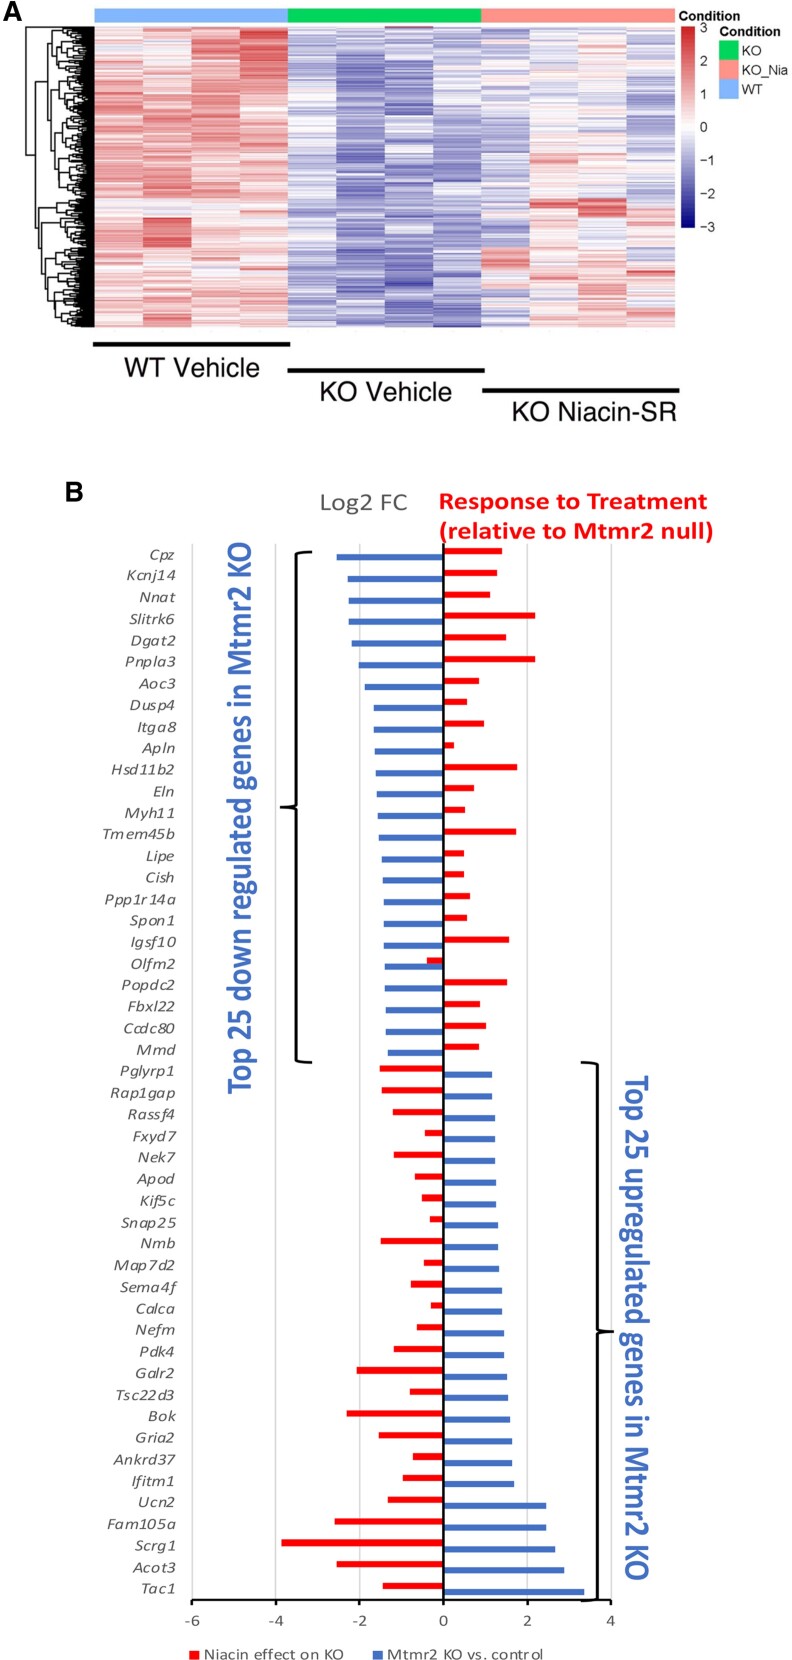
**Treatment effect of niacin in the *Mtmr2* KO.** (**A**) The heat map indicates the relative expression for each nerve sample (*n* = 4) within the three groups: control, *Mtmr2* KO, and niacin-treated *Mtmr2* KO sciatic nerves. The heat map shows genes downregulated in the *Mtmr2* KO samples. (**B**) The figure shows the top 25 significantly regulated genes (*P* < 0.05), which are either down- or up-regulated in the *Mtmr2* KO (blue bars, log2-fold change). For each of these genes, the change in the niacin-treated *Mtmr2* KO group relative to the *Mtmr2* KO is shown by the red bars, indicating that most gene level changes in the *Mtmr2* KO are reversed by niacin treatment.

Niacin-SR treatment was well tolerated as shown by biochemical and histological analyses performed at the end-point, at P180. Several blood markers monitoring liver and kidney function, the two main organs where niacin is catabolized showed similar levels between WT and *Mtmr2* KO mice treated with vehicle or Niacin-SR (Supplementary Fig. 4 in Supplementary_material_1). Moreover, gross histological analysis of gut, liver and kidney did not reveal signs of inflammation or tissue damage in both WT and *Mtmr2* KO treated with Niacin-SR at 6 months of age (Supplementary Fig. 5 in Supplementary_material_1).

To further assess efficacy of this strategy, neurophysiological analyses was performed at the end-point, at 6 months of age. We found that NCV, which is decreased in *Mtmr2* KO mice, was significantly increased in niacin/Niacin-SR treated mutants (Fig. 7E). Semi-thin section analyses of sciatic nerves showed that aberrant fibres were not ameliorated by the treatment but, interestingly, the number of degenerating fibres was slightly reduced in *Mtmr2* KO mice treated with Niacin-SR as compared with *Mtmr2* KO (Fig. 7A–C and Supplementary Fig. 6 in Supplementary_material_1). Of note, the total number of fibres is similar between mutant and controls sciatic nerves at 6 months of age (*n* = 9 WT vehicle, 2259 ± 41.03; *n* = 9 WT Niacin-SR, 2292 ± 40.25; *n* = 20 *Mtmr2* KO vehicle, 2307 ± 14.66; *n* = 20 *Mtmr2* KO Niacin-SR, 2315 ± 24.59). We also measured plasma levels of NF-L, neurofilament light chain, a marker of axonal degeneration in CMT neuropathies in both patients and mice.^41^ NF-L was slightly increased in *Mtmr2* KO plasma as compared with WT mice whereas Niacin-SR treatment reduced its level in the mutant although not significantly (Fig. 7D). Finally, we found that the NF-L levels inversely correlated with NCV values, as higher NF-L suggestive of fibre degeneration correlated with lower NCV values and vice versa (Fig. 7F). To explore whether fibre degeneration and increased NF-L levels are indicative of fibre loss at later time-points, we analysed *Mtmr2* KO nerves at 12 months. Indeed, we found that the total number of fibres in sciatic, quadriceps and plantar nerves was significantly reduced in *Mtmr2* KO as compared with controls. Importantly, fibre loss observed at 12 months correlated with a further increase in NF-L plasma levels in *Mtmr2* KO at 12 months (Fig. 8). In conclusion, these findings further suggest that Niacin-SR treatment ameliorates nerve physiology and may preserve fibres from degeneration.

**Figure 7:**
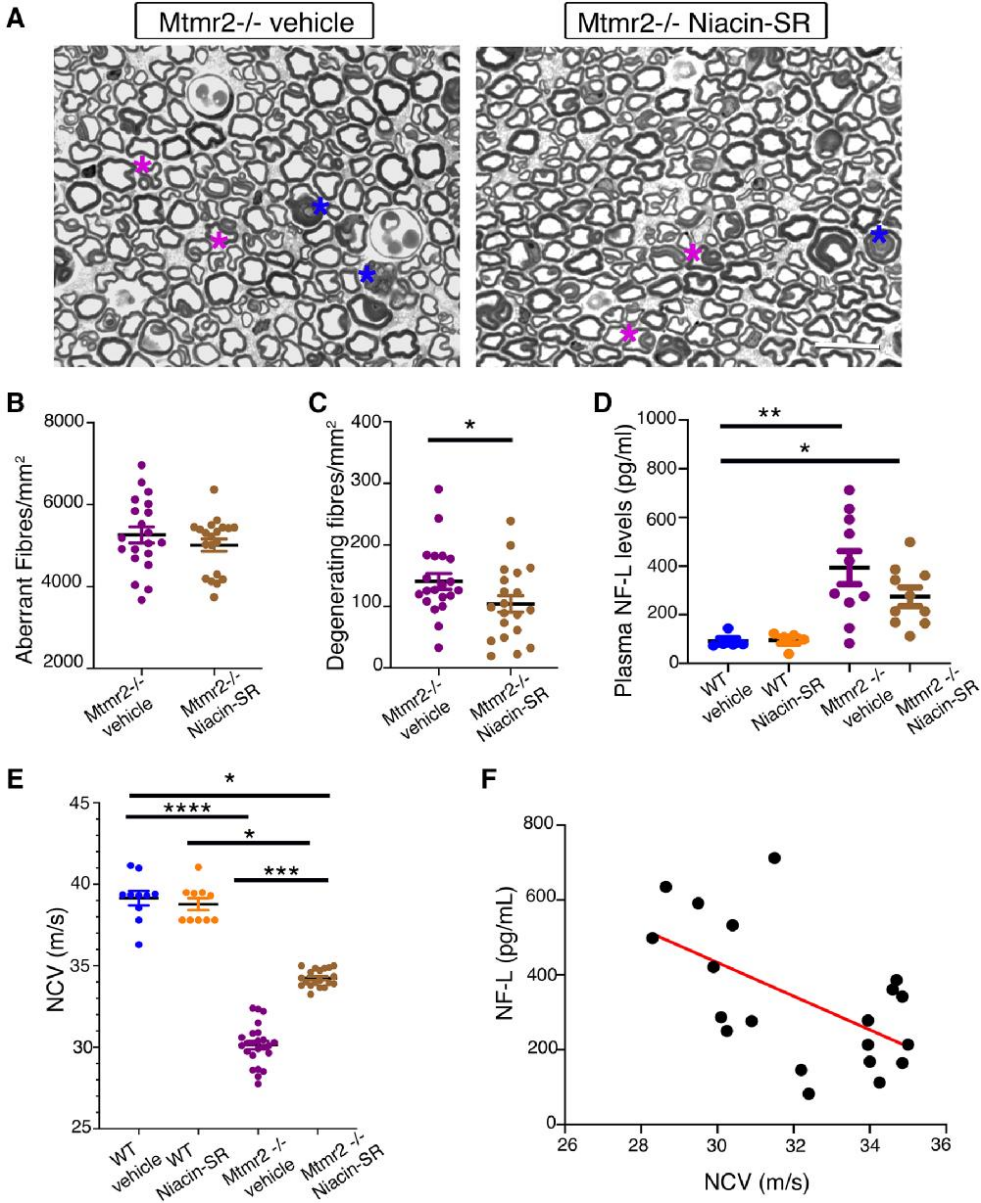
**Outcome measures analyses in *Mtmr2* KO mice treated using Niacin-SR until 6 months of age.** (**A**) Semi-thin section analysis of sciatic nerves from *Mtmr2* KO mice treated with vehicle or Niacin-SR as shown in Fig. 4. Blue asterisks indicate degenerating fibres whereas pink myelin outfoldings. (**B**) Quantification of the total number of aberrantly myelinated fibres (outfoldings, tomacula, etc.) per nerve section/area in *Mtmr2* KO vehicle-treated (*n* = 20 mice) and *Mtmr2* KO Niacin-SR treated (*n* = 20 mice), one-tailed Welch’s *t*-test, *P* = 0.1605, *t* = 1.007, df = 35.61. (**C**) Quantification of the total number of degenerating fibres per nerve section/area in *Mtmr2* KO vehicle-treated (*n* = 20 mice) and *Mtmr2* KO Niacin-SR treated (*n* = 20 mice), one-tailed Welch’s *t*-test, *P* = 0.0278, *t* = 1.975, df = 37.96. Welsch’s test was applied given the sample size and assuming normal distribution, whereas one-tailed was used assuming that niacin can either improve or have no effect on the phenotype.^18^ (**D**) Quantification of the plasma levels of NF-L from WT mice treated with vehicle or Niacin-SR (*n* = 5 mice) and from *Mtmr2* KO mice treated with vehicle (*n* = 10) or Niacin-SR (*n* = 10), non-parametric one-way ANOVA, Kruskal–Wallis test, *P* = 0.0007; Dunn’s multiple comparison test, WT vehicle as compared with *Mtmr2* KO vehicle, *P* = 0.0034; WT vehicle as compared with *Mtmr2* KO Niacin-SR *P* = 0.0273; WT vehicle as compared with WT Niacin-SR, *P* > 0.9999, *Mtmr2* KO vehicle as compared with *Mtmr2* KO Niacin-SR, *P* > 0.9999; WT Niacin-SR as compared with *Mtmr2* KO Niacin-SR *P* = 0.1010. (**E**) NCV values in the four groups WT vehicle, 39.15 m/s (*n* = 10 mice); WT Niacin-SR, 38.78 m/s (*n* = 10 mice); *Mtmr2* KO vehicle, 30.13 m/s (*n* = 24) and *Mtmr2* KO Niacin-SR, 34.24 m/s (*n* = 19), non-parametric one-way ANOVA, Kruskal–Wallis test, *P* < 0.0001; Dunn’s multiple comparison test WT vehicle as compared with *Mtmr2* KO vehicle, *P* < 0.0001; WT Niacin-SR as compared with *Mtmr2* KO Niacin-SR *P* = 0.0405; *Mtmr2* KO vehicle as compared with *Mtmr2* KO Niacin-SR, *P* = 0.0007; WT vehicle as compared with WT Niacin-SR *P* > 0.9999; WT vehicle as compared with *Mtmr2* KO Niacin-SR, *P* = 0.0254. (**F**) Correlation analysis between NCV and plasma levels of NF-L, *P* = 0.0083, *r* = −0.573, *n* = 20, including both *Mtmr2* KO vehicle and *Mtmr2* KO Niacin-SR treated. NF-L is the neurofilament light chain. Data are mean ± SEM. Bar in **A** is 13 μm.

**Figure 8:**
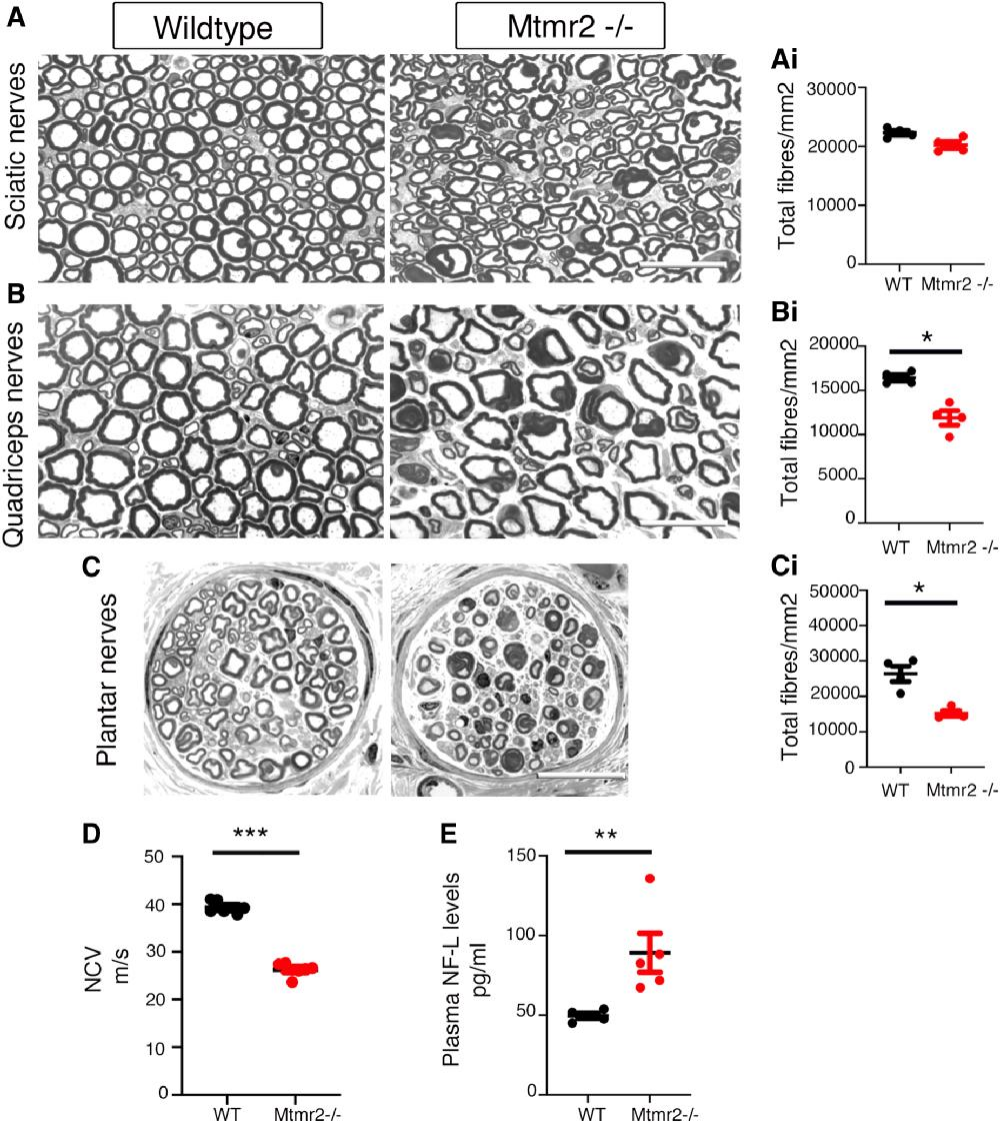
**Fibre loss in nerves from *Mtmr2* KO mice at 12 months.** (**A**) Semi-thin section analysis of WT and mutant sciatic nerves with quantification of the total number of fibres per nerve section (**Ai**), two-tailed Mann–Whitney *t*-test, *P* = 0.0571, *n* = 4 animals per genotype. (**B**) Semi-thin section analysis of WT and mutant quadriceps nerves with quantification of the total number of fibres per nerve section (**Bi**), two-tailed Mann–Whitney *t*-test, *P* = 0.029, *n* = 4 animals per genotype. (**C**) Semi-thin section analysis of WT and mutant plantar nerves with quantification of the total number of fibres per nerve section (**Ci**), two-tailed Mann–Whitney *t*-test, *P* = 0.029, *n* = 4 animals per genotype. (**D**) NCV measured in WT and mutant mice at 12 months of age, WT, 39.3 m/s and Mtmr2 KO, 26.27 m/s, two-tailed Mann–Whitney *t*-test, *P* = 0.0006, *n* = 7 animals per genotype. (**E**) Plasma NF-L levels in WT and mutant mice at 12 months, two-tailed Mann–Whitney *t*-test, *P* = 0.0079, *n* = 5 animals per genotype. Data are mean ± SEM. Bar in **A** is 19.8 μm; in **B** 22.03 μm and in **C** 29.75 μm.

## Discussion

NRG1 type III is one of the main factors regulating PNS development.^14-16^ NRG1 type III on the axonal surface dictates if an axon will be myelinated and the amount of myelin produced by Schwann cells, which is a function of the axonal diameter. BACE and TACE secretases positively and negatively regulate NRG1 type III function, respectively.^17^ Of note, niacin, nicotinic acid is a TACE activator and Niaspan^®^, an extended-release formulation of niacin, is a FDA-approved drug used to treat dyslipidaemia in human.^42-44^ NRG1 type III is dispensable for myelin maintenance, whereas it is required for nerve regeneration following injury. NRG1 type I is another NRG1 isoform that is mainly expressed by Schwann cells. Whilst it is dispensable for myelination, NRG1 type I is instead crucial to guide Schwann cells during early stages of nerve regeneration.^20-22^

CMT4B1 is a severe autosomal recessive neuropathy characterized by excessive aberrant myelin in the nerve.^6^ This morphology is similar to that observed in nerves of other CMT forms such as CMT4B2, B3, CMT4H and HNPP, the hereditary liability to pressure palsies.^5^ We recently explored efficacy of the niacin-mediated TACE activation as a strategy to decrease NRG1 type III signalling and ameliorate CMT neuropathies associated with excessive redundant myelin in the nerve. We provided proof-of-concept of this strategy using different models of hypermyelination, including the *Mtmr2* KO mouse, which recapitulates CMT4B1.^18^ In the perspective of a clinical translation of this strategy, here we aimed at assessing whether niacin-mediated TACE activation and reduction of NRG1 type III ameliorates the phenotype of neuropathic models without interfering with nerve regeneration, which is dependent on this signalling. We thus performed nerve crush injury experiments using the *Mtmr2* KO model and we found that niacin administration was not detrimental for nerve regeneration. This is extremely important as CMT4B neuropathy is also characterized by axonal damage, and any potential treatment should not interfere with possible axonal regeneration. Surprisingly, we observed that *Mtmr2* KO have a defect in nerve regeneration, which was not previously reported. *Mtmr2* KO crushed nerves displayed fewer regenerating fibres and more fibres carrying aberrant myelin at 45 dpi as compared to controls. Importantly, NCV values were reduced at 45 dpi in *Mtmr2* KO crushed nerves. We also showed that this defect may be the consequence of a delay of myelin clearance, which is a prerequisite for regeneration. As myelin removal in the PNS depends on both macrophage-mediated phagocytosis and Schwann cell-mediated autophagy at 3–5 dpi,^31^ we investigated these processes in *Mtmr2* KO nerves at 3 and 7 dpi. Autophagic flux was similar between mutant and control nerves, whereas the number of active foamy macrophages was reduced in *Mtmr2* KO nerves, which may result in a delay of clearance. However, further experiments are necessary to corroborate this conclusion.

Fibre degeneration, axon loss and reduced conduction are at the basis of clinical disability in CMT4B1 patients. Neurophysiology is informative in the *Mtmr2* KO model starting from 6 months of age and thus long-term preclinical trials are necessary to assess efficacy of niacin-mediated therapy at the functional level. To this aim, we treated *Mtmr2* KO mice by oral gavage for five consecutive months using niacin. Niaspan^®^ is the FDA-approved medicinal product with a long-lasting effect at 24 h in humans. A prolonged release of niacin is preferred as compared to an immediate delivery of the drug to avoid peaks of concentration, which might exert toxicological effects, and to induce a prolonged duration of the effective concentration. To mimic the long-lasting effect of human Niaspan^®^, we prepared reservoir systems for sustained release of niacin to be administered to mice by oral gavage and we coated granules with a controlling membrane based on ethylcellulose as the main insoluble polymer and hypromellose as the pore former. This formulation, Niacin-SR, was well tolerated by mice when administered *per os* daily at 960 mg/Kg and it was effective in enhancing TACE activity in the nerve. 

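Between niacin-treated *Mtmr2* KO mice and WT control at P30, edgeR's quasi-likelihood test over all 12 libraries called 0 genes higher and 0 lower. At an unadjusted p under 0.05 there were 4254 genes. The smallest adjusted p from this test, 0.0833, was shared by *Mtmr2* and other genes, such as *Cmklr1* and *Slc38a4*. For 5423 genes, 31.4% of those tested, the 4 niacin-treated libraries all lay on one side of the 4 WT control libraries. Of the 46 genes called in the libraries labelled *Mtmr2* KO, 0 were still called in the same direction between niacin and WT control.

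This count depends on the fit. With only these 2 groups, which leaves out the wide spread of the *Mtmr2* KO libraries, edgeR called 2682 genes higher and 2904 lower, and DESeq2 2594 and 3197. DESeq2 over all 12 libraries called 225 higher and 845 lower, limma-voom with sample quality weights 3596 and 3715, and edgeR without the filter on low counts 97 and 214. Without the library labelled *Mtmr2* KO replicate 4502, which belongs to neither group and enters through the shared spread, filter and scaling, edgeR called 3826 genes. Without replicate 4503 it called 304. The authors' deposited table for this comparison holds 2567 genes higher and 3143 lower, and all 5676 of those genes tested here had the same sign. Genes called in *Mtmr2* KO and still called in the same direction under niacin numbered 102 with DESeq2 over all 12 libraries, 177 with DESeq2 on 2 groups, 58 with limma-voom, 24 without the filter, 26 without replicate 4502 and 2 without replicate 4503. The niacin-treated libraries also differed from WT control in how gene levels followed the GC content of the transcripts, with a Spearman correlation across genes of −0.40.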

More important, our data showed that this treatment was able to revert the abnormal transcriptomic profile of *Mtmr2* KO nerves at P30. When outcome measures were scored at 6 months, the end-point of this trial, we observed that treated mutant mice had a significant increase in NCV as compared with vehicle-treated *Mtmr2* KO and a decrease in the number of degenerating fibres. We also noted that plasma NF-L levels, a marker of neurodegeneration, slightly decreased following Niacin-SR treatment. Importantly, there was a significant inverse correlation between levels of NF-L and NCV values, with mice showing higher NCV that had reduced NF-L levels. We further confirmed that increased NF-L levels and fibre degeneration are preceding fibre loss in this model, which can be observed at 12 months in different nerves.

However, differently to our previous report,^18^ the number of fibres carrying aberrant myelin, myelin outfoldings, was similar between *Mtmr2* KO mice treated with Niacin-SR as compared with vehicle treated mutants. Whether the drug partially ameliorated the dys-myelinating phenotype earlier at 2 months following treatment thus reproducing previous findings is not known. Of note, pure niacin administration via i.p. injection in the *Fdg4* KO (FRABIN) mouse at P30 for 8 weeks, a model of CMT4H also characterized by myelin outfoldings, was able to reduce the number of myelin alterations.^45^ Alternatively, we can speculate that the formulation used and the different delivery (*per os* in this study as compared to i.p. injection in previous study) may result in different effects due to the different pharmacokinetic and biodistribution.^46^ This is not novel for niacin, that is known to have different effects depending on dose and formulation.^19^ Niacin and Niaspan^®^ have been used for many years as anti-dyslipidaemic drugs. In addition, niacin through its receptor GPR109A (HCAR2) highly expressed in monocytes/macrophages, has been found to increase microglia-mediated clearance of amyloid deposition in an Alzheimer disease model^47^; to control tumour growth by reactivating myeloid cells in glioblastoma,^48^ and to enhance microglia-mediated clearance in models of CNS demyelination.^49^ More recently, niacin has gained even more attention as a nicotinamide adenine dinucleotide (NAD^+^) boosting molecule, similarly to NMN (Nicotinamide mononucleotide) and NR (Nicotinamide riboside) , to delay the disease effects in models of different neurodegenerative disorders including Alzheimer and Parkinson.^50^ More importantly, a first study conducted in humans, recently suggested that niacin significantly ameliorates the disease-specific hallmarks in patients with adult-onset mitochondrial myopathy, among which increased NAD^+^ levels in blood and skeletal muscle.^51^ These reported effects are in line with the reduction of NCV and fibre/axonal degeneration that we observed following Niacin-SR long-term administration in *Mtmr2* KO mice. If this is a result of improvement of mitochondrial associated functions and NAD+ availability in treated nerves remains to be assessed.

## Conclusion

In conclusion, our results suggest that, using the nerve crush injury as experimental setting and the *Mtmr2* KO mouse mutant as a model, niacin treatment is not detrimental to nerve regeneration. Unexpectedly, the *Mtmr2* KO mouse revealed a defect in nerve regeneration which was not previously reported. Moreover, by treating *Mtmr2* KO mice for 5 months using an extended-release formulation of niacin, Niacin-SR, we found that the treatment increases NCV and slightly reduces the number of degenerating fibres, with a significant inverse correlation between NCV and plasma NF-L levels. However, the number of fibres carrying aberrant myelin did not change following treatment. This limited efficacy might be due to the drug formulation and to the model, the *Mtmr2* KO mouse that does not fully recapitulate human CMT4B1 characterized by a very severe phenotype with infantile onset. Further experiments using different disease models are necessary to assess whether Niacin-SR may preserve nerve fibres from degeneration.

## Supplementary Material

fcaf039_Supplementary_Data

## Data Availability

RNA-seq data have been deposited in NCBI (GSE233289).

# Supplementary material for: Niacin ameliorates Charcot-Marie-Tooth 4B1 neuropathy without interfering with nerve regeneration
**Source:** Brain Commun. 2025 Jan 31;7(1):fcaf039. doi: 10.1093/braincomms/fcaf039
**Supplement:** fcaf039_Supplementary_Data

**Supplementary_material_2. Gene Set Enrichment Analysis of *Mtmr2* KO sciatic nerve RNA-seq analysis.** GSEA analysis of the RNA-seq analysis is shown for gene sets that are preferentially increased in wild type mice vs. gene sets that are elevated in *Mtmr2* KO sciatic nerve.

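Gene set enrichment analysis ranks all genes by their difference between 2 groups and asks whether the members of a predefined set lie together toward one end of the ranking. The tables of sets in this supplement are pictures in the copy used here, and no values or set members were taken from them. Besides the lipid lists, 2 families shown there that can be defined by gene symbol were tested in the same way as those lists. They were chosen because the supplement shows them for these same libraries, so their results are not independent evidence. Of the 92 genes of cytosolic ribosomal proteins found, 90 were tested, and 84 had a higher mean in the libraries labelled *Mtmr2* KO than in WT control, with a median log2 fold change of 0.85 (camera, adjusted p = 4.89e-18 from limma). Under fry the adjusted p was 0.127 and with an estimated correlation 0.266 (limma), so the call does not hold there. No ribosomal gene was called among all genes tested by edgeR's quasi-likelihood test, and adjusted over the list alone 73 were. The difference was unequal between libraries, with a median deviation from the WT control mean of −0.01 in replicate 4501, 1.84 in replicate 4502, 0.19 in replicate 4503 and 0.75 in replicate 4504. The exact permutation p of the mean z-score was 0.114. *Rpl13a*, the most abundant of them, had 610 ± 114 CPM (SD, n = 4) in WT control and 1157 ± 778 CPM (SD, n = 4) in *Mtmr2* KO. Reads of ribosomal protein genes can also come from their processed pseudogenes.

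Of the 43 collagen genes tested, 34 were lower in the libraries labelled *Mtmr2* KO, with a median log2 fold change of −0.34. Camera gave the collagen genes the adjusted p of the triglyceride list, against 0.0948 under fry and 0.244 with an estimated correlation (limma). Among all genes 1 collagen gene was called by edgeR's quasi-likelihood test, and adjusted over the list alone 5 were. *Col3a1*, the most abundant, had 7217 ± 1485 CPM (SD, n = 4) in WT control and 4135 ± 1834 CPM (SD, n = 4) in *Mtmr2* KO, a log2 fold change of −0.80 (adjusted p = 0.271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

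Both families also differed between niacin-treated *Mtmr2* KO mice and WT control. The ribosomal genes had a median log2 fold change of 0.68 (camera, adjusted p = 1.32e-13 from limma) and the collagen genes −0.53 (7.26e-06), and neither held under fry or with an estimated correlation. The mean z-scores of both separated these 2 groups at the smallest p the design allows.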

**Supplementary_material_3. Gene Ontology Analysis of Genes decreased in *Mtmr2* KO sciatic nerve.** The table shows the complete gene ontology analysis of downregulated genes as performed by Enrichr, as described in the Methods section, including a list of genes within enriched categories.

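Each line of the table is a pathway term of the WikiPathways collection for human genes. The overlap column gives the number of genes lower in *Mtmr2* KO that belong to the term, followed by the size of the term, and the last column names those genes. The terms share members, so they are not separate observations, and *Pparg* stands under 5 of the 8 terms read here. The 15 genes listed under adipogenesis had a median log2 fold change of −1.23 between the libraries labelled *Mtmr2* KO and WT control, the 7 under familial partial lipodystrophy −1.22 and the 6 under differentiation of white and brown adipocytes −1.25. The 9 genes under thermogenesis were lower by a median of the same size as the lipodystrophy genes. Over all 43 genes of the terms read here, 41 moved in the opposite direction between *Mtmr2* KO and niacin-treated *Mtmr2* KO mice, 17 of the 18 under PI3K and Akt signalling among them. These genes were chosen as lower in the same *Mtmr2* KO libraries, which enter both comparisons. That choice by itself favours opposite signs, so the count cannot show a return under niacin.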

# Supplementary material for: Niacin ameliorates Charcot-Marie-Tooth 4B1 neuropathy without interfering with nerve regeneration
**Source:** Brain Commun. 2025 Jan 31;7(1):fcaf039. doi: 10.1093/braincomms/fcaf039

## Supplementary\_material\_1

**Supplementary Figure 1.** TACE activity in intact and crushed sciatic nerves from control mice treated with niacin.

(A) TACE (TACE, TNF-Alpha Convertase Enzyme) activity from intact sciatic nerve lysates following pure niacin administration by intraperitoneal (i.p.) injection at 120 mg/Kg, one-tailed Mann Whitney t-test,  $p=0.0385$ ,  $n=9$  animals per genotype. One-tailed test was applied assuming niacin is known to increase TACE activity. (B) TACE activity from crushed sciatic nerve lysates following pure niacin administration by i.p. injection at 120 mg/Kg, two-tailed Mann Whitney t-test,  $p=0.274$ ,  $n=5$  animals per genotype. Data are mean  $\pm$  SEM. RFU is relative fluorescence unit.

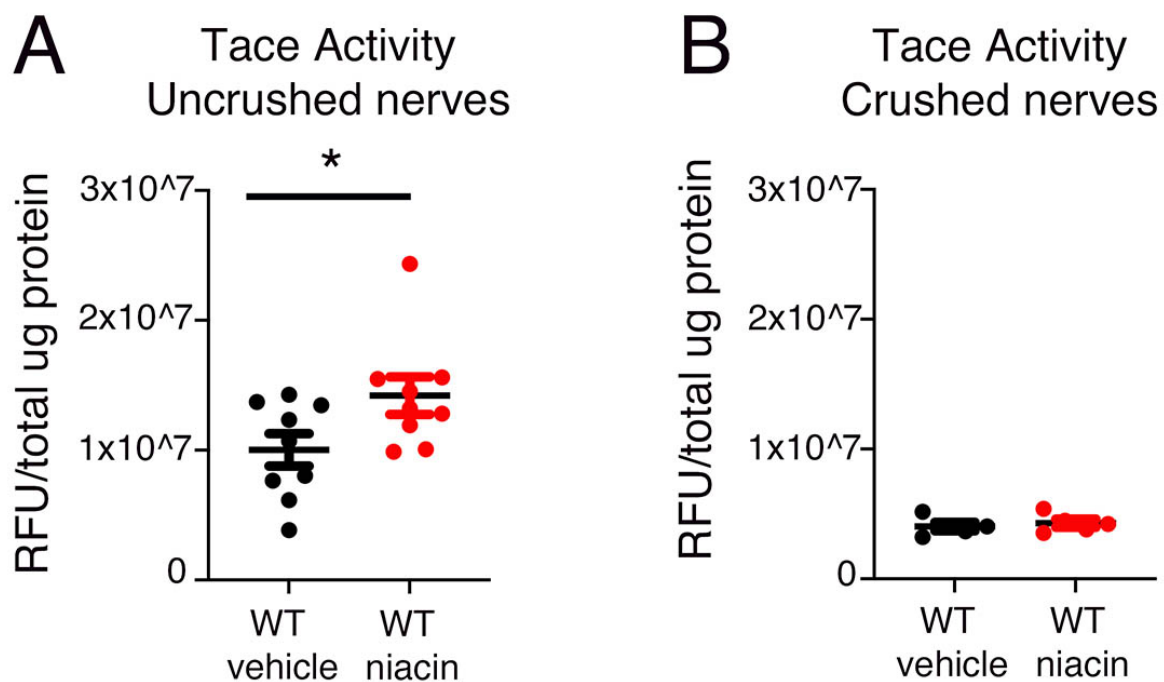

**Supplementary Figure 2.** Autophagic markers in *Mtmt2* KO crushed sciatic nerves.

(A) Western blot analysis of sciatic nerves lysates from WT and KO at 3dpi, distal stump, to measure LC3II/I and NBR1 expression levels as quantified in (A'): LC3II/I expression in mutant nerves as compared to wildtype set to 1, two-tailed one sample t-test,  $n=5$  animals analyzed per genotype in two different experiments;  $p=0.211$ ,  $t=1.487$ ,  $df=4$ ; NBR1 expression in mutant nerves as compared to wildtype set to 1, two-tailed one sample t-test,  $n=5$  animals analyzed per genotype in two different experiments;  $p=0.422$ ,  $t=0.894$ ,  $df=4$ .

(B) Western blot analysis of sciatic nerves lysates from WT and KO at 7dpi, distal stump, to measure LC3II/I and NBR1 expression levels loaded on the same gel, as quantified in (B'): LC3II/I, two-tailed Mann Whitney t-test,  $p>0.999$ ,  $n=3$  animals per genotype; NBR1, two-tailed Mann Whitney t-test,  $p>0.999$ ,  $n=3$  animals per genotype.

Raw data are displayed in Supplementary Figure 7 and Supplementary Figure 8. Data are mean  $\pm$  SEM.

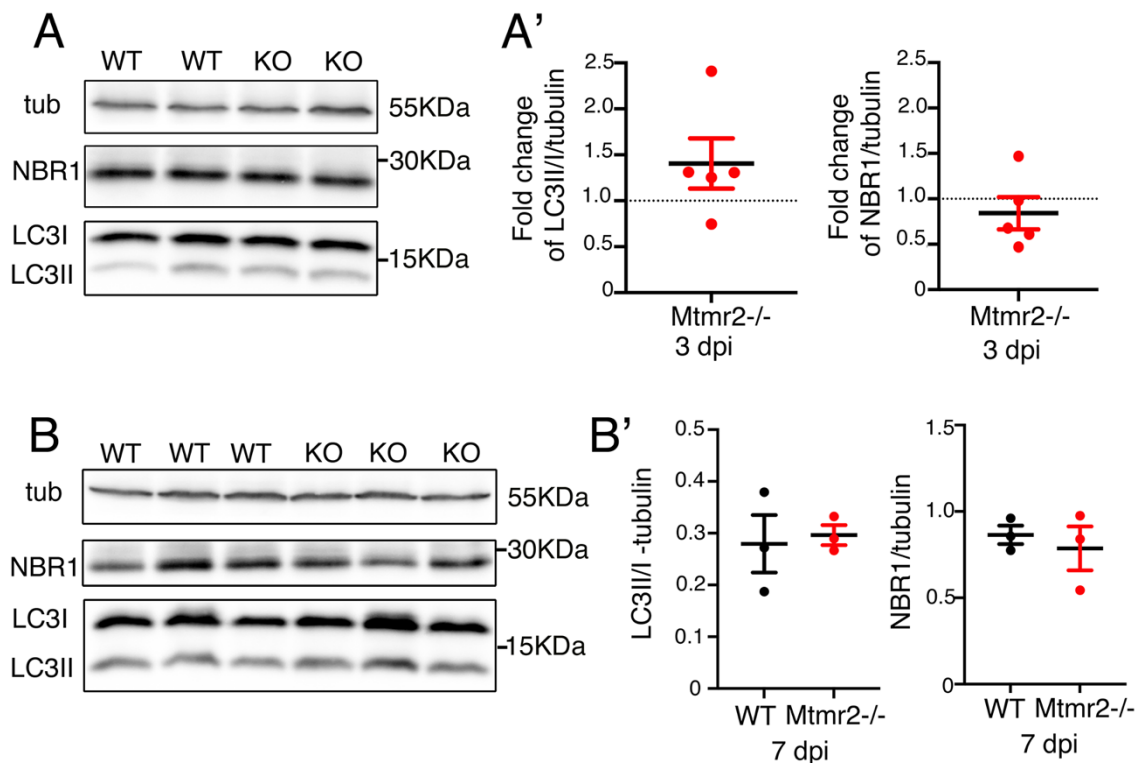

**Supplementary Figure 3. Heat map of Gene Expression Profiles.** The heat map indicates the relative expression for each nerve sample (n=4) within the 3 groups: control, *Mtmt2* KO, and niacin-treated *Mtmt2* KO sciatic nerves. The heat map includes all genes.

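In a heat map each gene is scaled across the samples, so that samples with a wide spread stand out from their group. Within groups the Spearman correlation of 2 libraries over all tested genes was 0.989 to 0.995 for WT control, 0.949 to 0.986 for *Mtmr2* KO and 0.982 to 0.991 for niacin-treated mice. The SD across genes of the log2 deviation from the WT control mean was 0.23 to 0.28 in the WT control libraries and 0.49 to 0.61 in the niacin-treated libraries. In the libraries labelled *Mtmr2* KO it was 0.41 in replicate 4501, 0.84 in replicate 4502, 0.73 in replicate 4503 and 0.48 in replicate 4504. The 10 most abundant genes took between 12.4% and 15.1% of the counts in each of the 12 libraries. The sample description gives 3 male mice and 1 female in each group without naming them. *Xist* was at 545 CPM in WT control replicate 4498, 687 CPM in *Mtmr2* KO replicate 4502 and 585 CPM in niacin replicate 4506, and at no more than 5.99 CPM in the other 9 libraries.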

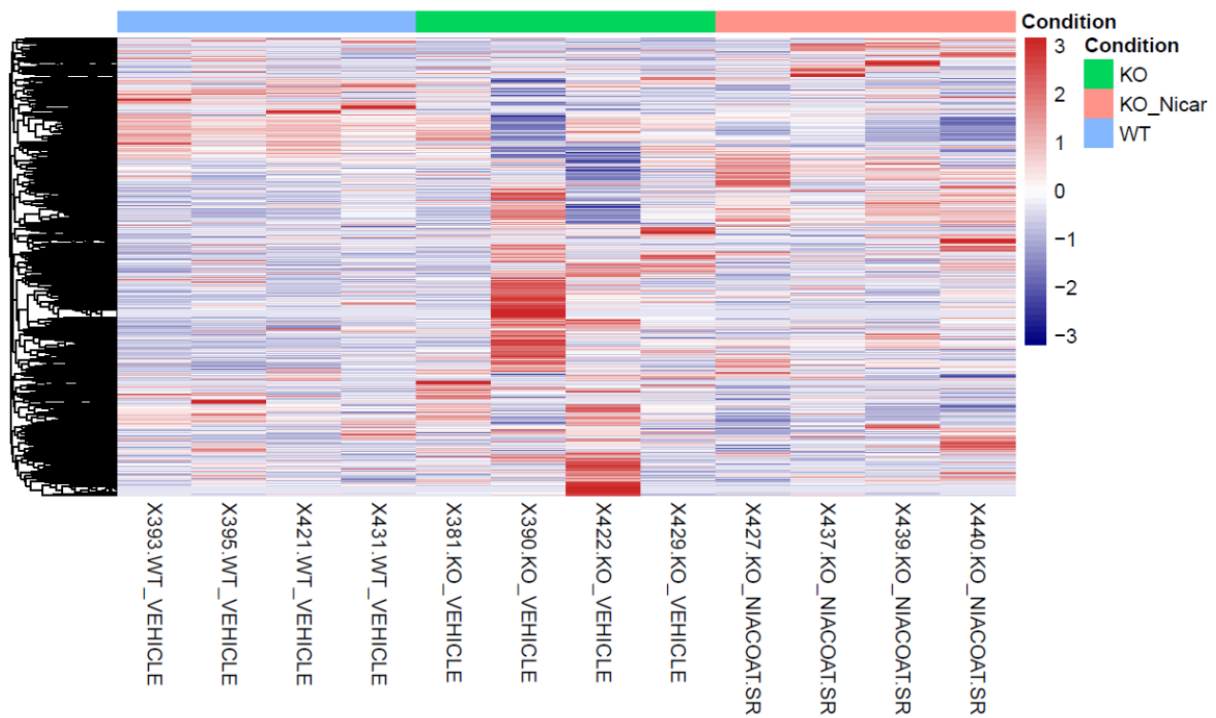

**Supplementary Figure 4.** Biochemical analysis from blood of vehicle or Niacin-SR treated mice at 6 months. Non-parametric one-way Anova, Kruskal-Wallis test, Dunn's multiple comparison test, n= 5 mice per genotype/condition of treatment, p=0.131 (A); p=0.0541 (B), p=0.073 (C), p=0.438 (D), p=0.385 (E), p=0.151 (F), p=0.346 (G) and p=0.04 (H). Comparisons of pairs within the four groups are statistically not significant. ALT, Alanine transaminase; AST, Aspartate transaminase; HDL, High density lipoprotein; LDL, Low density lipoprotein. Data are mean  $\pm$  SEM.

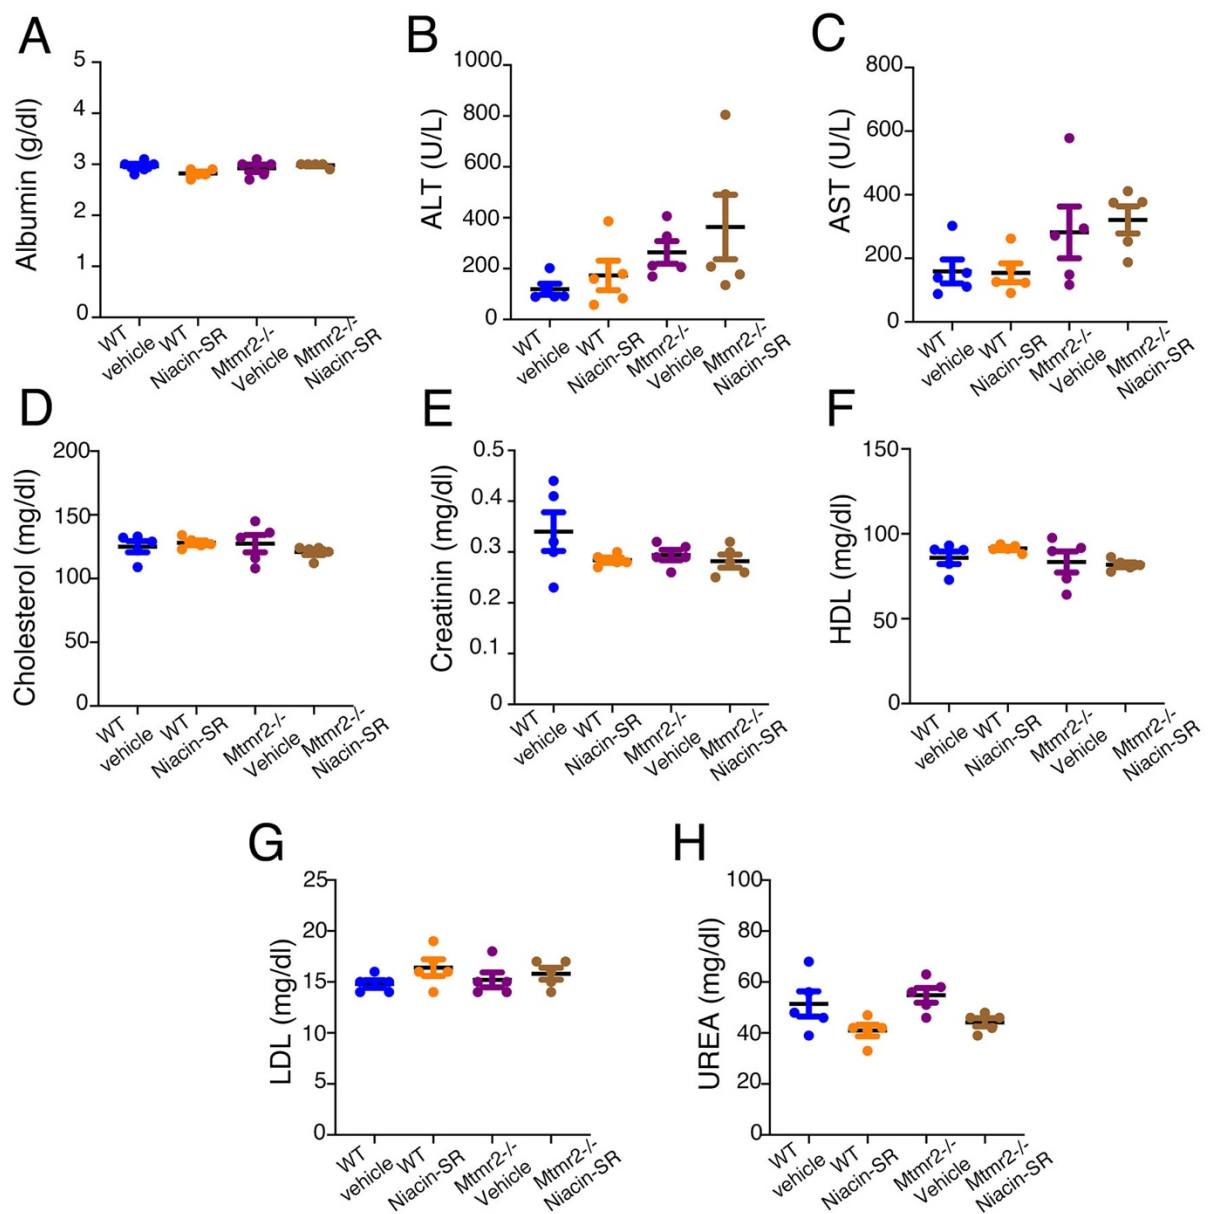

**Supplementary Figure 5.** Histological analysis of kidney, liver and gut following long-term treatment with Niacin-SR. No gross histological alterations have been observed in tissues from 6-months old WT and *Mtmt2* KO treated using Niacin-SR. Bar is 49  $\mu$ m for kidney and liver and 98  $\mu$ m for gut images. Niacin-SR is slow release.

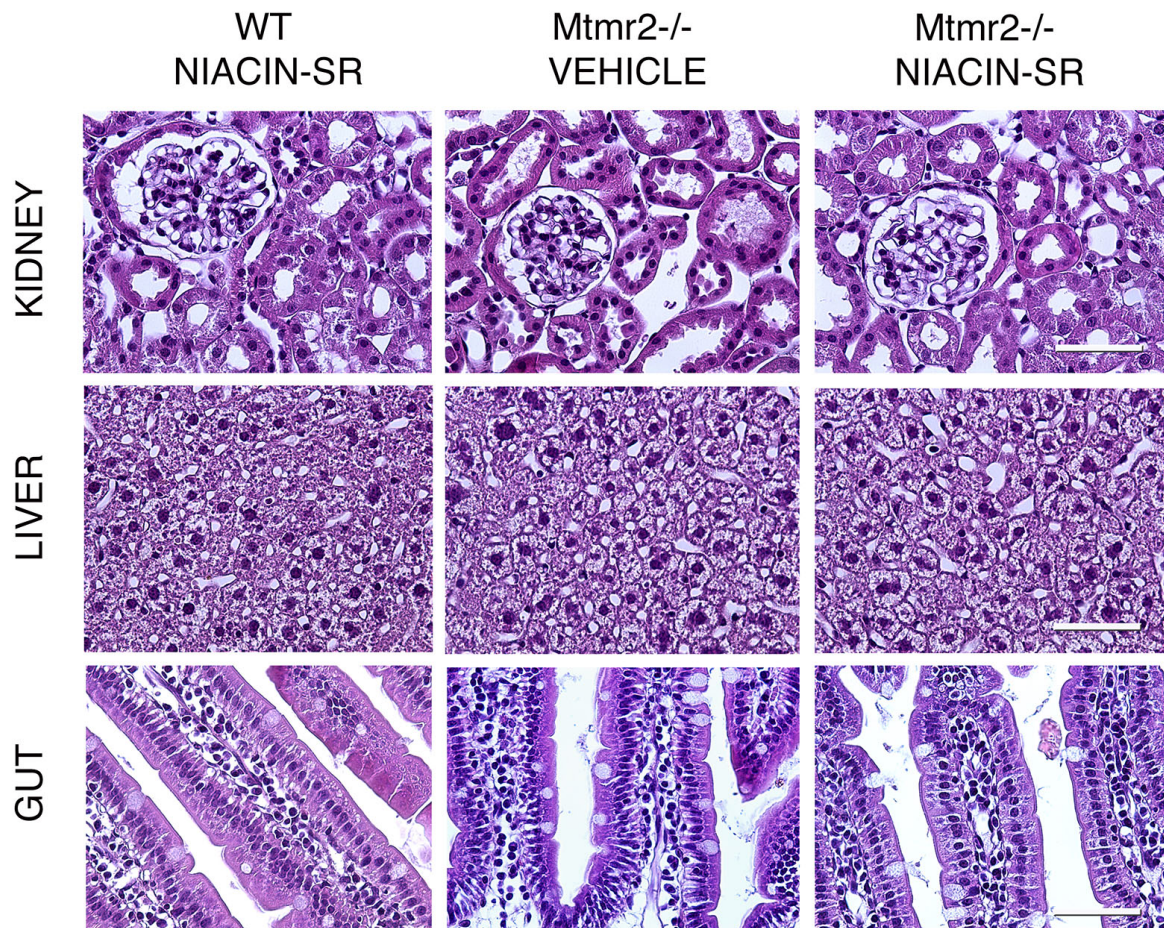

**Supplementary Figure 6.** Sciatic nerve semithin sections at high magnification showing examples of aberrant and degenerating fibers in *Mtmr2* KO mice at P180. Aberrant fibers, (myelin outfoldings, infoldings and tomacula) were identified as following: myelin outfoldings (pink asterisks) appear as satellite axons around the main myelinated axon, with whom they share the same myelin thickness and basal lamina. Myelin infoldings (orange asterisk) are similar structures which instead develop towards the axon. Tomacula (green asterisks) appear as focally myelin thickenings along single nerve fibers which often show first signs of degeneration. Degenerating fibers (blue-azure asterisks) include fibers showing axonal shrinkage and displacement (e.g fibers with degenerating tomacula), accumulation of internal myelin debris and vacuolar-like structures.

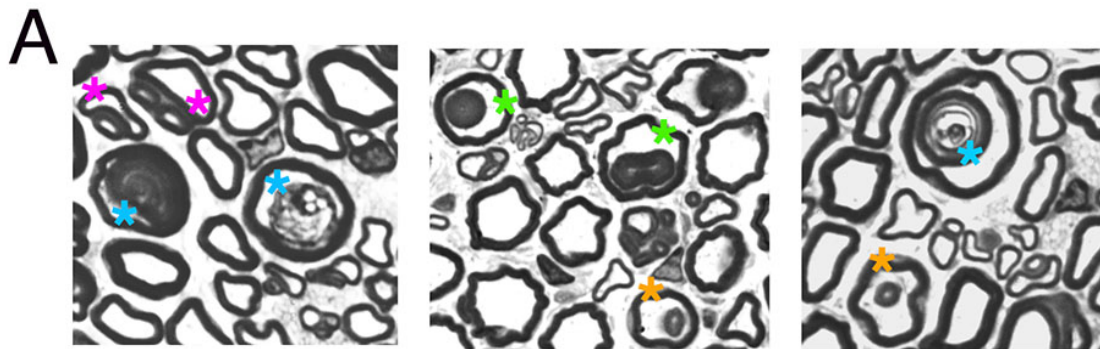

**Supplementary Figure 7.** Uncropped images of western blot experiments displayed in Supplementary Figure 2, panel A.

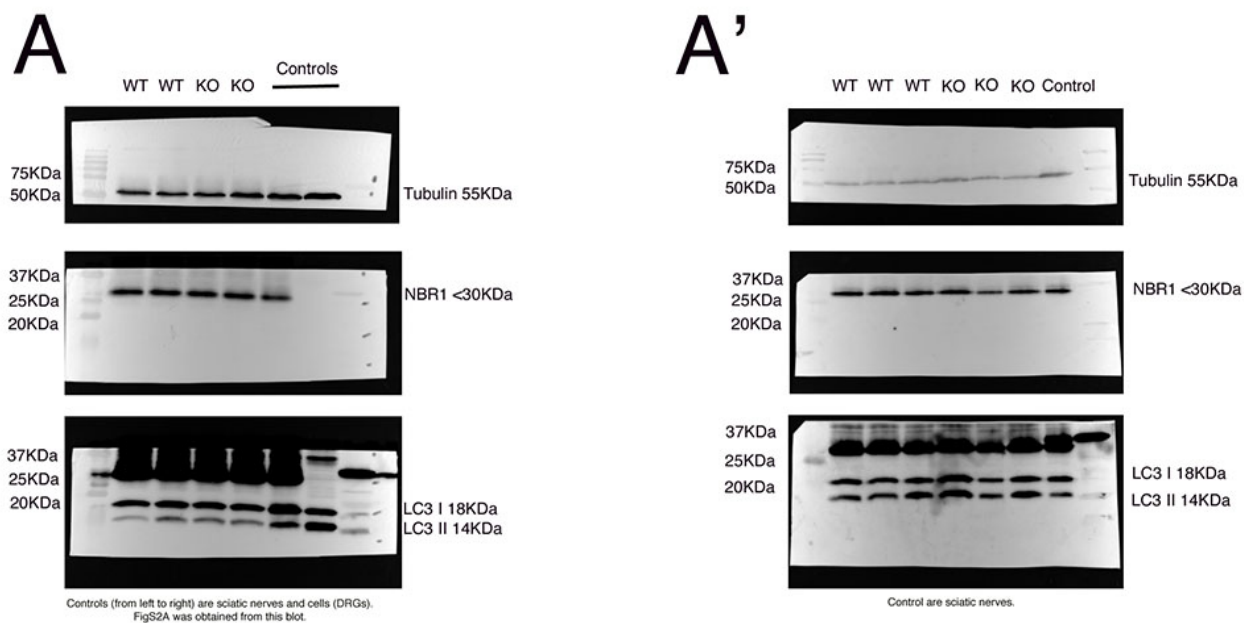

**Supplementary Figure 8.** Uncropped images of western blot experiments displayed in Supplementary Figure 2, panel B.

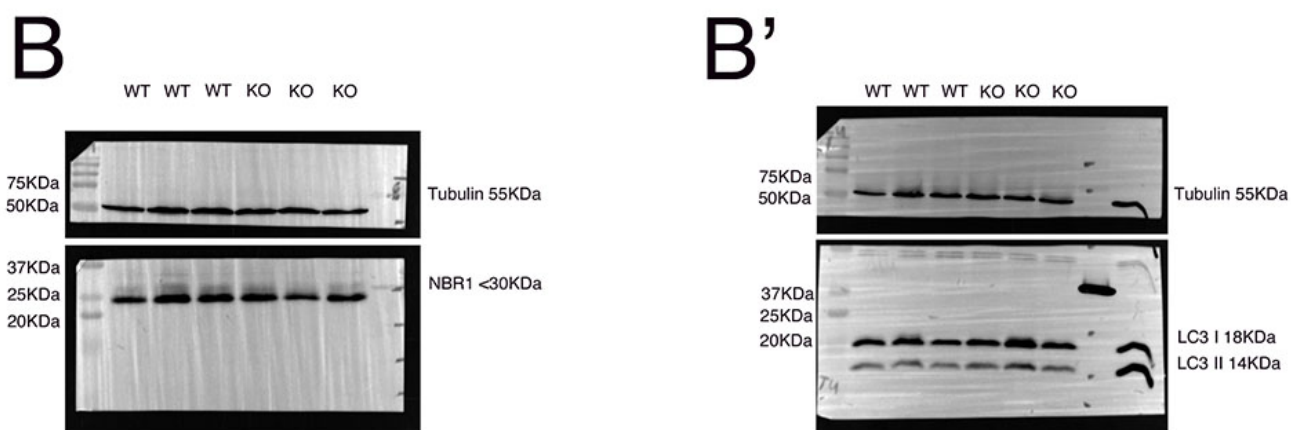

**Supplement:** fcaf039_Supplementary_Data

# Supplementary material for: Niacin ameliorates Charcot-Marie-Tooth 4B1 neuropathy without interfering with nerve regeneration
**Source:** Brain Commun. 2025 Jan 31;7(1):fcaf039. doi: 10.1093/braincomms/fcaf039

**Table: Genes Enriched in WT**

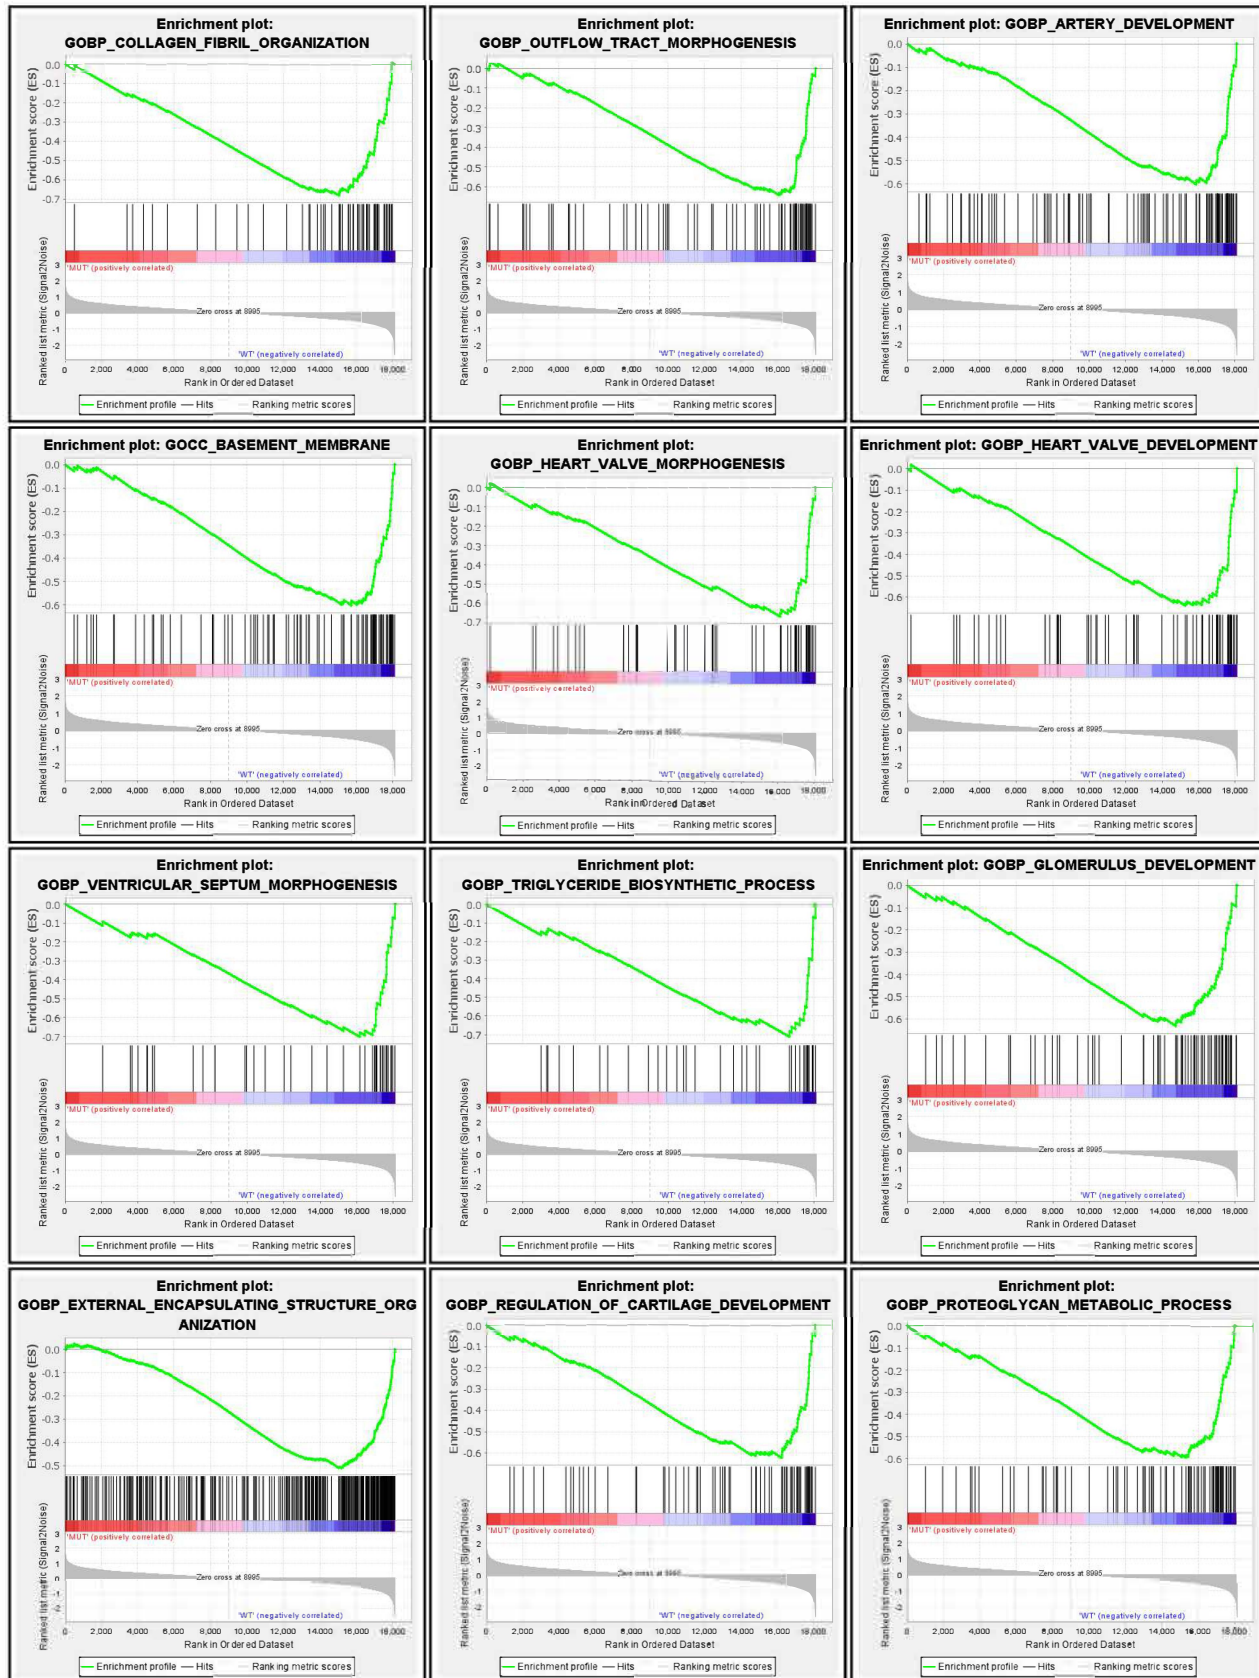

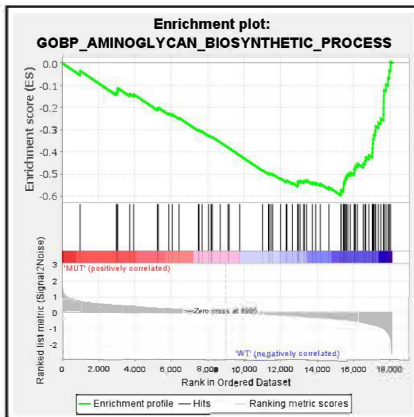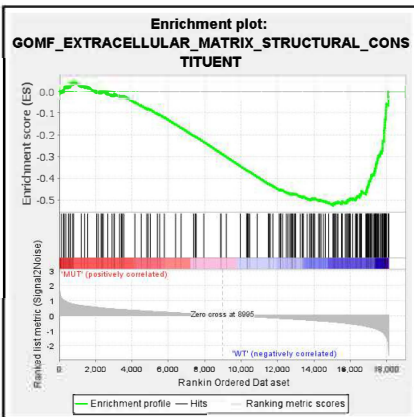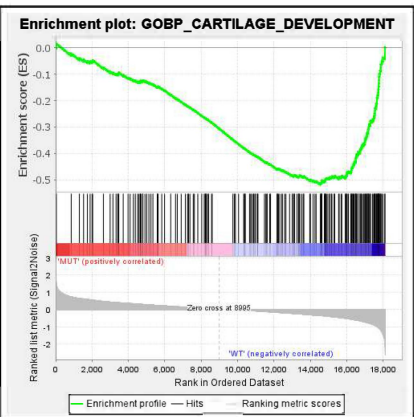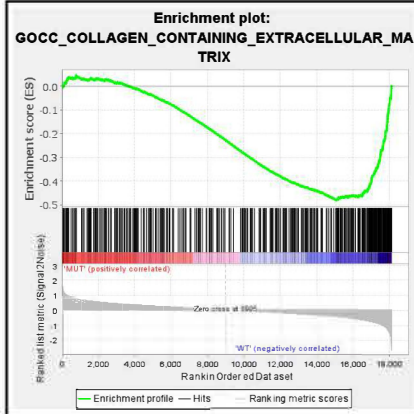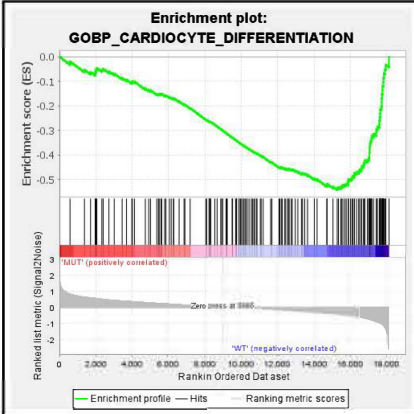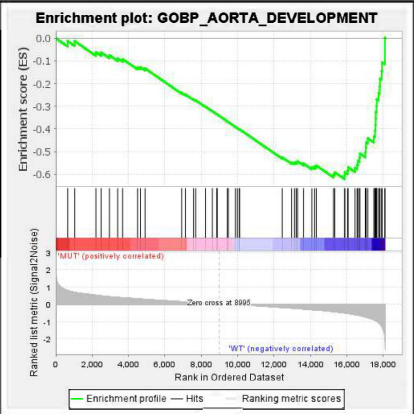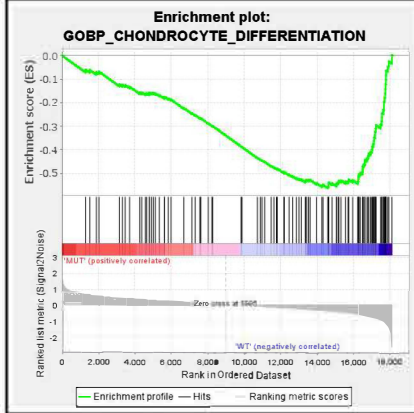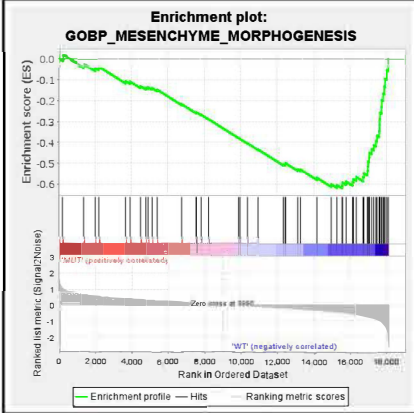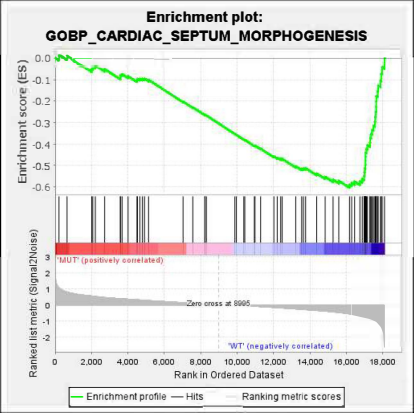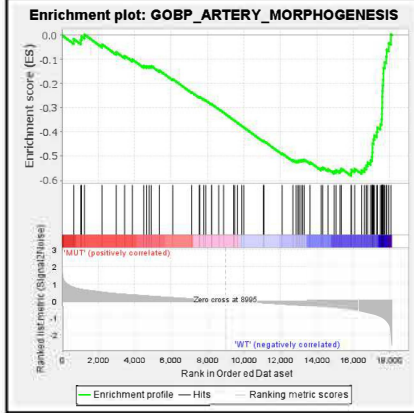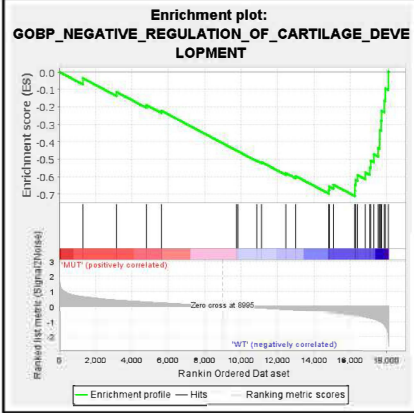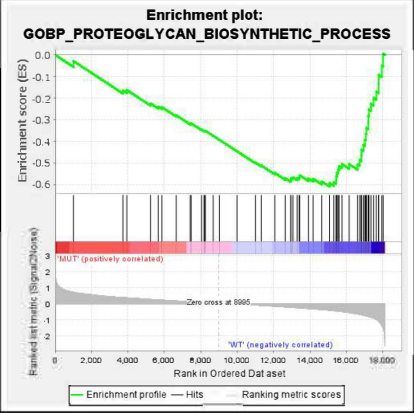

# GSEA downregulated genes:

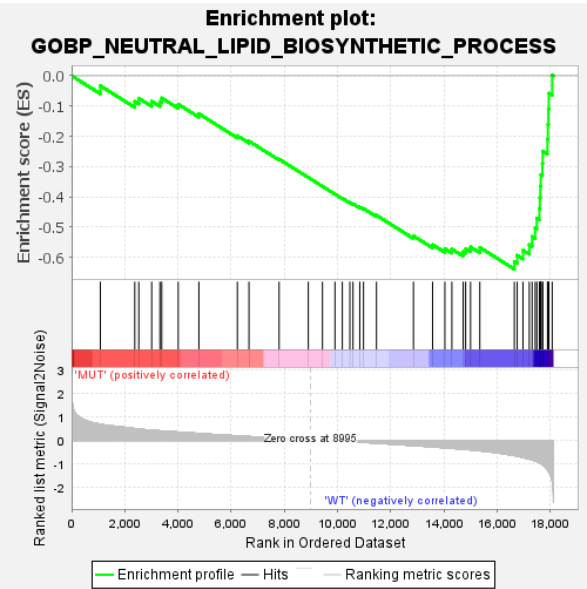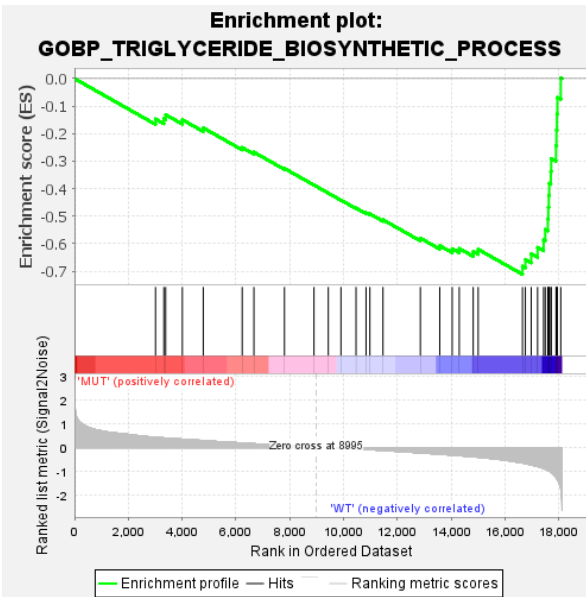

SampleName

|         |
|---------|
| AVIL    |
| AWAT2   |
| DGAT2L6 |
| SIK1    |
| CNEP1R1 |
| MFSD2A  |
| MIR30C1 |
| GPLD1   |
| SLC27A1 |
| NR1H2   |
| AGMO    |
| BGN     |
| MIR29B1 |
| FBXW7   |
| PLCE1   |
| NR1H3   |
| ANG     |
| PCK2    |
| GK      |
| GPAT4   |
| LDLR    |
| LPIN1   |
| CTDNEP1 |
| SCARB1  |
| PNPLA2  |
| LPIN2   |
| LPIN3   |
| PLA2G4A |
| GPAM    |
| C3      |
| DGAT1   |
| FITM2   |
| PLA2G15 |
| GPAT2   |
| LPGAT1  |
| PLIN5   |
| GPAT3   |
| MOGAT2  |
| THBSP   |
| ACSL1   |
| MOGAT1  |
| PNPLA3  |
| SPERF1  |
| LPL     |
| PCK1    |
| DGAT2   |

SampleName

|         |
|---------|
| SIK1    |
| CNEP1R1 |
| MFSD2A  |
| MIR30C1 |
| GPLD1   |
| SLC27A1 |
| NR1H2   |
| AGMO    |
| BGN     |
| MIR29B1 |
| FBXW7   |
| NR1H3   |
| PCK2    |
| GK      |
| GPAT4   |
| LDLR    |
| LPIN1   |
| CTDNEP1 |
| SCARB1  |
| LPIN2   |
| LPIN3   |
| GPAM    |
| C3      |
| DGAT1   |
| FITM2   |
| GPAT2   |
| LPGAT1  |
| PLIN5   |
| GPAT3   |
| MOGAT2  |
| THBSP   |
| ACSL1   |
| MOGAT1  |
| PNPLA3  |
| SPERF1  |
| LPL     |
| PCK1    |
| DGAT2   |

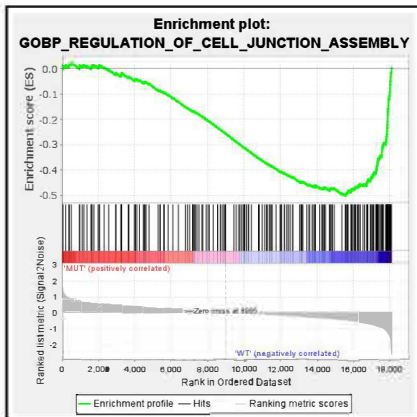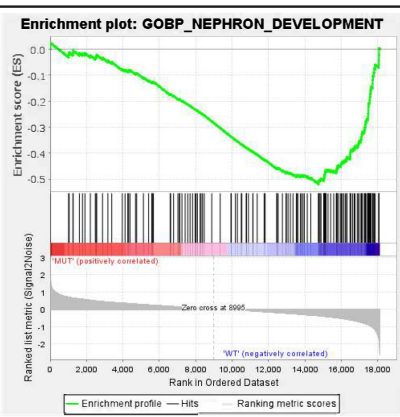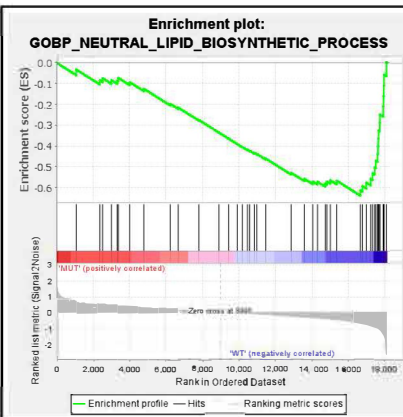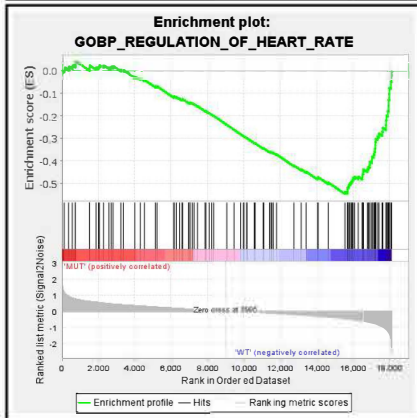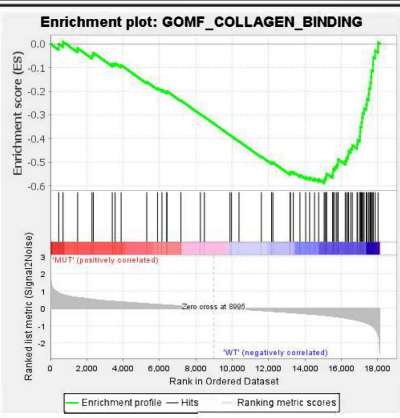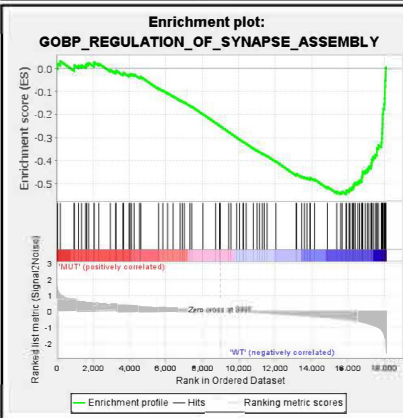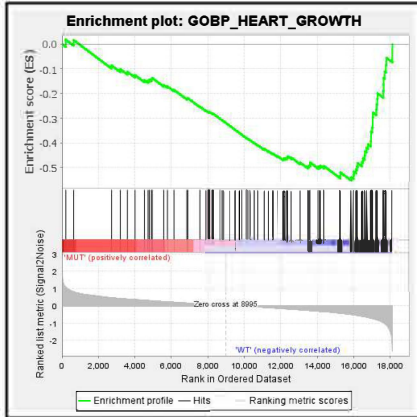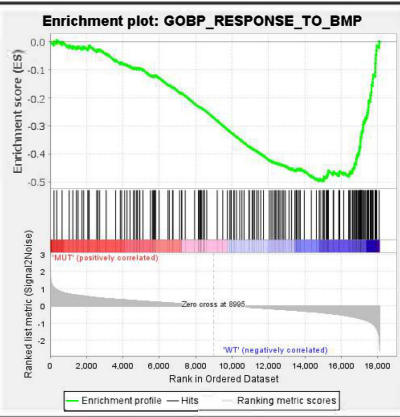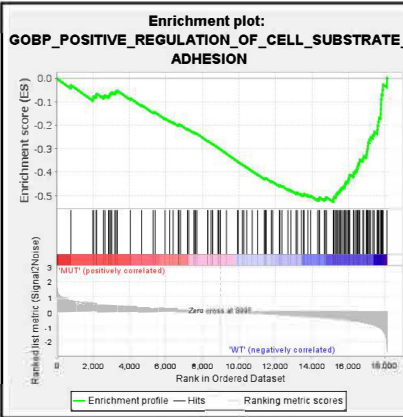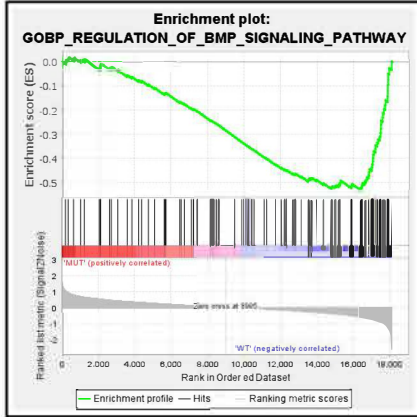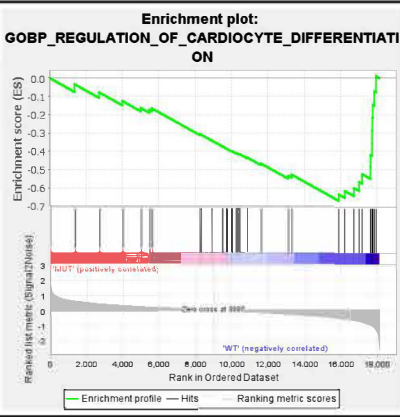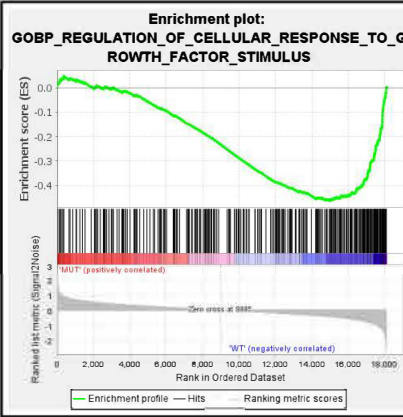

**Table: Genes enriched in Mtmr2 -/-**

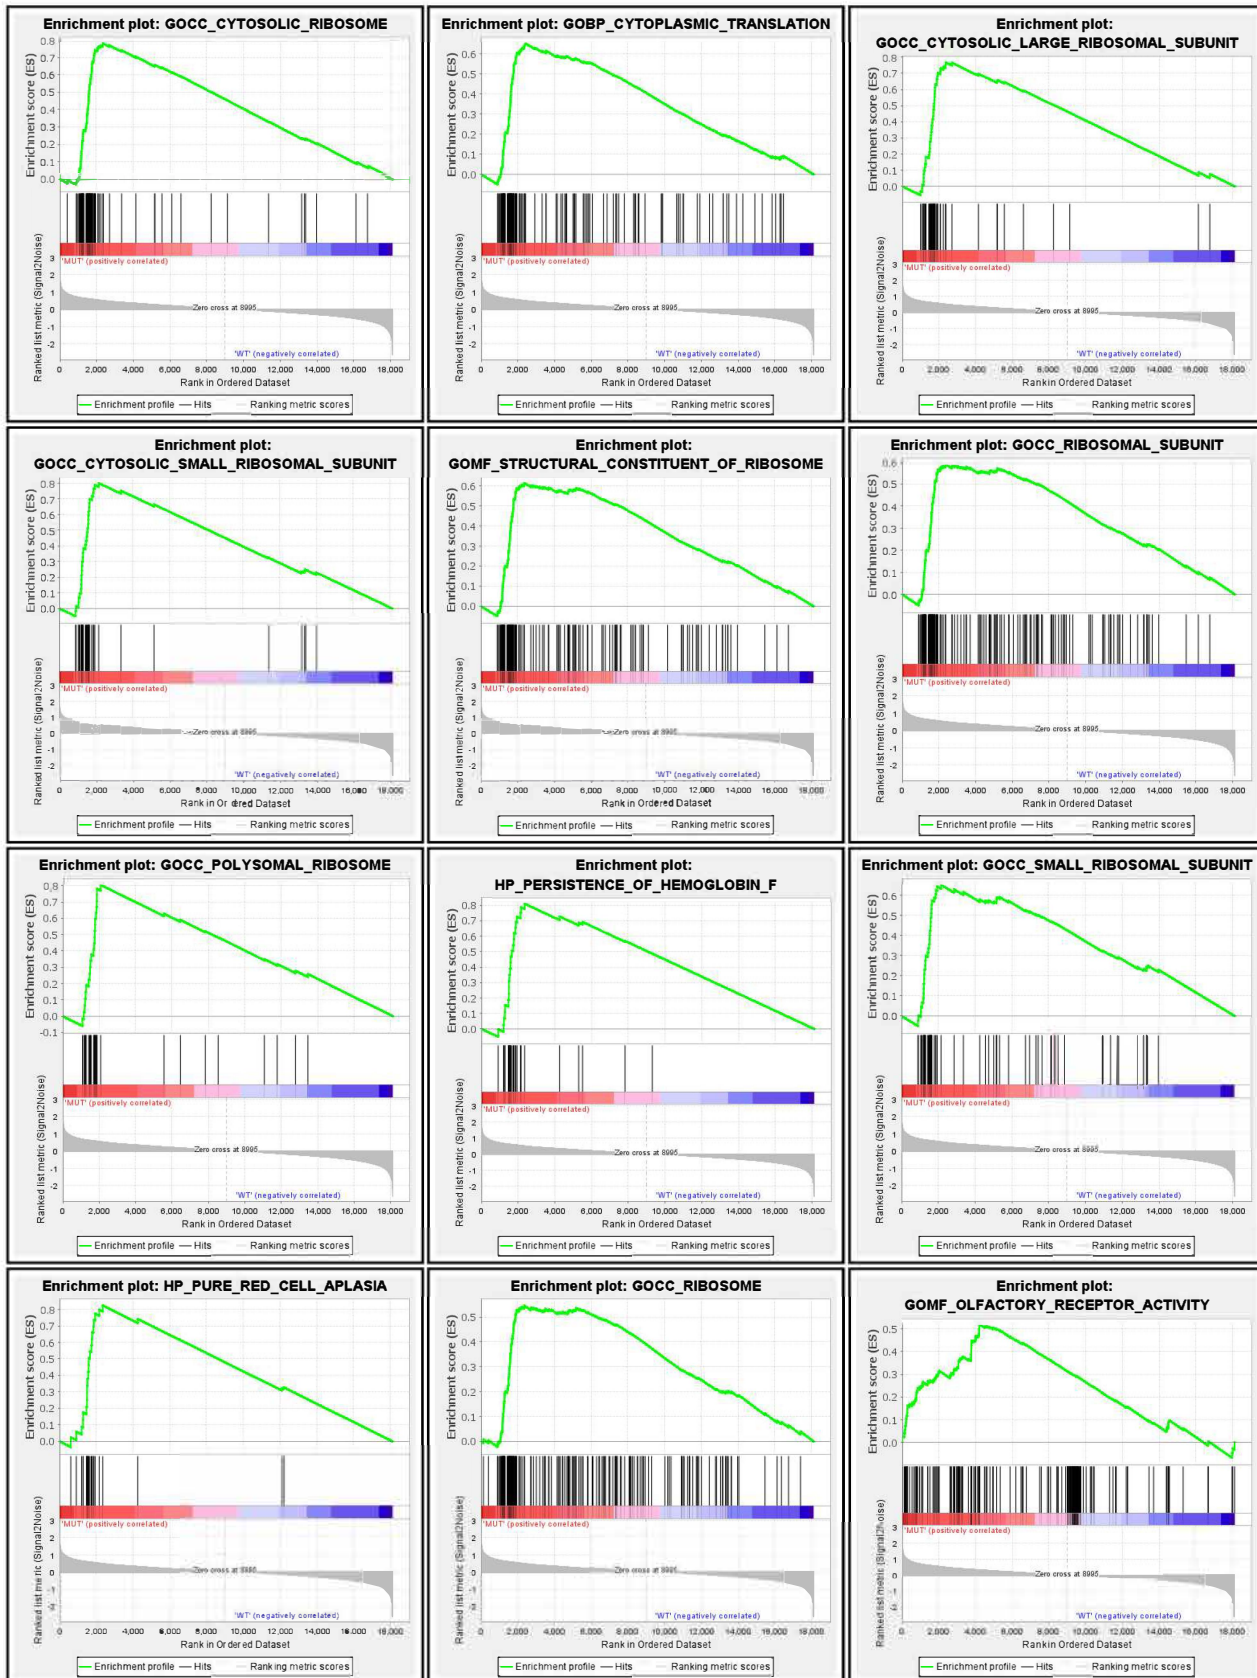

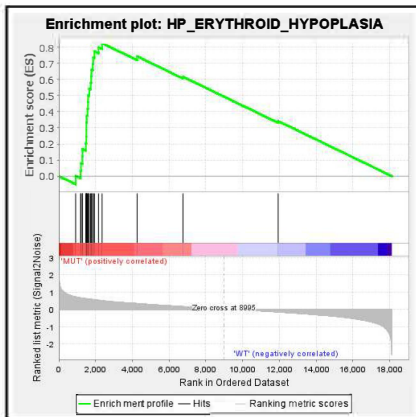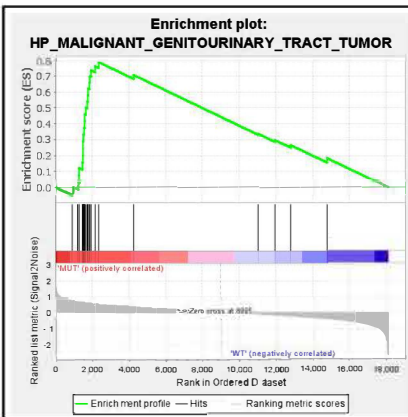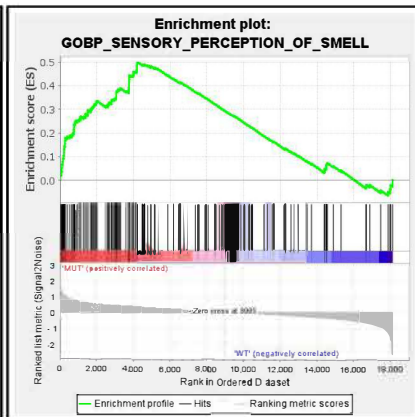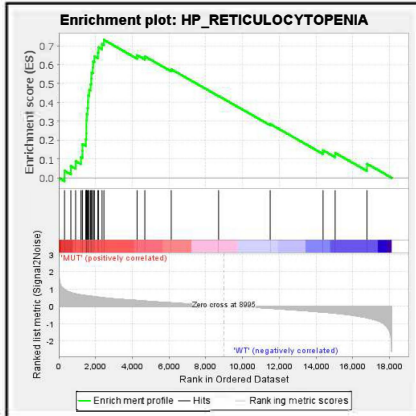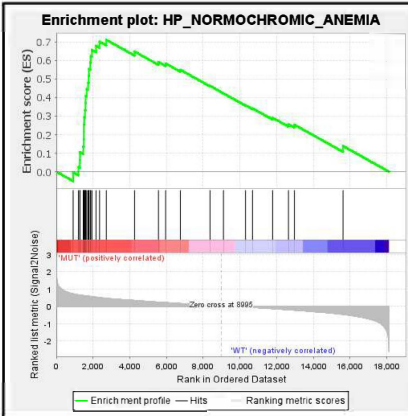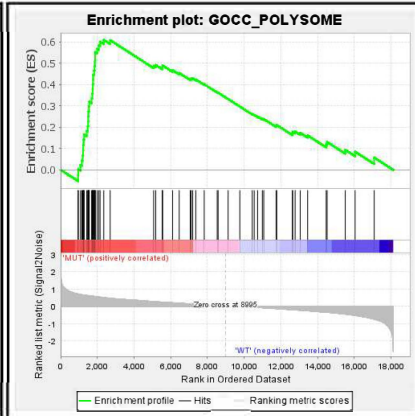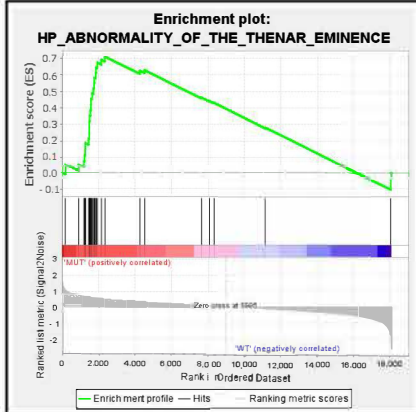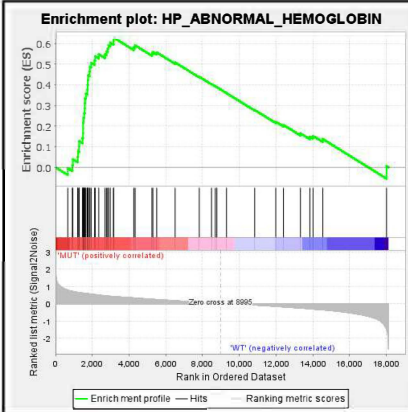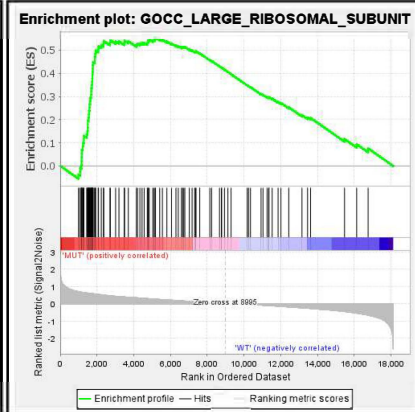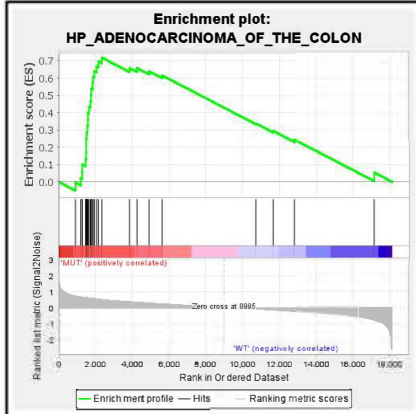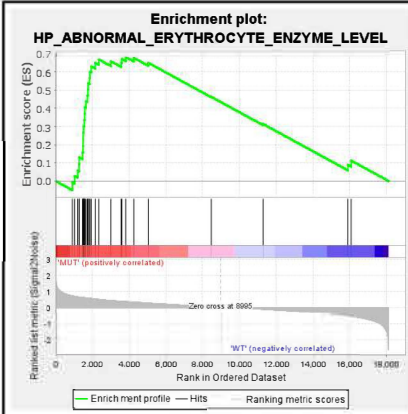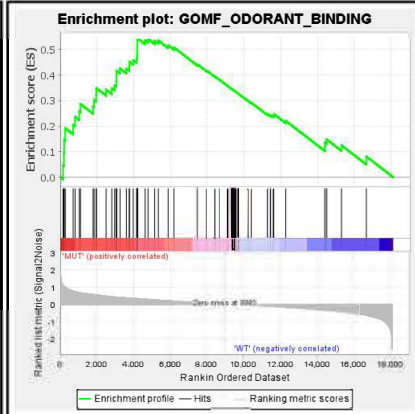

**Supplement:** fcaf039_Supplementary_Data

# Supplementary material for: Niacin ameliorates Charcot-Marie-Tooth 4B1 neuropathy without interfering with nerve regeneration
**Source:** Brain Commun. 2025 Jan 31;7(1):fcaf039. doi: 10.1093/braincomms/fcaf039
**Supplement:** fcaf039_Supplementary_Data

| Term                                                                           | Overlap | P-value  | Adjusted P-value | Odds Ratio | Combined Score | Genes                                                     |
|--------------------------------------------------------------------------------|---------|----------|------------------|------------|----------------|-----------------------------------------------------------|
| Adipogenesis WP236                                                             | 15/131  | 1,03E-09 | 3,45E-07         | 9,013989   | 186,54627      | GDF10;SREBF1;CEBPA;UCP1;LPL;TWIST1;AGPAT2;BMP4;LIPE;BMP1  |
| Familial Partial Lipodystrophy WP5102                                          | 7/30    | 2,20E-07 | 3,69E-05         | 20,72619   | 317,69667      | ;LEP;PNPLA3;PPARG;PLIN1;PCK1                              |
| Differentiation Of White And Brown Adipocyte WP2895                            | 6/25    | 1,40E-06 | 1,56E-04         | 21,43557   | 288,99107      | CEBPA;LIPE;SREBF1;PRRX1;LPL;PPARG;PLIN1                   |
|                                                                                |         |          |                  |            |                | BMP4;CEBPA;LEP;EBF3;PPARG;SLC7A10                         |
|                                                                                |         |          |                  |            |                | NTRK2;FLT4;PPP2R5A;EFNA5;THBS2;THBS1;CCND2;PPP2R1B;CREB   |
| PI3K Akt Signaling Pathway WP4172                                              | 18/338  | 3,22E-06 | 2,70E-04         | 3,922122   | 49,599146      | 3L1;NTF3;COL4A6;ITGA8;COL4A5;COL6A6;COL6A5;TEK;PCK1;FGF10 |
| Triacylglyceride Synthesis WP325                                               | 5/24    | 2,32E-05 | 1,55E-03         | 17,80159   | 189,99609      | LIPE;DGAT2;GPD1;LPL;AGPAT2                                |
| Thermogenesis WP4321                                                           | 9/108   | 3,28E-05 | 1,83E-03         | 6,21001    | 64,122437      | LIPE;NPR1;CNR1;CREB3L1;UCP1;ADCY3;PPARG;PLIN1;ADCY5       |
| Major Receptors Targeted By Epinephrine And Norepinephrine WP4589              | 4/16    | 7,44E-05 | 3,56E-03         | 22,47945   | 213,70482      | ADCY3;ADRA1D;ADRA2A;ADCY5                                 |
| miR 509 3P Alteration Of YAP1 ECM Axis WP3967                                  | 4/17    | 9,61E-05 | 4,02E-03         | 20,74921   | 191,93214      | EDNRA;TWIST1;THBS2;GPC6                                   |
| Focal Adhesion PI3K Akt mTOR Signaling Pathway WP3932                          | 14/302  | 1,76E-04 | 6,53E-03         | 3,346927   | 28,942595      | SREBF1;PFKFB3;FLT4;PPP2R5A;EFNA5;THBS2;THBS1;LIPE;PPP2R1B |
| Development Of Ureteric Collection System WP5053                               | 6/60    | 2,56E-04 | 8,49E-03         | 7,528736   | 62,274966      | ;CREB3L1;COL4A6;ITGA8;TEK;FGF10                           |
| Transcription Factor Regulation In Adipogenesis WP3599                         | 4/22    | 2,79E-04 | 8,49E-03         | 14,98174   | 122,63458      | BMP4;MYCN;FRAS1;FST;ITGA8;ROBO1                           |
| Thyroid Hormones Production And Peripheral Downstream Signaling Effects WP4746 | 7/93    | 4,63E-04 | 1,20E-02         | 5,525308   | 42,418525      | CEBPA;LEP;TWIST1;PPARG                                    |
| PPAR Signaling Pathway WP3942                                                  | 6/67    | 4,67E-04 | 1,20E-02         | 6,662408   | 51,088558      | NPR1;UCP1;AQP7;ADCY3;PPARG;SLC16A10;PLIN1                 |
| Transcriptional Cascade Regulating Adipogenesis WP4211                         | 3/13    | 8,22E-04 | 0,019673         | 20,16451   | 143,24014      | UCP1;AQP7;LPL;PPARG;PLIN1;PCK1                            |
| Cell Migration And Invasion Through p75NTR WP4561                              | 4/30    | 9,51E-04 | 0,021242         | 10,36776   | 72,137416      | CEBPA;SREBF1;PPARG                                        |
| Monoamine GPCRs WP58                                                           | 4/33    | 0,001372 | 0,028718         | 9,293812   | 61,262682      | NTRK2;TWIST1;EFNA5;MMP9                                   |
|                                                                                |         |          |                  |            |                | CHRM3;HTR7;ADRA1D;ADRA2A                                  |
|                                                                                |         |          |                  |            |                | CHRM3;OXTR;EDNRA;HTR7;HCAR1;CNR1;PTGER3;APLN;ADRA1D;      |
| GPCRs Class A Rhodopsin Like WP455                                             | 11/259  | 0,001731 | 0,034109         | 3,027957   | 19,255114      | ADRA2A;CMKLR1                                             |
| GPCRs Other WP117                                                              | 6/91    | 0,002325 | 0,04327          | 4,775416   | 28,958405      | CHRM3;EDNRA;HTR7;CNR1;ADRA1D;ADGRL2                       |
|                                                                                |         |          |                  |            |                | SLC5A6;SLC6A6;SREBF1;THBD;SRPX2;ALAS1;SLC2A13;MYOF;AMIG   |
| Nuclear Receptors Meta Pathway WP2882                                          | 12/314  | 0,002621 | 0,046204         | 2,714579   | 16,136486      | O2;PCK1;ESR1;CAP2                                         |

How the deposited data were processed for this re-analysis (not part of the article)

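RNA was measured in sciatic nerves of mice at postnatal day 30, in 12 libraries of 1 mouse each: 4 WT control, 4 *Mtmr2* KO and 4 niacin-treated *Mtmr2* KO. Conditions were taken from the sample labels and the paper, and libraries are named by the replicate numbers of the labels, 4497 to 4508. The authors mapped the reads to GRCm38 with STAR and deposited read counts per Ensembl gene, which are whole numbers without normalization. The STAR version, the counting program, the annotation release and the handling of strand are not given in the sources used here. The authors also deposited 1 table for each of the 3 comparisons, made with DESeq2, with log2 fold changes, their standard errors, Wald scores, p-values and adjusted p-values. Values taken from these are named as the authors' deposited table.

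All columns of per-sample counts were used. Totals per library ranged from 20763951 to 33191106 counts. Of the 43432 genes in the count table, 42548 were found by identifier in the GENCODE release M21 annotation of GRCm38, which gave the coordinates, 42462 had a transcript sequence, and 42615 had a symbol in the deposited tables. No row of the table lacked a gene identifier.

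Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with the 3 groups, libraries were scaled by TMM, and 1 quasi-likelihood model over the 12 libraries without covariates gave the 3 comparisons. Tests were two-sided, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Levels are CPM (each count scaled by the library total) computed here from the deposited counts with the TMM factors, and log2 levels used a prior count of 2. Groups were called separate for a gene when all 4 libraries of one lay on one side of the 4 of the other. Exact permutation tests used all 70 ways to draw 4 of 8 libraries. With 4 libraries per group no exact p under 0.0286 can be reached.

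Gene lists were tested with limma 3.58.1 on voom values, by camera with a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 18 lists in each comparison, and by fry and by camera with an estimated correlation. Tested were the neutral lipid and triglyceride biosynthesis lists of the supplement. Cytosolic ribosomal protein genes and collagen genes, families shown in the supplement, were defined by symbol. A further 14 marker lists were written from general knowledge before the data were examined. The marker lists cover white and brown adipocytes, skeletal muscle, vascular smooth muscle, sensory neuron cell bodies, neutrophils, red blood cells, myelinating and non-myelinating Schwann cells, perineurial and endoneurial fibroblasts, macrophages, glucocorticoid response, cholesterol biosynthesis, fatty acid synthesis and immediate early genes.

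The text names genes by a rule fixed before the data were examined. It names the genes that the paper names for the RNA-seq, *Mtmr2*, the genes *Adam17*, *Nrg1*, *Bace1* and *Hcar2* of the proposed route of niacin, and list members among the 3 most abundant of their list, not all of which are reported. For *Mtmr2* KO versus WT control and niacin versus *Mtmr2* KO it also names the 3 genes with the smallest p in each direction among the called genes with separate groups. The rule also asked for a tally of the genes drawn in Fig. 6B. These can be read only from a picture, so a tally made from a reading by eye is not reported. In place of it, the genes with the largest changes among the calls made here, up to 25 per direction, were followed into the niacin comparison. Other genes named were chosen after their values were seen, as stated beside them.

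The reversal of changes under niacin was examined in 3 further ways. The 8 libraries of *Mtmr2* KO mice were assigned to the treated and untreated arms in all 70 ways. Calls and niacin effects were taken from different *Mtmr2* KO libraries in the 6 ways to divide these into 2 and 2, with the calls from an edgeR fit of the 2 libraries and the WT control libraries, and the niacin effect from mean log2 CPM. Shared libraries were also simulated without any difference between the groups. Other splits of the 8 libraries of each comparison were counted over all 35.

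Alternatives set before the data were examined were DESeq2 1.42.0 on all 12 libraries and on only the 2 groups compared, limma-voom with sample quality weights, DESeq2's size factors in edgeR, edgeR on only the 2 groups compared, no filter except at least 1 count in total, at least 10 counts in every library, log2 CPM of *Xist* as a covariate, each library left out in turn, and for the calls with different libraries an unadjusted p under 0.01. Corrections of each library for GC content and length of the longest transcript, by natural splines with 5 degrees of freedom, and thinning of libraries to the lowest total were chosen after seeing the data. GC content and length were known for 17142 genes, 99.3% of those tested.

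The steps were tested on counts simulated from the means, totals and fitted dispersions of these libraries, with 200 genes changed between *Mtmr2* KO and WT control. These had a mean log2 CPM above 2 and changed by 2 on the log2 scale, up or down. Genes were drawn independently, with the same spread in every group, and the simulations of reversal were drawn in the same way. All 200 (100%) were recovered by each tool. This does not test smaller changes or the wider spread of the real *Mtmr2* KO libraries. Calls of unchanged genes numbered 10 with edgeR over 17031 genes, 33 with DESeq2 on all 12 libraries over 17257, 6 with limma-voom over 17031, 11 with edgeR on 2 groups over 16833 and 10 with edgeR and GC correction over 16920. A list of 30 genes simulated higher had a camera adjusted p of 4.75e-214 and a list of 30 unchanged genes 0.795. Since the simulated genes were independent, this does not test the preset correlation between genes. Tables were prepared and figures drawn with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.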

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

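The tests on muscle fibres, on other splits of the libraries for the muscle and glucocorticoid genes, and on the glucocorticoid genes without replicate 4503, as well as the corrections for GC content and length and the thinning of libraries, were chosen only after the result was seen.

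In 138 groups of 4 libraries, over the levels of the named genes, the list scores and the library measures, 11 (7.97%) held a library whose gap to its nearest neighbour took up more of the range of the group than Dixon's 95% limit allows, against 5% by chance. *Lpl* was at a log2 CPM of 8.88 in niacin replicate 4505 and between 9.60 and 9.71 in the other 3 (gap 0.868 of the range). The mean z-score of the adipocyte genes was also low in replicate 4505, at −0.53 against 0.41 to 0.42 (gap 0.986). *Mt1* was at 8.37 in WT control replicate 4498 against 7.71 to 7.73 (gap 0.963), and *Ccdc80* at 8.19 in WT control replicate 4500 against 7.83 to 7.86 (gap 0.915). The neutrophil score was higher in WT control replicate 4500, at −0.13 against −0.41 to −0.39 (gap 0.919), and in niacin replicate 4508, at 0.96 against −0.84 to −0.57 (gap 0.847). The muscle score was lower in WT control replicate 4499 than in the other 3, at −0.30 to −0.19 (gap 0.837). The total of niacin replicate 4506, 22935378 counts, lay above 20983641 to 21189236 (gap 0.895). The median Spearman correlation with the own group was lower in WT control replicate 4500, at 0.991 against 0.993 (gap 0.970), and higher in niacin replicate 4507, at 0.987 against 0.983 to 0.984 (gap 0.916). Their causes were not tested. Each group holds 3 male mice and 1 female, without the labels giving the sex of single libraries. *Xist* was high in replicates 4498, 4502 and 4506, and 2 of the 11 (*Mt1* in replicate 4498 and the total of replicate 4506) lie in these. A difference that follows *Xist* does not account for the other 9, and for these 2 sex stays open and untested.

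Of the glucocorticoid response genes the paper names *Mt1*, and it does not discuss them as a set. All 15 had a higher mean in the libraries labelled *Mtmr2* KO than in WT control, with a median log2 fold change of 1.53 (camera adjusted p = 7.83e-08 from limma), and all 15 fell under niacin, with a median of −1.36 (3.9e-06). Under fry the adjusted p was 0.0847 and 0.169, so neither call holds there. Among all genes edgeR's quasi-likelihood test called 1 in *Mtmr2* KO and 3 under niacin, and adjusted over the list alone 10 and 11. *Tsc22d3*, among the most abundant of them, had 219 ± 4.70, 652 ± 374 and 369 ± 80.9 CPM (SD, n = 4) in WT control, *Mtmr2* KO and niacin, and *Cdkn1a* had 386, 550 and 269 CPM. Replicate 4503, whose *Mtmr2* level lies in the control range, had a mean z-score of 2.31 against 0.04 to 0.40 in the other 3 (gap 0.842 of the range) and a median log2 deviation from the WT control mean of 2.72, against 0.42 to 0.68. The values argue against replicate 4503 alone carrying the difference, since without it the median was 0.46 (camera adjusted p = 2.6e-05 from limma). Of the 35 splits of the libraries, 3 gave as small a p in *Mtmr2* KO versus WT control and 4 in niacin versus *Mtmr2* KO, so chance cannot be excluded for either by this test, while the mean z-score separated the groups in both (exact permutation p = 0.0286, the smallest possible). A stress response around the taking of the nerves and an effect of the genotype both stay open, the second untested, since replicate 4503 lies apart both here and in *Mtmr2*.

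Between niacin and WT control, 5586 genes were called when only these 2 groups were fitted, a comparison whose calls the paper does not report, and 0 with the 3 groups in 1 edgeR fit, where 4254 had an unadjusted p under 0.05. With no call to match, 35 of 35 splits give as many, so the splits say nothing about chance here. DESeq2 on all 12 libraries called 225 higher and 845 lower. The tables argue against 3 technical trends as the whole cause, since 3643 genes were called after correction for GC content, 5137 after correction for transcript length and 5489 after thinning each library to the lowest total. After correction for GC content and length together 2641 were called, so these trends may account for part of the calls. A difference between library batches stays open, because the labels name none and the niacin libraries share a trend with GC content (Spearman correlation across genes of −0.36 to −0.31 with the deviation from the WT control mean, against −0.10 to 0.09 in WT control). An effect of the genotype, of niacin or of both is also open and untested, because the series used here holds no niacin-treated WT mice.

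Skeletal muscle genes had a median log2 fold change of 5.03 between niacin and WT control (camera adjusted p = 6.07e-06 from limma, 0.329 under fry) and of 5.41 between niacin and *Mtmr2* KO (8.79e-07), with all 12 genes higher in both. Against *Mtmr2* KO 9 of the 12 were called by edgeR's quasi-likelihood test. The rise lay in 2 libraries, since the median log2 deviation from the WT control mean was 6.06 in replicate 4506, 6.05 in replicate 4507, 1.32 in replicate 4508 and 0.43 in replicate 4505. *Myh4* was at 976 and 663 CPM in replicates 4506 and 4507 and at no more than 18.3 CPM in the other 10 libraries. *Tnnt3* was at 678 and 795 CPM and *Acta1* at 475 and 401 CPM in these 2. In 11 of the 12 genes these were the 2 highest libraries, which any cause of a rise in them would give. Muscle fibres taken with these 2 nerves therefore stay open. Of the 35 splits of the niacin and WT control libraries 15 gave as small a p, so chance cannot be excluded by this test, while the mean z-score separated the niacin libraries from WT control and from *Mtmr2* KO (exact permutation p = 0.0286 each, the smallest possible). By the median deviation replicate 4505 lay within the WT control libraries (−1.22 to 0.53). An effect of niacin stays open and untested.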

How the results depend on the processing

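The corrections for GC content and length and the thinning of libraries were chosen only after the result was seen, and the other alternatives before. No paired analysis was possible because the groups share no replicate numbers.

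Over the alternatives run for the named genes, which leave out DESeq2 on only the 2 groups compared and edgeR without the filter, their log2 fold changes kept their direction and their side of the threshold in 650 cases, passed the threshold in 63, lost it in 92 and changed sign in 7. The summary results stayed the same in 176 cases, moved in 106, passed a threshold in 17, lost it in 8 and changed direction in 6. Between TMM and DESeq2's size factors, the median of all genes moved by 0.01 in *Mtmr2* KO versus WT control, −0.01 in niacin versus *Mtmr2* KO and −0.001 in niacin versus WT control.

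The counts of calls moved most. DESeq2 on all 12 libraries called 272 genes higher and 411 lower in *Mtmr2* KO versus WT control, 501 and 577 in niacin versus *Mtmr2* KO, and 225 and 845 in niacin versus WT control, with 236 genes called in opposite directions in *Mtmr2* KO and under niacin and 102 still called against WT control. DESeq2 on 2 groups gave, in the same order, 133 and 294, 245 and 199, 2594 and 3197, 114 and 177. Limma-voom with sample quality weights gave 9 and 99, 808 and 1199, 3596 and 3715, 60 and 58. EdgeR without the filter gave 107 and 234, 312 and 261, 97 and 214, 117 and 24. With only 2 groups edgeR called 0 and 0 (2349 genes at an unadjusted p under 0.05), 0 and 0 (2249 genes), then 2682 and 2904, and 0 genes in opposite directions. With *Xist* as a covariate edgeR called 0 and 12 (2618 genes at an unadjusted p under 0.05), 26 and 24, and 4 in opposite directions. Corrected for GC content it called 44 and 116 in *Mtmr2* KO versus WT control, with 54 in opposite directions. Corrected for GC content and length it called 72 and 131, then 235 and 230, with 84 in opposite directions. Between niacin and WT control the fits on 2 groups called 1705 and 1938 genes after GC correction, 2642 and 2495 after length correction, 1371 and 1270 after both, and 2647 and 2842 after thinning. With DESeq2's size factors in edgeR the calls were 11 and 38, then 122 and 145, and with at least 10 counts in every library 9 and 32, then 96 and 116. These 2 settings, the *Xist* covariate and both corrections over 12 libraries gave 0 calls between niacin and WT control in edgeR, with 3156 to 4213 genes at an unadjusted p under 0.05. Of the 46 genes called in *Mtmr2* KO, 46 were also called by DESeq2 in both fits, without the filter, with DESeq2's size factors and after GC correction, 43 after GC and length correction, 39 with at least 10 counts, 38 by limma-voom, 12 with *Xist* and 0 by edgeR on 2 groups. The cause was not tested.

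With each library of the comparison left out in turn, calls ranged from 0 to 202 higher and 0 to 255 lower in *Mtmr2* KO versus WT control, 0 to 1745 and 0 to 2435 in niacin versus *Mtmr2* KO, and 0 to 57 and 0 to 1 in niacin versus WT control. Genes called in opposite directions ranged from 0 to 141 (1 without replicate 4503) and genes still called against WT control from 0 to 26 (2 without replicate 4503). The share with the opposite sign under niacin ranged from 83.3% to 100% over the 6 fits with any call, for all called genes and for the largest changes alike. It was lowest without replicate 4503, where the gene without the opposite sign was *Mtmr2* itself. Under the other alternatives with any call it lay between 93.8% and 100%. With calls and niacin effects from different libraries, the median share was 74.7% at an unadjusted p under 0.01. It was 88.9% with DESeq2's size factors and 90.9% with at least 10 counts. Single splits ranged from 26.5% to 86.7%, 26.7% to 100% and 24.5% to 100% in the same order.

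In *Mtmr2* KO versus WT control no list was called under fry (adjusted p = 0.0711 for neutral lipid, 0.0831 for triglyceride, 0.127 for ribosomal and 0.0948 for collagen genes, limma) or with an estimated correlation (0.234, 0.234, 0.266 and 0.244, limma). In niacin versus *Mtmr2* KO the neutral lipid list passed the threshold with DESeq2's size factors (camera adjusted p = 0.0490), the *Xist* covariate (0.0393), GC correction (0.0165) and GC and length correction (0.0117), and the triglyceride list with the last 2 (0.0327 and 0.0210), from limma. The direction of the collagen genes reversed with GC and length correction (0.526). With each library left out, the adjusted p of the neutral lipid list ranged from 0.00215 to 0.248, of the triglyceride list from 0.00215 to 0.376, of the ribosomal genes from 2.67e-05 to 0.957 and of the collagen genes from 0.0292 to 0.957 (camera). The direction of the ribosomal genes reversed without replicate 4504 or 4506, and that of the collagen genes without replicate 4501 or 4508. The cause was not tested.

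Genes of low level or small change reversed. Between niacin and *Mtmr2* KO, *Hcar2* changed by 0.63 with limma-voom and ranged from −0.65 to 0.61 with each library left out, and *Nrg1* changed by 0.45 with limma-voom, by 0.13 with *Xist*, and ranged from −0.34 to 0.67. In *Mtmr2* KO versus WT control *Nrg1* ranged from −0.093 to 0.94 and *Bace1* from −0.049 to 0.29. *Hcar2* and *Nrg1* reversed without replicate 4502 and *Bace1* without replicate 4503. None of the reversed values passed the threshold, and the cause was not tested.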

Differences from the paper's values

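The corrections for GC content and length named here were chosen only after the result was seen, and so were the values of single genes by DESeq2 on 2 groups and by edgeR without the filter. The paper states 297 genes lower in *Mtmr2* KO than in WT control, and its deposited table holds 135 higher, against 38 and 8 with edgeR's quasi-likelihood test over all 12 libraries, and 245 genes higher and 198 lower with niacin than in *Mtmr2* KO, against 120 and 126. Of the alternatives set before the data were examined, DESeq2 on only the 2 groups compared (133, 294, 245 and 199) and edgeR without the filter on low counts (107, 234, 312 and 261) came within 1.5 times of all 4 values. DESeq2 on all 12 libraries did so for the genes lower in *Mtmr2* KO (411) and for none of the other 3 values (272, 501 and 577), and edgeR with DESeq2's size factors only for the genes lower with niacin (145). Without replicate 4501 both counts in *Mtmr2* KO came within that range (202 and 255), and without replicate 4504 the genes higher in *Mtmr2* KO (128) and higher with niacin (214), while 146 and 298 did not. Limma-voom, edgeR on 2 groups, at least 10 counts in every library, the *Xist* covariate and the other libraries left out reached none of the 4. Corrected for GC content and length, a setting chosen after seeing the values, edgeR called 235 genes higher and 230 lower with niacin and dropped 133 of the 444 calls in the authors' deposited table. Corrected for GC content, also chosen after seeing the values, it called 139 lower and dropped 197 of them.

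The paper lists *S100a9*, *Mt1* and *Dgat2* as significantly changed in *Mtmr2* KO, where edgeR over all 12 libraries gave adjusted p of 0.127, 0.0502 and 0.0519 (quasi-likelihood test with Benjamini-Hochberg adjustment), with the directions of the paper. The 2 other genes it lists, *Nnat* and *P2rx1*, were called. DESeq2 on all 12 libraries called *S100a9* (0.0422), *Mt1* (1.05e-05) and *Dgat2* (1.59e-05). *Mt1* was also called with DESeq2's size factors in edgeR (0.0484) and without replicate 4501 (0.0267) or 4504 (0.00824), and *Dgat2* by limma-voom (0.0274) and without replicate 4501 (0.0129). All 3 were also called by DESeq2 on 2 groups (0.0124, 5.53e-05 and 1.05e-05) and by edgeR without the filter (0.0284, 0.00188 and 0.00178). With the corrections chosen after seeing the values, which drop 280 (GC content) and 267 (GC content and length) of the 432 calls in the authors' deposited table, *Mt1* (0.0402 and 0.0370) and *Dgat2* (0.0369 and 0.0356) were called in edgeR.

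The paper counts *Srebf1*, *Scd1*, *Lpl* and *Pparg* among the significantly changed genes that niacin reversed. In edgeR over all 12 libraries none was called in either comparison, and all 4 had opposite signs in the 2 comparisons. In *Mtmr2* KO versus WT control DESeq2 on all 12 libraries called *Srebf1* (adjusted p = 0.00743), *Scd1* (0.0295), *Lpl* (0.00987) and *Pparg* (0.0134), limma-voom *Lpl* (0.0247) and *Pparg* (0.0274), and edgeR *Srebf1* (0.0435) and *Scd1* (0.0266) without replicate 4501 and *Lpl* (0.0455) and *Pparg* (0.00994) without replicate 4502. In niacin versus *Mtmr2* KO, DESeq2 on all 12 libraries called *Lpl* (0.00329) and *Pparg* (0.00117), limma-voom *Lpl* (0.00861) and *Pparg* (0.00713), and edgeR *Lpl* (0.00565) and *Pparg* (0.00287) without replicate 4502. *Srebf1*, *Scd1*, *Lpl* and *Pparg* were called in *Mtmr2* KO by DESeq2 on 2 groups (0.0189, 0.00184, 0.0174 and 0.0232) and by edgeR without the filter (0.0339, 0.0191, 0.0236 and 0.0181), and with niacin all but *Srebf1* were (0.0233, 0.0206 and 0.00902 by DESeq2, 0.0449, 0.0149 and 0.00386 by edgeR). *Srebf1* was called with niacin under no setting. With the corrections chosen after seeing the values, which drop the numbers of the authors' calls given above, *Srebf1* was called in *Mtmr2* KO (0.0497 for GC content, 0.0463 for GC content and length), and *Pparg* (0.0440 and 0.0365) and, with both corrections, *Lpl* (0.0448) with niacin.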

Other observations

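The tests on a swap of replicate 4503, on a batch and a wrong label of replicate 4502, on GC content for the calls in *Mtmr2* KO versus WT control and in niacin versus *Mtmr2* KO, and on genes called in opposite directions were chosen only after the result was seen.

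The paper proposes that niacin acts through the protease TACE, encoded by *Adam17*, on NRG1 signalling. *Adam17* (chromosome 12 of GRCm38 from 21323509 to 21373632) had 103 ± 9.17, 79.3 ± 14.5 and 105 ± 10.9 CPM (SD, n = 4) in WT control, *Mtmr2* KO and niacin, with log2 fold changes of −0.38 in *Mtmr2* KO (SE 0.14, adjusted p = 0.196) and 0.41 with niacin (SE 0.14, adjusted p = 0.137) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Bace1* had 76.4 ± 8.66, 85.0 ± 25.6 and 57.6 ± 9.49 CPM, with log2 fold changes of 0.16 (adjusted p = 0.708) and −0.56 (adjusted p = 0.135) from the same test. *Nrg1* had 0.935 ± 0.255, 1.54 ± 1.31 and 1.42 ± 0.349 CPM, with 0.70 (adjusted p = 0.449) and −0.093 (adjusted p = 0.928). The niacin receptor gene *Hcar2* had 5.54 ± 0.983, 3.35 ± 3.40 and 2.65 ± 0.726 CPM, with −0.73 (adjusted p = 0.474) and −0.33 (adjusted p = 0.753). None was called in this test. *Bace1* was called lower with niacin by limma-voom (adjusted p = 0.0434) and by edgeR without replicate 4502 (0.0131). Between niacin and WT control the authors' deposited table calls *Bace1* (−0.42, 0.0147) and *Hcar2* (−1.08, 2.61e-05), which edgeR's quasi-likelihood test over all 12 libraries did not (−0.41, adjusted p = 0.209 and −1.06, adjusted p = 0.215). These levels of RNA say nothing of protein or enzyme activity.

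The *Mtmr2* level of the library labelled *Mtmr2* KO replicate 4503 lies in the control range. A swap with a WT control library is excluded by the levels, since the lowest WT control library had 128 CPM and the highest of the other 7 libraries labelled *Mtmr2* KO 84.7 CPM, so that no WT control library is out of place. A mouse without the deletion, or an outside sample, stays open. Genes near *Mtmr2* that differ with the background of the deletion could have told, but 28.1% of the 128 genes within 10 Mb differed between niacin and WT control at an unadjusted p under 0.01, against 29.3% of all genes, so the test had nothing to read.

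Replicate 4502 of *Mtmr2* KO lies apart from the other 3. Limma's sample quality weight was 0.149 for it and 0.288 for replicate 4503, against 0.705 or more for the other 10 libraries. Its deviation from the other *Mtmr2* KO libraries had a Spearman correlation across genes, which are not independent replicates, of 0.674 with the difference between niacin and WT control, and of 0.532 after correction for GC content and length. Its trend with GC content (−0.38) also lay nearest to the niacin libraries. A candidate explanation is a library batch shared by replicate 4502 and the niacin libraries. The labels name no batch, and with all niacin libraries on one side a batch cannot be separated from niacin. A niacin library under a wrong label is argued against by the fatty acid synthesis genes, whose median deviation from the WT control mean was −1.36 in replicate 4502 and −0.45 to −0.04 in the niacin libraries.

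Of the 35 splits of the *Mtmr2* KO and WT control libraries, only the real one (1 of 35) gave any call. That is the smallest share this test can give, so it argues against chance for the 46 genes without excluding it. The calls fell to 0 without any 1 WT control library, without replicate 4507 or 4508, and in the edgeR fit on 2 groups. For the lists chance cannot be excluded, with 2 splits giving as small a camera p for the neutral lipid list, 3 for the triglyceride list, 3 for the collagen genes and 11 for the ribosomal genes. In niacin versus *Mtmr2* KO, 2 of 35 splits gave as many calls, so chance cannot be excluded, and for the lists 10, 15, 27 and 35 splits in the same order. The other split, with 3828 calls, exchanged replicates 4502 and 4506. GC content is argued against as the whole cause, since after its correction 160 genes were called in *Mtmr2* KO versus WT control and 287 in niacin versus *Mtmr2* KO.

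The change of sign under niacin may come from the *Mtmr2* KO libraries that enter both comparisons. The share of opposite signs cannot decide it, lying between 98.2% and 100% in all 17 assignments of the arms with any call. As large a share as the real one came from 11 of the 17. The number of genes called in opposite directions does not decide it. As many were found in 2 of these 17, and the other assignments call no gene in the untreated arm and so can give none. The other one again set replicate 4502 with the niacin replicates 4505, 4507 and 4508 (3041 genes). With calls and niacin effects from different libraries, the share was 50.5% with replicates 4502 and 4503 in the calls and 26.0% with 4502 and 4504. In the remaining splits it lay between 90.9% and 100%, against 49.5% simulated without a niacin effect, so the splits point both ways. A return of these genes under niacin stays a hypothesis, tested on the same data in which it was seen.

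Lipid genes were lower in the libraries labelled *Mtmr2* KO. A candidate explanation is less fat tissue on these nerves, since 15 adipocyte genes outside the lipid lists had a median log2 fold change of −0.478. For this, 2 adipocyte genes that are also on the lipid or fatty acid synthesis lists were left out. Over the 17 adipocyte genes tested the median was the same (camera adjusted p = 4.72e-06 from limma) with 14 lower, and with niacin it was 0.66 (0.000323) with 14 higher. *Car3* had 1712 ± 202, 1199 ± 1255 and 2293 ± 589 CPM (SD, n = 4), *Cfd* 1374, 987 and 1620 CPM and *Fabp4* 884, 722 and 1005 CPM in WT control, *Mtmr2* KO and niacin. Replicate 4502 goes the other way, with a median of 0.20 for the adipocyte genes outside the lipid lists and −0.37 for the lipid list genes, so fat alone would not account for it there. All 14 fatty acid synthesis genes were lower in *Mtmr2* KO, with a median of −0.88 (5.15e-08), and 12 rose with niacin by a median of 0.68 over the list (5.08e-05). Besides *Scd1* the most abundant were *Fasn*, at 1831 ± 1039, 564 ± 402 and 1013 ± 488 CPM, and *Scd2*, at 4294 ± 458, 3489 ± 1501 and 3151 ± 847 CPM (SD, n = 4). *Scd2* did not rise with niacin, with log2 fold changes of −0.30 in *Mtmr2* KO (adjusted p = 0.634) and −0.15 with niacin (adjusted p = 0.815) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A lower synthesis of lipids in the cells of the nerve stays open and untested.

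Sensory neuron genes were higher in the libraries labelled *Mtmr2* KO, by a median of 1.02 with 12 of 14 genes up (camera adjusted p = 0.000199 from limma). Neuron cell bodies taken with these nerves are a candidate explanation, since even the lowest of the 4 libraries had a median deviation of 0.201, against 0.15 in the highest WT control library. By the mean z-score the groups overlap, with replicate 4501 at −0.29 below WT control replicate 4500 at −0.25 (exact permutation p = 0.0571). The rise was uneven, at 1.88 in replicate 4502 and 0.75 in replicate 4504. *Prph* had 10.5, 23.4 and 17.3 CPM and *Nefh* 10.9, 25.0 and 14.6 CPM in WT control, *Mtmr2* KO and niacin, and *Uchl1* 26.7, 35.0 and 27.0 CPM. In niacin versus *Mtmr2* KO the median was −0.34 (adjusted p = 0.512). The genes were also higher in niacin than in WT control, by a median of 0.57 with 13 of 14 genes up (camera adjusted p = 0.0221 from limma), where the mean z-score separated the groups (exact permutation p = 0.0286) and the 4 libraries had median deviations of 0.31 to 0.82. The rise is therefore not limited to the untreated nerves.

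The other marker lists, by camera with Benjamini-Hochberg adjustment in limma, are given for *Mtmr2* KO versus WT control and then for niacin versus *Mtmr2* KO. Neutrophil genes changed by a median of 2.95 (adjusted p = 0.00538) and −1.68 (0.0177), with *Lcn2*, also on the glucocorticoid list, at 3.93, 33.1 and 2.83 CPM in the 3 groups. Vascular smooth muscle genes changed by −0.83 (0.000612) and 0.22 (0.382), cholesterol biosynthesis genes by −0.27 (0.00833) and 0.51 (5.08e-05), and fibroblast genes by −0.14 (0.0470) and 0.026 (0.458). Myelinating Schwann cell genes changed by 0.15 (0.159) and −0.43 (0.00298). Not called in either were non-myelinating Schwann cell genes (0.21, 0.311; −0.28, 0.0873), macrophage genes (0.33, 0.243; 0.12, 0.121), red blood cell genes (−0.22, 0.623; 0.10, 0.640) and immediate early genes (0.22, 0.570; −0.43, 0.0863). Skeletal muscle genes had −0.68 (0.570) in the first comparison. In niacin versus *Mtmr2* KO the neutral lipid list had 0.16 (0.0538), the triglyceride list 0.15 (0.0857), the ribosomal genes −0.18 (0.716) and the collagen genes −0.14 (0.512). None of these calls holds under fry or with an estimated correlation.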
